# RREB1 regulates neuronal proteostasis and the microtubule network

**DOI:** 10.1126/sciadv.adh3929

**Published:** 2024-01-10

**Authors:** Emily N. Griffin, Thomas Jucius, Su-Eon Sim, Belinda S. Harris, Sven Heinz, Susan L. Ackerman

## Abstract

Transcription factors play vital roles in neuron development; however, little is known about the role of these proteins in maintaining neuronal homeostasis. Here, we show that the transcription factor RREB1 (Ras-responsive element-binding protein 1) is essential for neuron survival in the mammalian brain. A spontaneous mouse mutation causing loss of a nervous system–enriched *Rreb1* transcript is associated with progressive loss of cerebellar Purkinje cells and ataxia. Analysis of chromatin immunoprecipitation and sequencing, along with RNA sequencing data revealed dysregulation of RREB1 targets associated with the microtubule cytoskeleton. In agreement with the known role of microtubules in dendritic development, dendritic complexity was disrupted in *Rreb1*-deficient neurons. Analysis of sequencing data also suggested that RREB1 plays a role in the endomembrane system. Mutant Purkinje cells had fewer numbers of autophagosomes and lysosomes and contained P62- and ubiquitin-positive inclusions. Together, these studies demonstrate that RREB1 functions to maintain the microtubule network and proteostasis in mammalian neurons.

## INTRODUCTION

Although great diversity in cell specificity, molecular disruptions, and behavioral alterations exists among neurodegenerative disorders, protein inclusions are a unifying pathological hallmark associated with many of these diseases (*1*). The process of regulating proteins in the cell, or proteostasis, is maintained via two protein degradation mechanisms: autophagy and proteasome-mediated degradation. Defects in either autophagy or proteasome function have been associated with the formation of protein inclusions. Inclusion formation and subsequent cell death in sporadic forms of neurodegenerative diseases may be linked directly to dysfunction in proteostasis.

The role of transcription factors has long been examined in the context of cellular differentiation and multicellular organism growth and development; however, recent studies have extended the role of these proteins in regulation of cellular homeostasis in terminally differentiated cells. A few studies have highlighted transcription factors that function in neuron homeostasis and, more specifically, neuronal proteostasis. For example, the transcription factor EB (TFEB) (so named for its recognition and binding to E-box motifs) belongs to the family of microphthalmia/transcription factor E (*MiT/TFE*) genes, has been shown to control expression of genes involved in autophagosome formation and lysosome biogenesis, and has reduced expression in many neurodegenerative diseases (*2*–*4*). Another MiT/TFE transcription factor, transcription factor binding to immunoglobulin heavy constant mu enhancer 3, is reduced in neuronal nuclei of patients with Parkinson’s disease and has recently been shown to positively regulate autophagy (*5*). Although these studies have illuminated a likely role for transcription factors in maintaining proteostasis in a pathological context, causal mutations in genes encoding these transcription factors have rarely been identified.

Our study demonstrates that hypomorphic loss of the transcription factor RREB1 is associated with the formation of protein inclusions in cerebellar Purkinje cells and subsequent neurodegeneration. Chromatin immunoprecipitation and sequencing (ChIP-seq) and RNA sequencing (RNA-seq) experiments suggest that RREB1 positively regulates the endomembrane system. We also find that RREB1 positively regulates many genes associated with the microtubule cytoskeletal network. Disruption of these genes is associated with changes to the microtubule network as well as impaired dendritic branching. Together, our data demonstrate a unique role for RREB1 in neuron homeostasis.

## RESULTS

### *Rreb1 V7* deficiency is associated with Purkinje cell loss

The new mutant 3888 (*nm3888*) mutation arose spontaneously in nonobese diabetic (NOD).129P2(Cg)-*Il10*^tm1Cgn^/DvsJ mice and was backcrossed to NOD mice to remove the *Il10* mutation. Mice homozygous for the *nm3888* mutation had mild ataxia and tremors beginning at 4 weeks of age (movies S1 and S2). Immunohistochemistry for calbindin D-28, a calcium-binding protein expressed in Purkinje cells, revealed Purkinje cell degeneration beginning at 4 weeks of age (Fig. 1A). Death of these neurons progressed rostrally to caudally with approximately 90% survival at 1 month of age, 35% at 6 months of age, and 16% at 12 months of age (Fig. 1B). Purkinje cells in mice heterozygous for this mutation also degenerated, but cell death had a later onset beginning at 6 months of age, and death of these neurons progressed more slowly with cell survival at 77% at 3 months of age and 72% at 12 months of age. Cleaved caspase 3 was detected in dying neurons but not wild-type neurons, indicating that these cells were undergoing apoptosis (Fig. 1C).

**Fig. 1.**
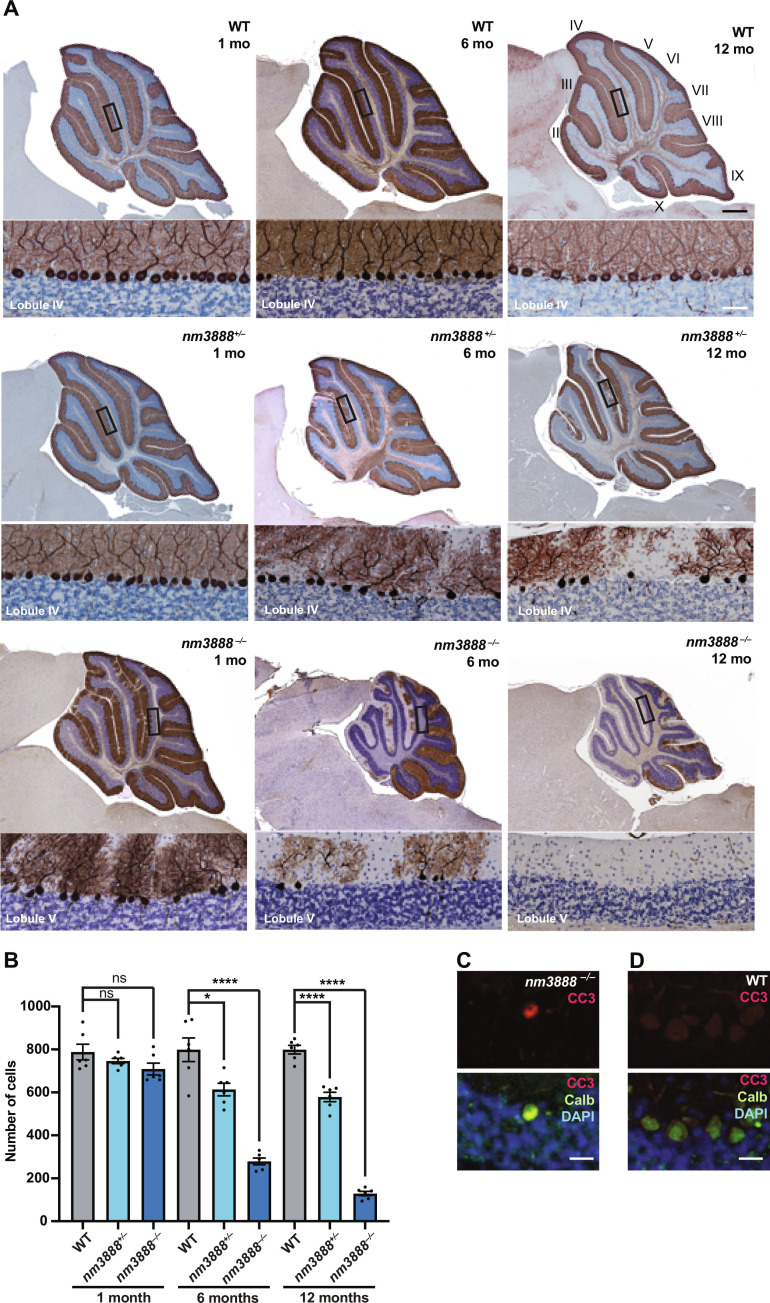
Purkinje cell degeneration occurs in *nm3888* mutant mice. (**A**) Calbindin D-28 immunohistochemistry and hematoxylin staining of sagittal sections of cerebella from *nm3888*^−/−^, *nm3888*^+/−^, and wild-type (WT) mice at ages indicated. High-magnification images of boxed regions are shown below. (**B**) Average number of Purkinje cells per section for mice at indicated time points; SEM indicated. (**C** and **D**) Cleaved caspase 3 (CC3) immunostaining and merged CC3 and immunofluorescence with DAPI counterstain in the cerebellum of 5-week-old *nm3888^−/−^* (C) and WT (D) mice. Scale bars, 500 and 50 μm (low magnification and high magnification, respectively) (A) and 20 μm [(C) and (D)]. Multiple *t* tests were performed (B). ****P ≤ 0.0001, *P ≤ 0.05.

Genome scans, using polymorphic microsatellite markers on F2 *nm3888*^−/−^ mice generated from crosses of NOD/ShiLtJ-*nm3888*^−/−^ and CAST/Ei mice, revealed the *nm3888* mutation was on Chromosome 13. Analysis of additional F2 mice demonstrated that the *nm3888* mutation resided in a 2-megabase (Mb) region between *D13Mit18* and *rs2941434* on Chromosome 13, a region containing eight protein-coding genes (Fig. 2A). To examine the expression levels of protein-coding genes in the critical region, we performed quantitative reverse transcriptase polymerase chain reaction (RT-qPCR) using wild-type and *nm3888*^−/−^ cerebellar cDNA from 3-week-old mice. While we did not observe significant differences in expression of seven of these genes, the expression of a zinc finger transcription factor, *Rreb1*, was decreased 34-fold in mutant cerebella (Fig. 2B). Northern blot analysis for total *Rreb1* demonstrated a loss of the predominant transcript (>9 kb) in *nm3888^−/−^* brains (Fig. 2C). We performed RT-PCR with primers specific to the four transcripts of *Rreb1* (National Center for Biotechnology Information, https://ncbi.nlm.nih.gov/gene/68750) that were 9.0 kb or greater: XM_006516750.2 (*X2*), XM_006516752.2 (*X3*), XM_006516753.3 (*X4*), and OP867049 (variant 7, hereafter referred to as *V7*). *X2*, *X3*, and *X4* each have different 5′ untranslated regions (5′UTRs) but contain the same coding sequence that produces a protein with 16 zinc fingers. *V7* has a unique 5′UTR, a later ATG start site, and splices around the eighth coding exon found in *X2*, *X3*, and *X4*, producing a protein with 14 zinc fingers (Fig. 2D). We did not detect *X3* in wild-type cerebella, and *X2* and *X4* were expressed at comparable levels to wild-type in the mutant cerebellum (Fig. 2E). However, expression of *V7* was markedly lower in the *nm3888*^−/−^ cerebellum relative to wild-type cerebellum. Northern blot analysis using a probe specific to *V7* demonstrated that it corresponded to the predominant *Rreb1* transcript in the wild-type cerebellum and confirmed its loss in the mutant cerebellum (Fig. 2F).

**Fig. 2.**
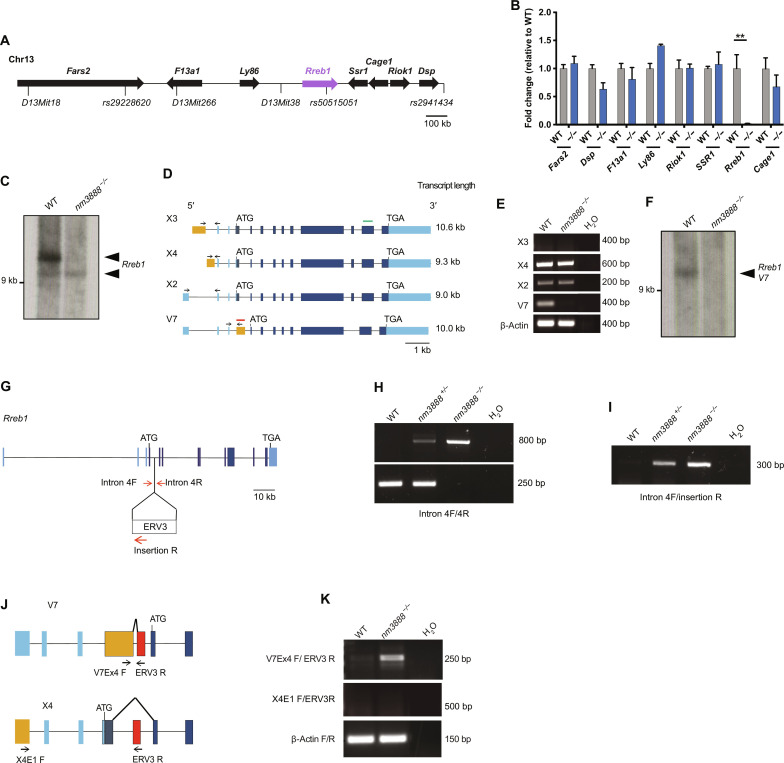
The *nm3888* mutation results in loss of *Rreb1*. (**A**) Schematic of the *nm3888* critical region including protein-coding genes and polymorphisms used for genetic mapping. (**B**) RT-qPCR analysis of protein-coding genes in the critical region from wild-type (WT) and *nm3888^−/−^* (−/−) cerebella. Mean and SEM are graphed. Only *Rreb1* expression was significantly different between genotypes, **P ≤ 0.001 (multiple *t* tests with Benjamini and Hochberg correction). (**C**) Northern blot analysis of total *Rreb1* from WT and *nm3888*^−/−^ cerebella. (**D**) Schematics of *Rreb1* transcripts that are 9 kb or greater in length. Coding exons are indicated in dark blue, noncoding exons are in light blue, and transcript-specific exons are in orange. Arrows indicate primers used to amplify transcripts shown in (E). Northern probes used for total *Rreb1* and *Rreb1 V7* are indicated by a green line and red line, respectively. (**E**) RT-PCR of *Rreb1* transcripts shown in (D) from WT and *nm3888*^−/−^ cerebella. (**F**) Northern blot analysis of *Rreb1 V7* from WT and *nm3888^−/−^* cerebella. (**G**) Schematic of *Rreb1* with coding exons in dark blue and noncoding exons in light blue. Arrows indicate primers used to amplify around and within the *nm3888* insertion. Introns not drawn to scale. (**H** and **I**) PCR analysis of genomic DNA from WT, *nm3888^+/−^*, and *nm3888^−/−^* mice with primers in *Rreb1* intron 4 (primer pair Intron 4F/Intron 4R). (**J**) Schematic showing splicing of *Rreb1 V7* and *Rreb1 X4* into *nm3888* insertion (red) along with primers used for RT-PCR (arrows). (**K**) RT-PCR for chimeric transcripts containing *Rreb1* and the *nm3888* insertion, performed with cerebellar cDNA from 3-week-old WT and *nm3888^−/−^* mice. Primers used are indicated on the left.

We examined *Rreb1* in *nm3888^−/−^* mice to identify the molecular changes that resulted in decreased expression. We sequenced all exons and identified no mutations. However, upon sequencing *Rreb1* introns, we found a 573-bp insertion of an ERV3 retrotransposon element in intron 4 (Fig. 2, G to I), which cosegregated with the degeneration seen in *nm3888* heterozygotes and homozygotes. Given the specific impact of the *nm3888* mutation on expression of *V7*, we hypothesized that disruption of this transcript was due to aberrant splicing from exon 4, which is uniquely found in the *V7* transcript, into the retrotransposon (Fig. 2J). PCR using cerebellar cDNA from *nm3888^−/−^* mice and primers corresponding to exon 4 of *V7* and the retrotransposon element generated an appropriately sized amplicon (Fig. 2K). Sequencing confirmed that this amplicon was a *V7* exon 4/retrotransposon fusion product. We were unable to amplify an *X4*/retrotransposon fusion product when we used primers corresponding to the unique exon in *X4*, suggesting that the retrotransposon does not disrupt expression of the X4 transcript. Together, our genetic mapping data, identification of the retrotransposon insertion, and altered expression of *Rreb1* strongly suggest that loss of *Rreb1* is causal for the Purkinje cell degeneration seen in *nm3888* mutant mice.

### Expression of *Rreb1 V7* is nervous system specific and temporally regulated

To evaluate whether additional tissues require *Rreb1 V7*, we performed RT-qPCR to assess expression of *Rreb1 V7* in wild-type tissues throughout the body. Although we broadly detected total *Rreb1* using primer pairs that amplify all transcripts of *Rreb1*, *Rreb1 V7* was highly enriched in the brain, spinal cord, and eye (Fig. 3A). To determine which cell types express *Rreb1* in the brain, we performed in situ hybridization with a 3′UTR probe that was complementary to all *Rreb1* transcripts. We detected *Rreb1* in mitral cells of the olfactory bulb, multiple thalamic nuclei, and the retrosplenial area within the cortex (Fig. 3B). In addition, *Rreb1* was highly expressed in Purkinje cells (Fig. 3C), dopaminergic neurons in the substantia nigra pars compacta (Fig. 3D), granule cells of the dentate gyrus of the hippocampus (Fig. 3E), and deep cerebellar nuclei (Fig. 3F). We did not detect *Rreb1* in the *nm3888^−/−^* brain (Fig. 3G), confirming that *V7* is the predominant transcript expressed in the brain.

**Fig. 3.**
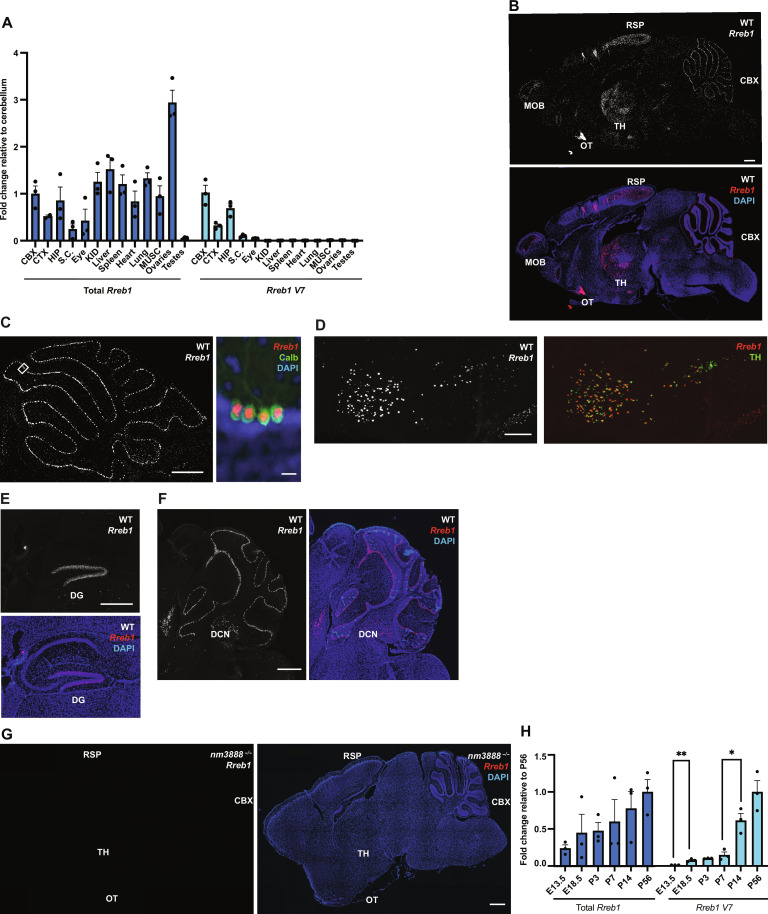
*Rreb1 variant 7* (*V7*) is a spatially and temporally regulated transcript. (**A**) RT-qPCR for total *Rreb1* and *Rreb1 V7* of 3 separate brain regions and 11 tissues from P56 wild-type (WT) mice. Expression is normalized to mean cerebellar (CBX) expression; mean and SEM are graphed. Abbreviations: cerebellum (CBX), cortex (CTX), hippocampus (HIP), spinal cord (S.C.), kidney (KID), and muscle (MUSC). (**B**) *Rreb1* in situ hybridization alone and with DAPI counterstain of WT brain. Abbreviations: olfactory bulb (MOB), olfactory tubercle (OT), thalamus (TH), retrosplenial area (RSP), and cerebellum (CBX). (**C**) Low magnification: *Rreb1* in situ hybridization of WT cerebellum; high magnification: *Rreb1* in situ hybridization with coimmunofluorescence for calbindin D-28 (Calb) and DAPI counterstain of WT cerebellum. (**D**) *Rreb1* in situ hybridization with coimmunofluorescence of tyrosine hydroxylase (TH) of the substantia nigra of WT brain. (**E**) *Rreb1* in situ hybridization and DAPI counterstain of dentate gyrus (DG) of WT brain. (**F**) *Rreb1* in situ hybridization and DAPI counterstain of deep cerebellar nuclei (DCN) of WT brain. (**G**) *Rreb1* in situ hybridization alone, and with DAPI counterstain, of *nm3888^−/−^* brain. (**H**) RT-qPCR for total *Rreb1* and *Rreb1 V7* at pre- and postnatal time points of WT brain (E13.5) and cerebellum (E18.5 to P56). Average expression relative to mean expression at P56 is graphed with SEM indicated by error bars. Multiple *t* tests were used. **P ≤ 0.01, *P ≤ 0.05. Scale bars, 500 μm [(B), (C) (low magnification), (D), (F), and (G)], 10 μm [(C), high magnification], and 200 μm (E). All in situ hybridization was performed on brains from P21 mice.

To determine whether the temporal expression of the *V7* transcript correlates with the onset of Purkinje cell degeneration, we performed RT-qPCR on wild-type embryos. Although total *Rreb1* was expressed in the developing brain of embryonic day 13.5 (E13.5) embryos, we did not detect *V7* at this time but found that it was expressed at low levels in E18.5 cerebellum (Fig. 3H). Expression levels of both total *Rreb1* and the *V7* transcript were constant in the cerebellum from E18.5 through postnatal day 7 (P7). Between P7 and P14, a period of ongoing cerebellar development, cerebellar levels of *V7* significantly increased. However, the levels of total *Rreb1* did not increase during this time, suggesting that down-regulation of other *Rreb1* isoforms occurs during cerebellar development. Together, these data indicate that both the temporal and spatial expression of the *Rreb1 V7* transcript correlate with the postembryonic and nervous system–specific defects found in *Rreb1 V7*-deficient mice.

### RREB1 regulates the endomembrane system and microtubule network in Purkinje cells

RREB1 directly binds DNA and recruits cofactors that alter histone modifications to potentiate or repress transcription of target genes. Studies of *Rreb1* have generally centered on its role in tumorigenesis, where an increase in copy number and expression of *Rreb1* has been linked to the formation of multiple cancers (*6*–*11*). In addition, total loss of *Rreb1* impairs cell migration during early embryogenesis, resulting in embryonic lethality (*12*, *13*). To determine a role for RREB1 in Purkinje cells, we sought to identify Purkinje cell–specific targets of *Rreb1* via ChIP-seq. To identify targets of *Rreb1 V7*, we generated transgenic mice expressing *V7* with three V5 epitope tags at the C terminus (Fig. 4A). Expression of this transgene was driven by the Purkinje cell–specific promoter, Purkinje cell protein 2 (PCP2) and PCP2 exon 4, which, when placed after the stop codon of a transgene, increases Purkinje cell–specific expression (*14*). Immunofluorescence performed on cerebellar sections from transgenic mice using an antibody to the V5 epitope tag confirmed that the transgene was exclusively expressed in Purkinje cells, and RREB1-V5 localized to the nucleus (fig. S1A).

**Fig. 4.**
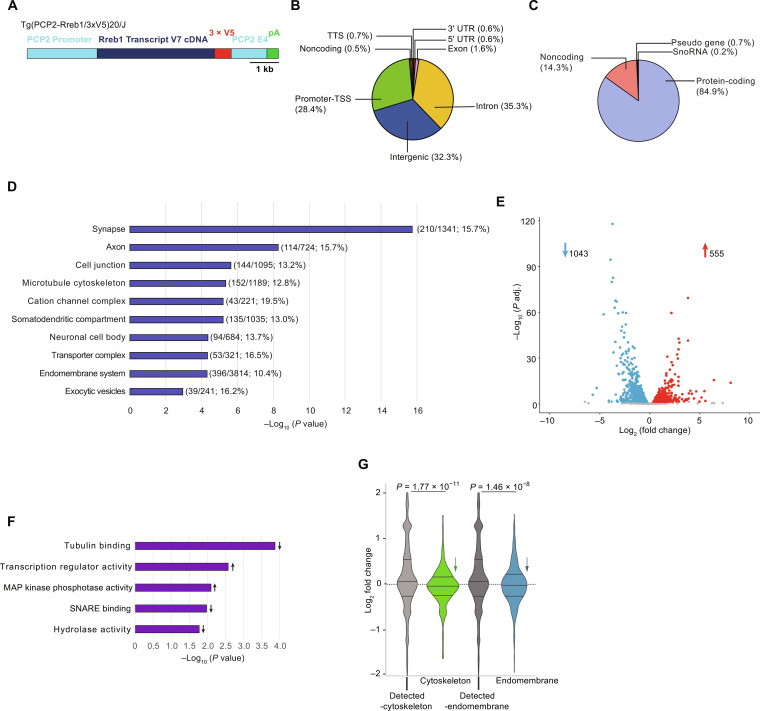
RREB1 regulates genes associated with the endomembrane system and cytoskeletal network. (**A**) Schematic representation of *Rreb1 variant 7* (*V7*) cDNA transgene: PCP2 promoter and fourth exon (light blue), *Rreb1 V7* cDNA (dark blue), three V5 epitope tags (red), and polyA signal (green). (**B**) Breakdown of types of genomic regions containing peaks defined by MACS3 and annotated by HOMER. Transcriptional termination sequence (TTS). (**C**) Breakdown of types of genes associated with MACS3 peaks; gene types annotated by HOMER. (**D**) Cellular component enrichment of putative ChIP targets performed using ShinyGO, plotted by FDR with fraction of ChIP targets/number of genes in category, and percent enrichment [(number of ChIP targets/number of genes in category) × 100%] indicated. (**E**) Volcano plot of gene expression in *nm3888^−/−^* Purkinje cells relative to wild-type neurons. Up-regulated genes are in red, down-regulated genes are in blue, and genes with a *P* adj ≥ 0.05 are in gray. Numbers of genes up-regulated and down-regulated are indicated. (**F**) Molecular pathway enrichment for significantly differentially expressed genes performed with ShinyGO Molecular Pathway Enrichment; arrows indicate directionality of pathway. (**G**) Violin plot showing differential expression of all cytoskeleton system putative targets (green) compared to all other detected genes (light gray) and differential expression of all endomembrane system putative targets (blue) compared to all other detected genes (dark gray). We determined *P* values by Wilcoxon rank sum tests.

We performed ChIP-seq in cerebellar lysates from transgenic mice using an antibody against V5. Analysis of these data revealed 3037 peaks, a third of which occurred in introns, another third in intergenic regions, and a third at known promoter regions/transcriptional start sites (Fig. 4B and data S1, ChIP_seq). We assigned 1932 genes to peaks based on proximity, and we identified a strong enrichment of RREB1 binding in protein-coding genes (85%) (Fig. 4C). We performed ChIP-qPCR on three target genes to validate RREB1 binding (fig. S1B). De novo motif analyses demonstrated a significant enrichment (*P* = 10^−925^) for a Purkinje cell RREB1 binding motif that is highly similar to the binding motif of a known RREB1 cofactor, NEUROD1 (match score = 0.98) (*15*). This de novo motif was enriched in 24% of RREB1 ChIP peaks versus 2.5% of background peaks (fig. S1C). To elucidate cellular processes directly regulated by RREB1, we performed cellular component enrichment analysis on all RREB1 putative target genes. This analysis revealed a significant enrichment for genes associated with the microtubule network, somatodendritic compartment, and the endomembrane system, along with several neurotypical compartments such as the axon and synapse (Fig. 4D and data S1, ChIP_Cell_Comp). Of the top 10 most significantly enriched cellular components, we found the largest number of RREB1 putative targets (396) belonging to the endomembrane system, which encompassed other cellular components, including the synapse and exocytic vesicles.

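Ribosome-bound RNA of Purkinje cells was compared between 3 wild-type and 4 *nm3888*-/- mice, with 1 mouse per library. The paper's methods name 4 mutant mice but 3 libraries per genotype, where the labels hold 4 mutant libraries. *Rreb1* lies on chromosome 13 of the mouse genome build mm10 from 37778400 to 37952005. Its CPM (counts scaled to the library total and normalized by TMM) was 16.5 ± 1.81 (SD, n = 3) in wild-type and 18.5 ± 5.46 (SD, n = 4) in mutant Purkinje cells. This is a log2 fold change of 0.20 (SE 0.23, adjusted p = 0.64 from edgeR's quasi-likelihood test), with a 95% confidence interval from −0.33 to 0.74. The count covers all transcripts of the gene, and it cannot tell the *V7* transcript from the others. It was not lower in the mutant, so this gene gives no check of the mutant labels. By RT-qPCR, Northern blot and in situ hybridization the paper reports a loss of *Rreb1* in the mutant, which does not settle the labels. Its immunofluorescence of beta III tubulin was lower in the mutant, the direction of *Tubb3* in these libraries. That of alpha tubulin was unchanged in rostral and higher in caudal cerebellum of the mutant. The alpha tubulin genes *Tuba1b* and *Tuba4a* were lower in these libraries. Immunofluorescence of the soma and ribosome-bound RNA are different measures. The paper's RT-qPCR of 3 differentially expressed genes (fig. S1D) was not analysed here, and the ERV3 insertion of the allele is not a counted gene. In the RiboTag method, Cre recombinase switches a ribosomal protein gene to a tagged copy. An antibody to the tag then recovers the ribosomes of the cells that express Cre, with their bound mRNA. The mice were 3 weeks old by the labels, and P21 in the methods. By the names of the libraries, wild types 1 and 2 and mutants 1 and 2 form a first series. Wild type 3 and mutants 3 and 4 form a second series. Mutants 3 and 4 were male and the other mice female by the labels. Counts of the Y-linked gene *Ddx3y* were 4234 and 2464 in mutants 3 and 4 and 0 in the other libraries. Counts of the X-inactivation RNA *Xist* were 1 and 10 in mutants 3 and 4 and 240 to 1721 in the other libraries. Sex and genotype are therefore confounded within the second series.

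The authors removed duplicate reads and trimmed adapters with fastp and aligned the reads with Bowtie2. They counted read pairs per gene of the GENCODE M25 annotation with featureCounts, so the values are raw counts. The alignments behind the counts carry the name of Bowtie2 in the first series and of STAR, an aligner that splits reads across exon junctions, in the second series. Processed pseudogenes took 8.19 to 9.51% of the counts in the first series and 0.118 to 0.166% in the second series. The total counts were 25843485, 26281876 and 107937386 in wild types 1, 2 and 3 (median 26281876). They were 18023017, 33849895, 56809597 and 44551188 in mutants 1, 2, 3 and 4 (median 39200541.5). The paper's methods name DESeq2 with batch as a covariate. The counts of wild type 3 and mutants 3 and 4 equal columns of Data S1 over the 1999 genes of that sheet at hand. The counts of the first series equal none. The covariate planned was the batch that gives the fold changes of Data S1, with the library series as an alternative. The library series was entered in its place, a choice made after the counts had been compared with Data S1 and before any gene was tested. Genes with enough counts for filterByExpr (17621 of 55401) were tested with edgeR, with the library series as a term and p values adjusted by the Benjamini-Hochberg method.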

To determine direct and indirect downstream targets of RREB1 in Purkinje cells, we performed RNA-seq from wild-type and *nm3888*^−/−^ Purkinje cells using RiboTag mice (*16*). The hemagglutinin (HA)–tagged ribosomal protein RPL22 was expressed in Purkinje cells using PCP2- CRE, and we immunoprecipitated epitope-tagged ribosomes from *Rpl22^fl/+^*: *PCP2-Cre* mice either homozygous for the *nm3888* mutation or wild type at this locus. We enriched nascent transcripts for polyA^+^ RNA and generated cDNA libraries for sequencing. 

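In *nm3888*-/- Purkinje cells, 455 genes were higher and 1049 genes were lower than in wild-type Purkinje cells at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2 called 791 higher and 1257 lower genes, and edgeR with no filter on low counts 731 and 1329. *Cend1*, on chromosome 7 from 141426446 to 141429491, promotes cell cycle exit and neuronal differentiation. It had 830 ± 79.4 CPM in wild-type (SD, n = 3) and 52.9 ± 6.6 CPM in mutant Purkinje cells (SD, n = 4). *Cend1* fell by 3.97 on the log2 scale (SE 0.13, adjusted p = 4.83e-06 from this edgeR test). *Slc45a1*, a sugar transporter gene on chromosome 4 from 150628572 to 150652174, fell by 3.46 on the log2 scale (SE 0.13), from 66.2 ± 6.97 to 6.32 ± 1.41 CPM. *Prrt3*, on chromosome 6 from 113493639 to 113501931, fell by 3.78 (SE 0.15). *Nrg3*, a neuregulin gene on chromosome 14 from 38368952 to 39473088, fell by 3.59 (SE 0.24, adjusted p = 6.57e-05 from the edgeR test). Among the higher genes, *Fosb*, on chromosome 7 from 19302696 to 19310051, encodes a subunit of the AP-1 transcription factor. It had 0.452 ± 0.126 CPM in wild-type and 7.76 ± 0.929 CPM in mutant Purkinje cells. This is a log2 fold change of 4.01 (SE 0.21, adjusted p = 2.24e-05 from the edgeR test). *Ostn*, which encodes the secreted peptide osteocrin and lies on chromosome 16 from 27307489 to 27351212, rose by 3.65 (SE 0.18). *Txlnb*, on chromosome 10 from 17796226 to 17845665, rose by 3.14 (SE 0.21). *Hmgn5*, which encodes a nucleosome-binding protein and lies on the X chromosome from 109004534 to 109013404, rose by 2.88 (SE 0.17). These genes were chosen among those whose mutant libraries all lie beyond every wild-type library. Of all 17621 tested genes, 2480 separate the groups in this way, where chance separates them in 5.71% of splits. The median log2 fold change was 0.91 over the higher genes and −0.75 over the lower genes, and 572 genes changed by over 2-fold.

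**Figure D1:**
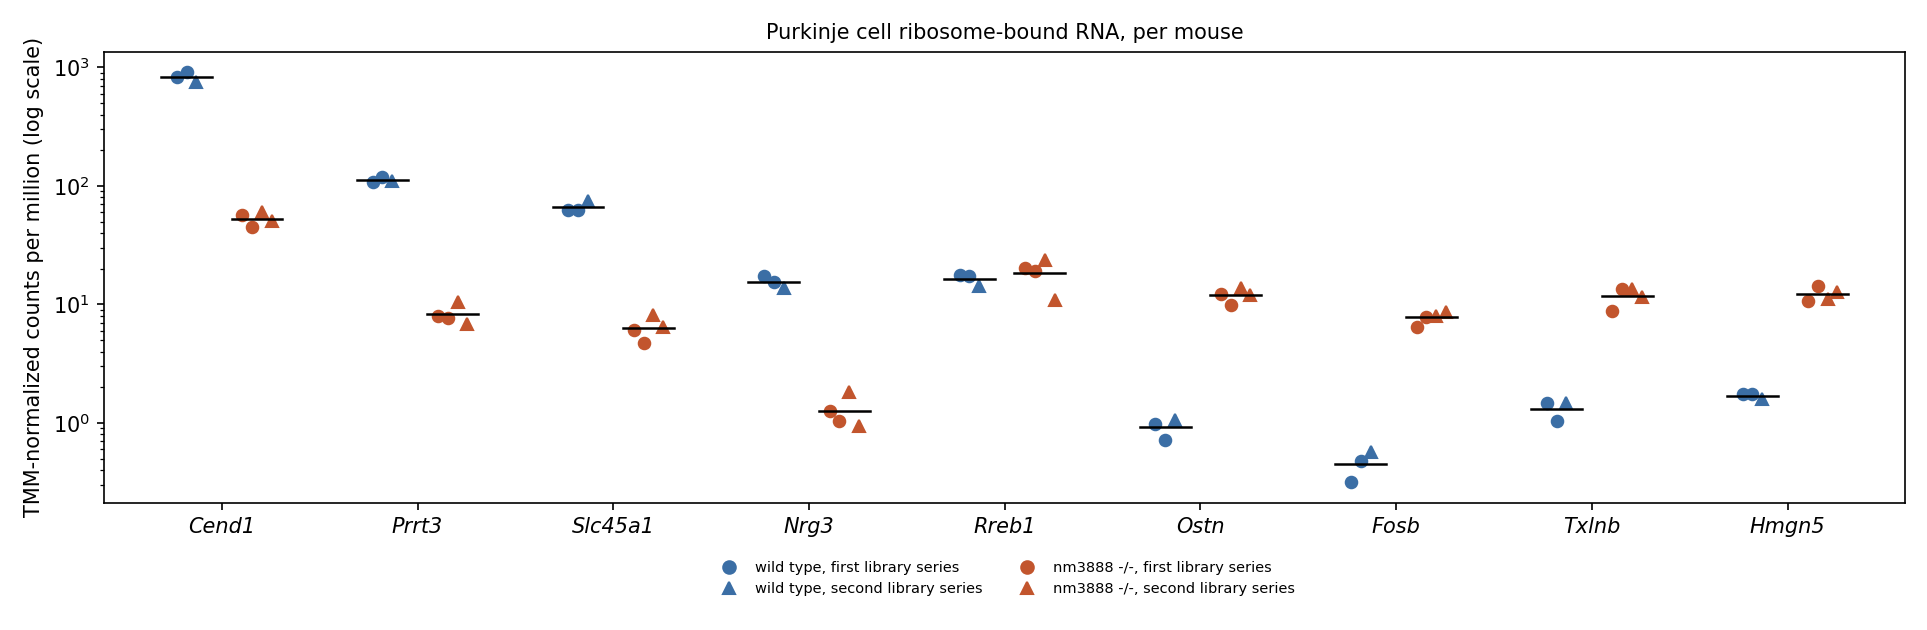
TMM-normalized CPM of *Cend1*, *Prrt3*, *Slc45a1*, *Nrg3*, *Rreb1*, *Ostn*, *Fosb*, *Txlnb* and *Hmgn5* (log axis) in each mouse, with wild type in blue, *nm3888*-/- in orange, circles for the first library series, triangles for the second and bars for group means. The genes apart from *Rreb1* were chosen for wild-type and mutant mice that do not overlap.

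Purkinje cell markers had a median log2 fold change of 0.034, with 1 of 24 lower. *Calb1*, a calcium-binding protein abundant in Purkinje cells, had a log2 fold change of 0.10 (SE 0.14, adjusted p = 0.718 from the edgeR test). *Pcp2*, whose promoter drives the Cre used here, had 0.27 (SE 0.13, adjusted p = 0.257 from the edgeR test). Markers of 5 other cell types of the cerebellum were higher as lists in the mutant libraries beside the higher genes. Those of interneurons (median −0.0071, adjusted p = 0.276 from camera on the edgeR fit) and unipolar brush cells (−0.050, adjusted p = 0.740) were not. The median log2 fold change was 0.50 over 16 granule cell markers (adjusted p = 0.0018 from camera on the edgeR fit). It was 0.65 over 27 markers of Bergmann glia and astrocytes (adjusted p = 3.15e-04 from camera in edgeR) and 0.63 over 12 microglia markers (adjusted p = 0.0163). For 20 oligodendrocyte markers it was 0.47 (adjusted p = 0.0335 from camera in edgeR) and 0.31 for 20 markers of endothelial cells and pericytes (adjusted p = 0.0482). With an estimated correlation these calls did not hold, with an adjusted p = 0.513 for granule cells, adjusted p = 0.511 for Bergmann glia and astrocytes and for microglia, adjusted p = 0.629 for oligodendrocytes and adjusted p = 0.673 for endothelial cells. Without wild type 3 the camera adjusted p was 0.0876 for granule cells, 0.0788 for Bergmann glia and astrocytes, 0.154 for microglia, 0.527 for oligodendrocytes and 0.813 for endothelial cells. The medians were then 0.24, 0.23, 0.34, 0.30 and −0.07 for these lists in the same order. None of the 5 lists passed with sex in place of the series (adjusted p = 0.110 to 0.597 from camera on the edgeR fit) or with fry (0.0938 to 0.307), and the microglia call was lost with thinned counts (0.115) and the endothelial call with RLE (0.0524) and the block (0.152). In the same camera test on the edgeR fit, the endothelial call was also lost without wild type 2 (adjusted p = 0.0621) or mutant 4 (0.177), and the oligodendrocyte call without wild type 2 (0.0833), mutant 1 (0.075), mutant 3 (0.0551) or mutant 4 (0.0831). In the first series alone 679 genes passed the test, and 638 of the 652 that were also tested in the second series had the same sign there. In the second series alone, which holds 1 wild-type mouse assumed to vary like the mutants, 1060 genes passed (567 higher and 493 lower).

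With the replicate number as a block in place of the library series 812 genes passed, and 889, 751, 599 and 917 genes passed without wild type 1, wild type 2, wild type 3 and mutant 2. With no batch term 309 genes passed, and with sex in its place 102. With the batch as numbered in Data S1, the covariate first planned but without its matching by equal counts, 80 passed. With the batch of the nearest Data S1 columns 105 passed. DESeq2 with this last batch called 1120 (331 higher and 789 lower). It tested 30710 genes, where edgeR with that batch tested 17621, so tool and filter cannot be told apart here. The 3 fits with a batch from Data S1 were added after seeing the data.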

RNA-seq analysis revealed 1598 differentially expressed genes with approximately one-third of these genes up-regulated and two-thirds down-regulated in *nm3888^−/−^* Purkinje cells (Fig. 4E and data S1, RNA_seq_DE). We performed RT-qPCR on three differentially expressed genes to validate expression changes in the *nm3888* mutant (fig. S1D). Molecular pathway analysis of differentially expressed genes revealed a strong enrichment of genes that encode tubulin-binding proteins as well as transcription regulator activity, mitogen-activated protein kinase phosphatase activity, soluble *N*-ethylmaleimide–sensitive factor attachment protein receptor binding, and hydrolase activity (Fig. 4F and data S1, GO_Mol_Path_Upreg and GO_Mol_Path_Downreg). 

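Of the 37 tubulin-binding genes named in Data S1, 33 were lower in *nm3888*-/- Purkinje cells, with a median log2 fold change of −0.56. *Eml2*, which encodes a microtubule-binding protein of the EMAP family, fell by 1.59 on the log2 scale (SE 0.12). *Trim46*, which organizes microtubules of the proximal axon, fell by 1.39 (SE 0.09). Both had an adjusted p under 0.05 from edgeR's quasi-likelihood test. The tubulin-binding genes that did not pass were *Kif5c* (log2 fold change −0.55, SE 0.15), *Map1b* (−0.39, SE 0.11), *Ppargc1a* (−0.51, SE 0.15) and *Dnm3* (−0.51, SE 0.16), named here after their values were seen. Of the 57 genes of transcription regulator activity, 47 were higher, with a median of 0.91. *Nr4a1* and *Nr4a3*, which encode orphan nuclear receptors induced by neuronal activity, rose by 3.21 (SE 0.41) and 2.34 (SE 0.20). *Fosl2*, an AP-1 subunit, rose by 3.03 (SE 0.28). Of the 4 genes of MAP kinase phosphatase activity, *Dusp1* (1.74, SE 0.33), *Dusp4* (1.40, SE 0.27) and *Dusp16* (1.03, SE 0.23) were higher. *Dusp6*, named after its value was seen, had a log2 fold change of 0.66 (SE 0.21, adjusted p = 0.0975 from the edgeR test). Of the 14 SNARE-binding genes, 10 were lower, with a median of −0.63. Among these, *Syt11*, a synaptotagmin, had 800 ± 58.2 CPM in wild-type (SD, n = 3) and 231 ± 25.4 CPM in mutant Purkinje cells (SD, n = 4). *Cplx1*, which encodes the SNARE regulator complexin 1, fell by 1.15 (SE 0.09). *Syt5* (−1.03, SE 0.27), *Napb* (−0.48, SE 0.13), *Stx3* (−0.91, SE 0.28) and *Snap25* (−0.58, SE 0.21), named after their values were seen, did not pass. The study chose these 4 sets of genes on the same libraries, so their directions are not independent evidence. Adjusted over the list alone, 37 tubulin-binding genes, 57 transcription regulators, 4 phosphatases and 14 SNARE-binding genes passed. As the lists hold only genes the study had called, these counts are not independent evidence of a difference either.

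Of 31 immediate-early genes, 16 were higher (22 adjusted over the list alone), with a median log2 fold change of 0.99. The list had an adjusted p = 2.81e-22 from camera on the edgeR fit (adjusted p = 0.0114 with an estimated correlation). Their medians were 0.93, 0.91, 1.16 and 0.96 in mutants 1, 2, 3 and 4 relative to the wild type of the same series, where granule cell markers had 0.24, 0.25, 1.23 and 0.53. Medians of other markers were about as high in the second series, where each is set against 1 wild-type mouse. In mutant 3 they were 1.87 for 5 blood cell genes, none of which passed the edgeR test, and 1.21 for Bergmann glia. In mutant 4 the medians were 0.97 for endothelial markers, 0.88 for blood cell genes, 0.87 for oligodendrocytes and 0.83 for Bergmann glia. Of 9 MAP kinase phosphatases, 3 were higher and 1, *Dusp2* (log2 fold change −1.10), was lower (4 higher and 2 lower adjusted over the list alone). The list had an adjusted p = 0.147 from camera on the edgeR fit, and passed without mutant 4 (0.0436), with the replicate block (0.0283) and with DESeq2 (0.0308). With the replicate number as a block 18 tubulin-binding genes were lower, without wild type 1, 2 or 3 there were 20, 16 and 12, and without wild type 1, 2, 3 or mutant 2 there were 29, 26, 25 and 31 higher transcription regulators, with 6, 5 and 6 lower SNARE-binding genes without wild type 1, wild type 3 or mutant 2. The edgeR adjusted p of *Dusp1*, *Dusp4* and *Dusp16* was 0.0529, 0.0536 and 0.0616 without wild type 1 and 0.0666, 0.0794 and 0.184 without wild type 3, that of *Dusp4* and *Dusp16* 0.0525 and 0.0912 without mutant 2, that of *Dusp16* 0.0805 without wild type 2, and that of *Dusp2* 0.0751 without wild type 3. With the batch as numbered in Data S1, 3 tubulin-binding and 2 SNARE-binding genes were lower and 2 transcription regulators higher. These numbers were 3, 2 and 4 with the batch of the nearest Data S1 columns, 3, 3 and 4 with sex, and 7, 3 and 13 with no batch term. None of the 4 phosphatase genes passed edgeR in these settings.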

We identified 170 of the differentially expressed genes as RREB1 targets by our ChIP-seq data (fig. S1E and data S1, ChIPseq_RNAseq_Overlap).

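Of the 170 genes, 118 were lower and 25 were higher in *nm3888*-/- Purkinje cells, and 27 did not pass the test. *Ttbk1*, on chromosome 17 from 46442448 to 46487675, encodes a kinase of tau and tubulin. It had 227 ± 9.9 CPM in wild-type (SD, n = 3) and 42.6 ± 2.94 CPM in mutant Purkinje cells (SD, n = 4). *Ttbk1* fell by 2.40 on the log2 scale (SE 0.09, adjusted p = 4.83e-06 from edgeR's quasi-likelihood test). *2900011O08Rik*, listed as *Bmerb1* in Data S1 and on chromosome 16 from 13986604 to 14101500, fell from 233 ± 16.1 to 10.3 ± 4.15 CPM (log2 fold change −4.66, SE 0.22). *5330417C22Rik*, on chromosome 3 from 108455694 to 108536536, fell from 18.2 ± 2.16 to 2.01 ± 0.432 CPM. Among the higher targets, *Jun*, an AP-1 subunit gene on chromosome 4 from 95049034 to 95052222, rose from 15.5 ± 0.88 to 59.0 ± 16.9 CPM (log2 fold change 1.94, SE 0.24, adjusted p = 0.0016 from the edgeR test). *Egr4*, a zinc finger transcription factor gene on chromosome 6 from 85511121 to 85513589, rose from 2.72 ± 0.316 to 8.37 ± 0.713 CPM. *Rgs2*, a regulator of G protein signaling on chromosome 1 from 143999338 to 144004161, rose by 1.12 (SE 0.13). *Srp9*, a subunit of the signal recognition particle, rose by 0.95 (SE 0.12), and *Irak1bp1* by 0.83 (SE 0.11). The fold changes of all 170 genes had the sign listed in Data S1, with a median log2 fold change of −0.71 over the 131 genes lower there and 0.80 over the 39 higher there. The study chose the 170 genes on the same libraries, so these counts are not independent evidence of their direction. Adjusted over the list alone, 131 were lower and 38 higher, which is not independent evidence of a difference either, as the study had called all 170. With the replicate number as a block 73 targets were lower and 16 higher, without wild type 1 these numbers were 78 and 15, without wild type 2 they were 64 and 11, without wild type 3 they were 62 and 11, and without mutant 2 there were 78 lower targets. With no batch term 35 were lower and 6 higher, and with sex in its place 19 and 1. With the batch of the nearest Data S1 columns 16 were lower and 1 higher, and with the batch as numbered in Data S1 14 were lower and none higher in edgeR.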

We next looked at expression of all putative targets (identified by ChIP-seq) belonging to the endomembrane system and microtubule cytoskeletal network, as both pathways were enriched in our ChIP- and RNA-seq analyses. This analysis revealed that these genes were largely down-regulated in *nm3888^−/−^* Purkinje cells relative to wild-type cells (Fig. 4G), suggesting that RREB1 plays a role in positively regulating genes associated with both systems.

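Tubulin genes were lower in *nm3888*-/- Purkinje cells, with 10 of 16 lower (11 lower and 1 higher adjusted over the list alone) and a median log2 fold change of −0.51. *Tubb3*, the neuronal β-tubulin gene on chromosome 8 from 123411424 to 123422015, had 777 ± 19.8 CPM in wild-type (SD, n = 3) and 303 ± 32.2 CPM in mutant Purkinje cells (SD, n = 4), with a log2 fold change of −1.35 (SE 0.10, adjusted p = 1.18e-04 from edgeR's quasi-likelihood test). *Tubb4a* fell by 1.29 (SE 0.18), *Tubb2a* by 0.93 (SE 0.09) and *Tuba1b* by 0.67 (SE 0.08). Of 61 genes for microtubule-associated proteins, 19 were lower (25 lower and 1 higher adjusted over the list alone), with a median of −0.21. *Map1a* had 1055 ± 79.9 CPM in wild-type and 690 ± 60.7 CPM in mutant Purkinje cells (log2 fold change −0.59, SE 0.10, adjusted p = 0.0084 from the edgeR test). *Dpysl3*, a collapsin response mediator protein gene, fell by 1.18 (SE 0.13). Both lists passed camera on the edgeR fit, with an adjusted p = 8.07e-09 for tubulins and 2.66e-09 for microtubule-associated proteins (adjusted p = 0.0359 with an estimated correlation for each). Of 25 tubulin-modifying enzymes, 4 were lower (4 adjusted over the list alone), among them the tubulin tyrosine ligase gene *Ttl* (log2 fold change −0.76, SE 0.09). Their median was −0.10, with a camera adjusted p = 0.0013 (adjusted p = 0.293 with an estimated correlation, 0.0838 with no batch term and 0.535 with the batch as numbered in Data S1). Of 29 kinesin motors 5 were lower (7 lower and 3 higher adjusted over the list alone), including *Kifc2* (−0.97, SE 0.11) and *Kifap3* (−0.68, SE 0.11). Of 27 dynein and dynactin genes 4 were lower (6 adjusted over the list alone), including *Dync1li2* (−0.60, SE 0.09). The camera adjusted p values were 0.155 for kinesins and 0.0746 for dynein and dynactin. Kinesins passed with sex in place of the series (0.0069), DESeq2 (0.0308), no filter (0.0354) and fry (0.0155). Dynein and dynactin passed with sex (0.0071), DESeq2 (0.0083), no filter (0.0094), fry (0.0155) and without mutant 2 (0.0386). With the batch of the nearest Data S1 columns, added after seeing the data, kinesins passed in edgeR (0.0223) and DESeq2 (5.59e-04), as did dynein (0.0071 and 0.0035). With sex or this batch as the term, genotype is partly mixed with the library series, so these passes do not part the 2.

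The paper's endomembrane system takes in the synapse and exocytic vesicles, but its text does not name SNARE genes as part of it. Of 50 genes for SNARE and synaptic vesicle release, 18 were lower and 4 higher (23 and 6 adjusted over the list alone). Their median was −0.21, with a camera adjusted p = 6.93e-07 (adjusted p = 0.0692 with an estimated correlation). The vesicle protein gene *Syngr3* fell from 166 ± 6.83 to 16.8 ± 2.16 CPM, and *Slc32a1*, the vesicular GABA transporter gene, from 715 ± 59.0 to 292 ± 41.8 CPM. The SNARE genes *Stx1a* (2.59, SE 0.17) and *Vamp8* (2.55, SE 0.19) rose. Of 50 Rab GTPases 10 were lower and 1, *Rab36* (0.91, SE 0.15), was higher (12 and 2 adjusted over the list alone). Their median was −0.21, with a camera adjusted p = 0.0026 (adjusted p = 0.154 with an estimated correlation). *Rab39b* fell by 1.42 (SE 0.18). Of 58 genes of endocytosis and endosomal sorting 9 were lower and 1, *Vps35l* (0.82, SE 0.13), was higher (9 and 1 adjusted over the list alone). Their median was −0.086, with an adjusted p = 0.0596 from camera on the edgeR fit (0.021 without mutant 2 and 0.0399 without mutant 3). This list passed with DESeq2 (0.0057) and no filter (0.0044). It also passed with sex in place of the series (6.10e-05) and with the batch of the nearest Data S1 columns (edgeR 5.85e-04, DESeq2 3.59e-06). With sex or that batch as the term, genotype is partly mixed with the library series. *Pacsin1*, which shapes endocytic membranes, fell by 0.95 (SE 0.09). The 170 targets of the study include 2 tubulins (*Tubb4a* and *Tuba4a*) and 3 genes for microtubule-associated proteins (*Stmn4*, *Stmn2* and *Map1a*), all of them lower. They include 3 kinesin genes, of which *Kifap3* and *Kif1a* were lower and *Kif5c* did not pass, and 5 SNARE genes, of which *Vamp1*, *Sv2c*, *Syt2* and *Syngr1* were lower and *Snap25* did not pass. Of 6 endocytosis genes among them, 5 (*Ehd3*, *Amph*, *Dnm1*, *Necap1* and *Sgip1*) were lower and *Vps35l* was higher. These shared genes were named after their values were seen. The lists were written after part of Data S1 had been read, so they are not independent of the genes called there. The target list of Fig. 4G was not analysed here.

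**Figure D2:**
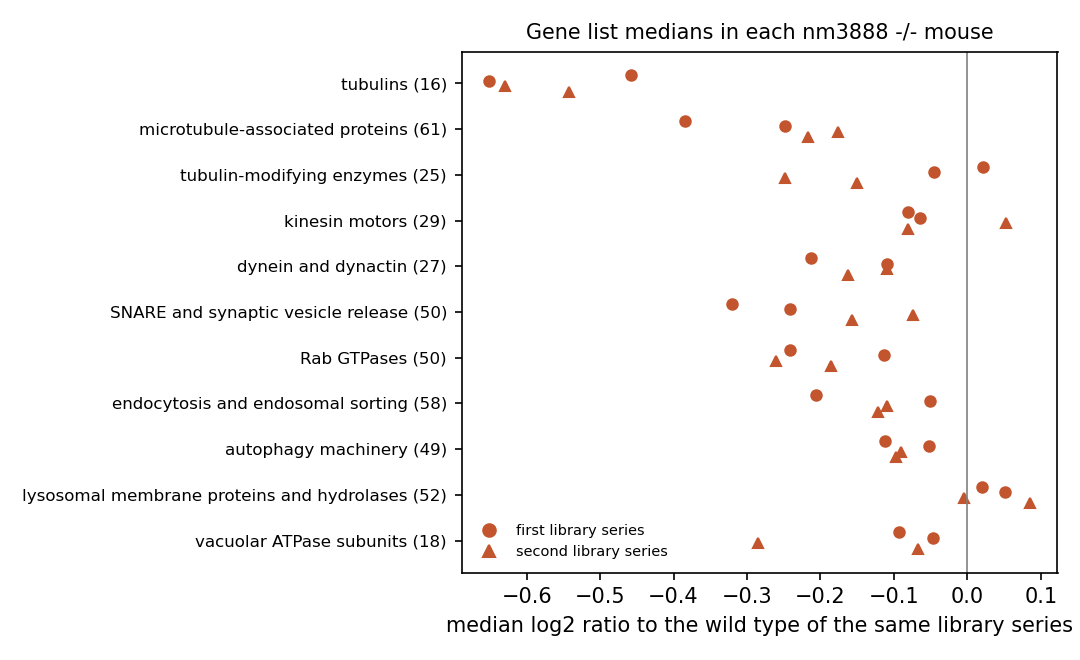
Median log2 ratio of each gene list in each *nm3888*-/- mouse to the wild type of the same library series, with the number of genes tested in parentheses, circles for mutants 1 and 2 and triangles for mutants 3 and 4. All 4 mutants lie below 0 for tubulins, microtubule-associated proteins, SNARE genes, Rab GTPases and endocytosis, and on both sides of 0 for kinesins, tubulin-modifying enzymes and lysosomal genes.

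The count of lower genes was 6 for tubulins with the replicate number as a block and 6 and 5 without wild type 2 and wild type 3, 9 for microtubule-associated proteins with the block and 11, 9, 8 and 12 without wild type 1, 2, 3 and mutant 2, and 11 for SNARE genes without wild type 3, where the 4 higher SNARE genes became 2, as with the block and without wild type 2, mutant 2 or mutant 4. For Rab GTPases it was 4 with the block and 3 to 5 without wild type 1, 2, 3, mutant 2 or mutant 4, for endocytosis 3 with the block and 2 to 4 without wild type 1, 2, 3, mutant 1 or mutant 2, for kinesins and dynein 2 with the block and 1 to 2 without wild type 2 or 3, and for tubulin-modifying enzymes 2 without wild type 1, 2 or 3. From the expression of all its putative targets by ChIP-seq in both systems, the paper proposes that RREB1 positively regulates genes of both the microtubule network and the endomembrane system.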

### Loss of RREB1 alters the microtubule network and dendritic branching

Tubulin-binding proteins govern microtubule dynamics through acetylation, polyglutamylation, tyrosination, and removal of these groups. Loss of tubulin-binding proteins has been associated with alterations in posttranslational modifications of tubulin and subsequent neurodegeneration (*17*). To determine whether the dysregulation of genes encoding tubulin-binding proteins in *nm3888*^−/−^ Purkinje cells led to alterations in posttranslational modification of tubulin and tubulin networks, we performed immunofluorescence with antibodies to tubulin and modified tubulin. We observed a reduction in the intensity of immunofluorescence in *nm3888^−/−^* Purkinje cells relative to wild-type cells using antibodies to beta III tubulin, acetylated alpha tubulin, and polyglutamylated alpha tubulin in the anterior or mid region of the cerebellum (lobules II and IV) (Fig. 5, A to F). We did not observe a change in Purkinje soma immunofluorescence intensity between genotypes for alpha tubulin and tyrosinated alpha tubulin in this region (fig. S2, A to D). In caudal regions of the cerebellum (lobule IX), we also saw a decrease in beta III tubulin (fig. S2, E and F). However, in contrast to the rostral region of the cerebellum, we saw increased immunofluorescence intensity for alpha tubulin in caudal cerebellum of *nm3888^−/−^* mice** (fig. S2, G and H). Additional differences between the caudal cerebellum of wild-type and *nm3888^−/−^* mice include an increase in acetylated alpha tubulin (fig. S2, I and J), no altered fluorescence intensity for polyglutamylated alpha tubulin (fig. S2, K and L), and an increase in tyrosinated alpha tubulin (fig. S2, M and N). These data suggest that there are likely different pathways regulating the microtubule network between rostral and caudal regions of the cerebellum.

**Fig. 5.**
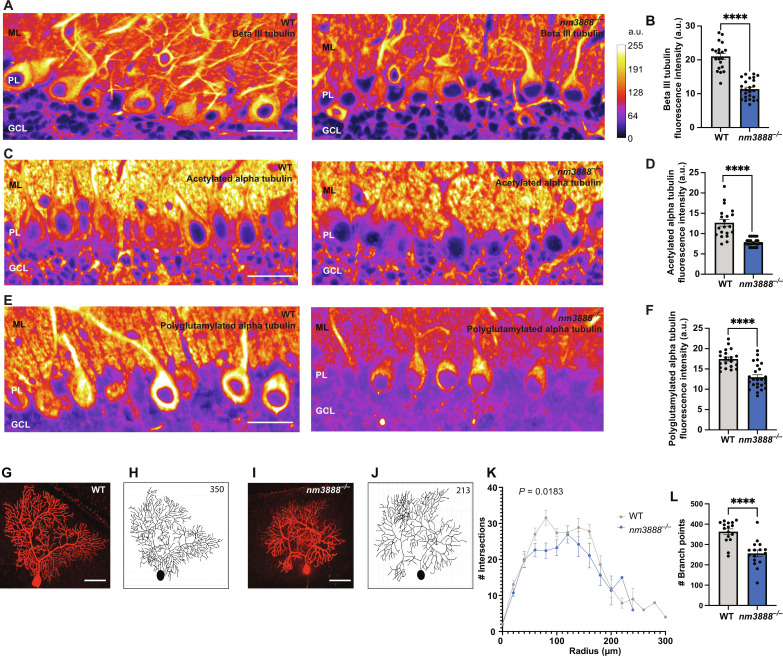
Loss of *Rreb1* affects the tubulin network and reduces dendritic branching of Purkinje cells. (**A**) Immunofluorescence for beta III tubulin in lobule IV and (**B**) average cell soma fluorescence intensity (a.u., arbitrary units) with SEM represented by error bars. (**C**) Immunofluorescence for acetylated alpha tubulin in lobule II and (**D**) average cell soma fluorescence intensity with SEM represented by error bars. (**E**) Immunofluorescence for polyglutamylated alpha tubulin in lobule II and (**F**) average cell soma fluorescence intensity with SEM represented by error bars. [(A), (C), and (E)] Molecular layer (ML), Purkinje cell layer (PL), and granule cell layer (GL) are indicated. Images are pseudocolored on the basis of intensity; an 8-bit LUT scale ranging from 0 to 255 was used. [(B), (D), and (F)] Multiple *t* tests were performed ****P ≤ 0.0001. [(A) to (F)] We used 3-week-old mice for images and quantification. (**G**) Maximal intensity projection and (**H**) dendritic branch tracing of biocytin-labeled Purkinje cells from a wild-type (WT) Purkinje cell. (**I**) Maximal intensity projection and (**J**) dendritic branch tracing of biocytin-labeled dendrites from an *nm3888*^−/−^ Purkinje cell. [(H) and (J)] Total branch points for each cell are indicated in the top right corner of tracing. (**K**) Sholl analysis for wild-type and *nm3888*^−/−^ Purkinje cells from lobule IV in 3-week-old mice. A two-way analysis of variance (ANOVA) was performed, which showed a significant effect for genotype; *P* value is indicated on the graph. (**L**) Graph of average number of branch points for traced dendrites from wild-type and *nm3888*^−/−^ Purkinje cells; SEM is indicated. ****P ≤ 0.0001 (unpaired *t* test). Scale bars, 25 μm [(A), (C), and (E)] and 50 μm [(G) and (I)].

Immunofluorescence for tyrosinated alpha tubulin in lobule IV revealed alterations in dendritic branching of *nm3888^−/−^* Purkinje cells. Dendritic arborization of neurons is known to be highly regulated by microtubule-associated proteins, loss of which results in a reduction of dendritic complexity and disorganized arborization (*18*, *19*). To further investigate branching of Purkinje cell dendrites in this region of the cerebellum, we performed cell labeling by injecting lobule IV Purkinje cell soma with biocytin and visualized this with Alexa Fluor 555–streptavidin (Fig. 5, G and I). We tranced dendritic branches from z-stacks of confocal images of Purkinje cells and performed Sholl analyses on the traces (Fig. 5, H and J). We observed a clear reduction in both the branching complexity and the total number of branch points in the dendritic arbors of *nm3888*^−/−^ Purkinje cells (Fig. 5, K and L).

### Loss of RREB1 is associated with alterations in the autophagic system and proteostasis

RNA-seq analysis showed that 59 of 396 RREB1 endomembrane system targets identified by ChIP-seq were significantly differentially expressed in *nm3888^−/−^* Purkinje cells. Analysis of these genes based on molecular function revealed that 25% of these genes have roles in autophagy (data S1, Endo_Targets).

Autophagy is integral to neuron homeostasis, and loss of genes essential for autophagy has been shown to result in the accumulation of protein inclusions, a hallmark of many neurodegenerative diseases. Given this and our sequencing data, we examined whether the cellular machinery essential for autophagy was compromised in *nm3888^−/−^* Purkinje cells at 3 weeks of age, before the onset of degeneration. We first examined autophagosomes that engulf cargo bound by the degradation signaling proteins P62 and ubiquitin. As autophagosomes form, microtubule-associated protein 1A/1B-light chain 3 (LC3), a lipidated protein that integrates into the autophagosome membrane, can be visualized as puncta (*20*). To visualize autophagosomes, we crossed *nm3888^−/−^* mice to mice containing an LC3 transgene conjugated to fluorophores (*CAG-RFP-EGFP-LC3^Tg^*). We counted LC3-positive puncta in Purkinje cells of *nm3888^−/−^; CAG-RFP-EGFP-LC3^Tg^* and *CAG-RFP-EGFP-LC3^Tg^* mice, and we observed a reduction in the number of LC3 puncta in *nm3888^−/−^* Purkinje cells (Fig. 6, A and C), suggesting a reduction in the number of autophagosomes.

**Fig. 6.**
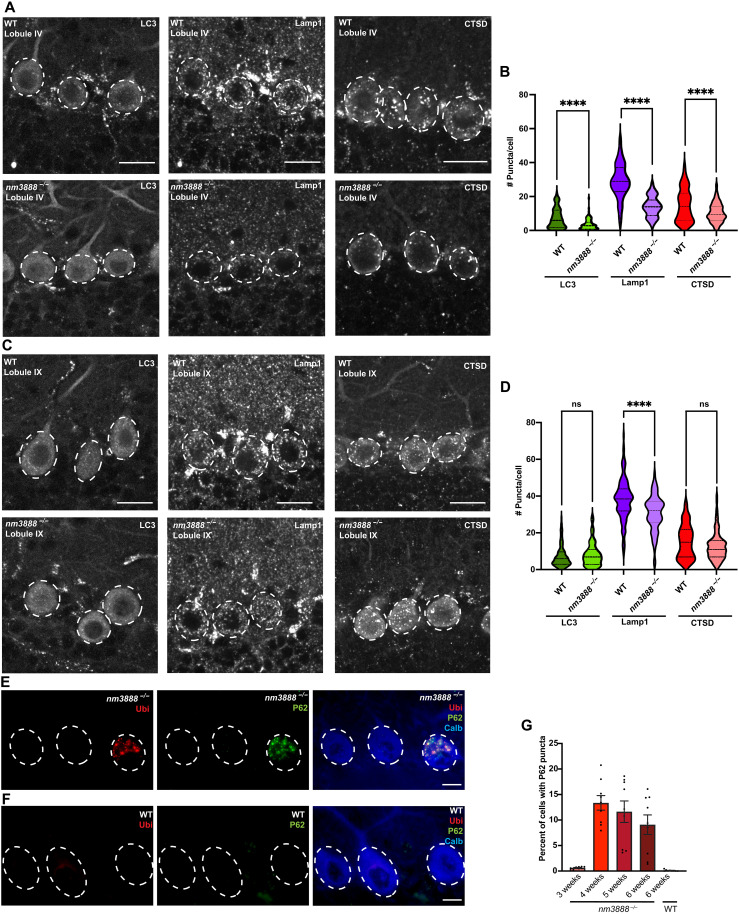
Loss of *Rreb1* reduces autophagosome and lysosome abundance and impairs proteostasis. (**A** and **B**) LC3 (RFP-LC3 fluorescence) and immunofluorescence for lamp1 and cathepsin-D (CTSD) in lobules IV (A) and IX (B) in the cerebellum of 3-week-old CAG-RFP-EGFP-LC3Tg and *nm3888^−/−^*; *CAG-RFP-EGFP-LC3^Tg^* mice. Purkinje cell soma are encircled in dashed white lines. (**C** and **D**) Puncta per soma of LC3, lamp1, and cathepsin-D (CTSD) in lobule IV (C) and lobule IX (D). Multiple unpaired *t* tests were performed ****P ≤ 0.0001. (**E** and **F**) Immunofluorescence with antibodies to ubiquitin (Ubi), P62, and calbindin D-28 (Calb) with DAPI in the cerebellum of 4-week-old *nm3888*^−/−^ (E) and wild-type (F) mice. (**G**) Percent of Purkinje cells with P62 puncta per section in 3-, 4-, 5-, and 6-week-old *nm3888*^−/−^ mice, and in 6-week-old wild-type (WT) mice. SEM is indicated by error bars. Scale bars, 20 μm [(A) and (B)] and 10 μm [(E) and (F)].

Autophagosomes fuse with lysosomes forming autolysosomes in which the sequestered cell material is degraded. To determine whether *Rreb1* mutants show altered lysosome numbers in Purkinje cells, we performed immunofluorescence on 3-week-old wild-type and *nm3888^−/−^* cerebella for lysosomal-associated membrane protein 1 (lamp1), a glycoprotein localized to both late endosomes and lysosomes, and cathepsin-D, a protease localized exclusively to lysosomes (*21*). The number of puncta for both proteins was reduced in *nm3888*^−/−^ Purkinje cells, indicating that, like autophagosomes, fewer lysosomes exist in these mutant Purkinje cells (Fig. 6, A to C). To determine whether loss of *Rreb1* affected lysosome and autophagosome numbers in the caudal region of the *nm3888*^−/−^ cerebellum where Purkinje cells do not degenerate, we examined lysosome and autophagosomes in lobule IX of 3-week-old mutant and wild-type cerebellum. We observed a significant reduction in the number of lamp1 puncta; however, there was no reduction in LC3 or cathepsin-D puncta in lobule IX of the *nm3888^−/−^* cerebellum (Fig. 6, B and D).

Proteostatic disruption in Purkinje cells has been shown to result in the accumulation of protein inclusions (*22*–*24*). Such inclusions that have failed to be degraded by autophagy or the proteasome contain an accumulation of degradation signaling proteins. These include ubiquitin, which labels proteins for degradation by both autophagy and the proteasome, and ubiquitin-binding protein (P62), an autophagy-specific signaling protein. To identify whether *nm3888*^−/−^ Purkinje cells develop protein inclusions, we performed immunofluorescence for P62 and ubiquitin. We observed P62-positive and ubiquitin-positive puncta and puncta positive for both proteins in *nm3888^−/−^* Purkinje cells from mice that were 3 to 6 weeks of age (Fig. 6, E to H). Neither *nm3888^−/−^* nor wild-type Purkinje cells from lobule IX displayed P62-positive or ubiquitin-positive puncta between 3 and 6 weeks of age. Together, these findings suggest heterogeneity in the regulation of proteostasis among Purkinje cells.

## DISCUSSION

We have demonstrated that loss of *V7*, an *Rreb1* transcript highly expressed in the nervous system, is associated with Purkinje cell degeneration in mice. In addition, we have identified Purkinje cell targets of the zinc finger transcription factor RREB1 and shown that targets of the microtubule network and endomembrane system are positively regulated by RREB1. Loss of *Rreb1* affects proteins associated with the microtubule network, lowering levels of beta III tubulin, acetylated alpha tubulin, and polyglutamylated alpha tubulin. Within the endomembrane system, we observe reduced numbers of autophagosomes and lysosomes as well as the formation of protein inclusions, and apoptosis. Many studies have shown a role for microtubules in autophagy, particularly during the formation of autophagosomes, where microtubule-associated proteins, such as the RREB1 target microtubule associated protein 1A (MAP1A), associate with the autophagic membrane component LC3 to facilitate the interaction between LC3 and microtubules (*25*). The maturation of lysosomes is also highly dependent on the microtubule network, and previous studies have demonstrated that inhibition of microtubule dynamics impairs trafficking of proteases essential for protein degradation, such as cathepsin-D, to lysosomes (*26*). Microtubules have also been shown to have an essential role in the formation of autolysosomes where depolymerization of the microtubule network impedes colocalization of autophagosomes and lysosomes at the microtubule organizing center (*27*–*30*). These studies suggest that disruption of the microtubule network may affect proteostasis in *Rreb1*-deficient Purkinje cells.

The microtubule cytoskeleton also plays an integral role in nervous system development (*31*–*33*). Studies have also demonstrated that tubulin and microtubule-binding proteins that regulate the microtubule cytoskeleton are critical for neuron migration during development (*34*, *35*) and dendritic arborization (*36*, *37*), where loss of these proteins results in improper or underdeveloped brain structures and altered dendritic complexity. 

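The stathmin genes *Stmn2*, *Stmn3* and *Stmn4* were lower in *nm3888*-/- Purkinje cells at P21. *Stmn4*, on chromosome 14 from 66344296 to 66361680, had 394 ± 91.2 CPM in wild-type (SD, n = 3 mice) and 33.0 ± 8.44 CPM in mutant Purkinje cells (SD, n = 4 mice). It fell by 3.66 on the log2 scale (SE 0.14, adjusted p = 4.83e-06 from edgeR's quasi-likelihood test), by 3.65 in the first library series and by 3.68 in the second. *Stmn2*, on chromosome 3 from 8509360 to 8561606, had 803 ± 21.5 CPM in wild-type and 499 ± 58.5 CPM in mutant Purkinje cells, with a log2 fold change of −0.67 (SE 0.10, adjusted p = 0.0048 from the edgeR test). *Stmn3*, on chromosome 2 from 181306459 to 181314500, had 1000.1 ± 379 CPM in wild-type and 726 ± 216 CPM in mutant Purkinje cells, a log2 fold change of −0.56 (SE 0.12, adjusted p = 0.024 from the edgeR test). Every mutant library lay below every wild-type library for *Stmn2* and *Stmn4* but not for *Stmn3*, whose counts differed between the library series.

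**Figure D3:**
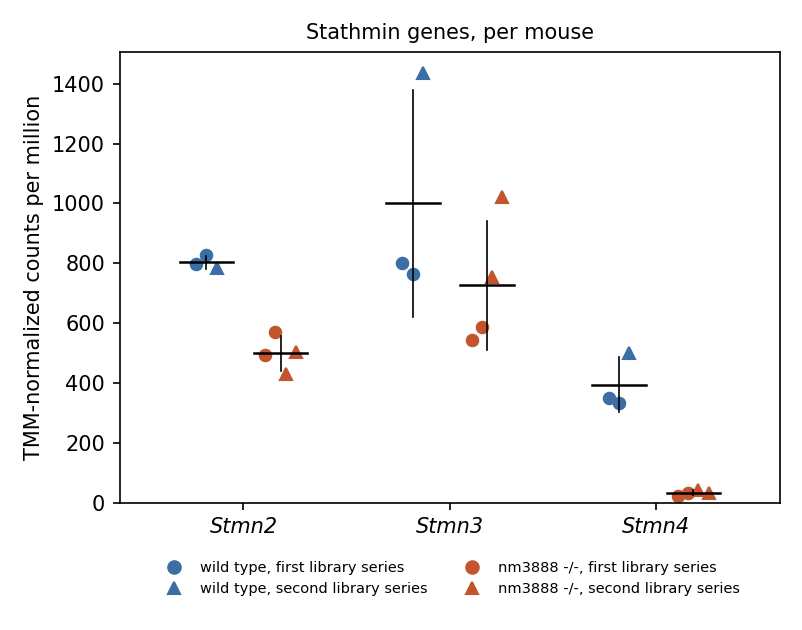
TMM-normalized CPM of *Stmn2*, *Stmn3* and *Stmn4* in each mouse, with horizontal bars for means, vertical bars for ± SD, wild type in blue, *nm3888*-/- in orange, circles for the first library series and triangles for the second. For *Stmn4* the mutant mice lie between 23.1 and 43.5 CPM and the wild-type mice between 334 and 499 CPM.

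*Stmn2* did not pass without wild type 3 (edgeR adjusted p = 0.0574). *Stmn3* did not pass with the replicate number as a block (edgeR adjusted p = 0.0559) or without wild type 1 (0.0659), wild type 2 (0.0665), wild type 3 (0.191), mutant 1 (0.0634) or mutant 2 (0.0538).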

Among the 23 differentially expressed somatodendritic targets of RREB1, two belonged to the stathmin family of tubulin-binding proteins [Stathmin2 (STMN2) and STMN4], which have been shown to promote microtubule catastrophe and inhibit polymerization, thereby influencing microtubule dynamics (*38*, *39*). Previous studies have demonstrated roles for stathmins during Purkinje cell dendritic arborization, where altered activity of these stathmins results in decreased dendritic branching, which is rescued with transgenic expression of the missing stathmin protein (*40*, *41*). Thus, loss of *Rreb1* may directly impair Purkinje cell dendritic development through dysregulation of STMN2 and STMN4. In addition, STMN2 loss has been shown to drive axon degeneration, motor neuropathy, and neuromuscular junction denervation and has been implicated in amyotrophic lateral sclerosis pathogenesis (*42*–*44*). It is unknown whether reduced levels of STMN2 contribute to Purkinje cell degeneration in *nm3888^−/−^* mice. Future studies will investigate whether transgenic expression of STMN2 in *Rreb1*-deficient mice can alter the course of Purkinje cell degeneration.

While there are no reported human cases of homozygous loss of *hRREB1*, heterozygous loss of *hRREB1* has been reported in patients with interstitial microdeletions of chromosome 6p (*45*). All patients presented with intellectual disability, craniofacial dysmorphisms, and cardiac abnormalities, consistent with Noonan-spectrum disorder, and many of these features, including cardiac defects and craniofacial abnormalities, have also been observed in mice heterozygous for *Rreb1* loss. These deficits, as well as the early embryogenesis defects in *Rreb1* knockouts (*12*, *13*), underscore the multiple roles of *hRREB1* in development. In contrast, *nm3888* mutant mice have a hypomorphic reduction in *Rreb*1 with loss of a nervous system–specific transcript, *V7*, resulting in postnatal phenotypes rather than early developmental defects. Mice homozygous and heterozygous for the *nm3888* mutation provide models of neurological phenotypes associated with loss of *Rreb1* that may prove fruitful in ongoing efforts to understand postnatal phenotypes incurred by patients experiencing heterozygous loss of *hRREB1*.

Our Northern blot analysis of total *Rreb1* in whole mouse brain followed by RT-qPCR suggests the expression of two protein products in the brain. The *V7* transcript encodes one protein isoform with a length of 1618 amino acids and 14 zinc fingers, while the remaining transcripts expressed in the brain encode a protein isoform with a length of 1754 amino acids and 16 zinc fingers. The differences in protein structure occur in the N terminus where the V7 isoform contains a later, in-frame ATG start site, resulting in one fewer zinc finger at the N terminus, and in lack of exon 12, which contains another zinc finger. Because these sequences are nearly identical (95%), it is possible that the functional differences in mouse RREB1 and human *hRREB1* protein isoforms are predominantly dictated by their unique spatiotemporal expression patterns, and thus cellular context, rather than by structural differences. Alternatively, given the ability of zinc fingers to bind DNA and proteins, it is possible that the zinc finger difference at the N terminus and in exon 12 alters DNA binding, resulting in unique targets for each protein isoform, or in unique interactions with binding partners when recruiting complexes or cofactors to regulate gene expression.

Our study has identified gene targets of RREB1 in Purkinje cells that have previously been associated with the endomembrane system and the regulation of autophagy. In addition, *Rreb1*-deficient Purkinje cells have reduced numbers of autophagosomes and lysosomes and develop protein inclusions. Future studies are necessary to establish a direct connection between dysregulation of RREB1 target genes, alterations in autophagic and lysosomal machinery, the formation of protein inclusions, and Purkinje cell degeneration.

## MATERIALS AND METHODS

### Mice

All mouse studies were under the guidance of and approved by the Institutional Animal Care and Use Committees of the University of California, San Diego and the Jackson Laboratory. We housed mice in a 12-hour light/dark cycle with free access to food and water. Where possible, we compared littermates of wild-type and *nm3888^−/−^* mice within each experiment. We used mice from both sexes for all experiments. We obtained B6N.129-Rpl22tm1.1Psam/J (stock no. 011029), *C57BL/6-Tg*(*CAG-RFP/EGFP/Map1lc3b*)*1Hill/J* (stock no. 027139), and *B6.129-Tg*(*Pcp2-cre*)*2Mpin/J* (stock no. 004146) mice from the Jackson Laboratory. These mice have been previously described (*16*, *46*).

The *nm3888* mutation arose spontaneously on the NOD/ShiLtJ (NOD) background. We genotyped mice using the following primers: wild-type allele forward: 5′ATGCCTGTCTGTCCATCTCT3′; reverse: 5′TCCAGAGGCAGAAGGAATGA3′; mutant allele forward: 5′AGCCTGAGCACAGAAGGAAC3′; reverse: 5′GACATTGGACGGTTGGAGAT3′. For genetic mapping of the *nm3888* mutation, we intercrossed NOD.*Rreb^nm3888/+^* mice with CAST/Ei mice and the resulting F1 *Rreb1 nm3888*^+/−^ mice to generate F2 *Rreb1nm3888^−/−^* mice (*n* = 402). We assessed ataxia and cerebellar histology of F2 *Rreb1^nm3888−/−^* mice at 6 weeks of age. We performed genome scans on F2 mice using polymorphic microsatellite markers and fine mapping using these, and additional, single-nucleotide polymorphism markers. Because of difficulties in aging NOD-*Rreb^nm3888/+^* mice, which often develop diabetes by 3 months of age, we crossed the *nm3888* allele onto the C57BL6/J background (*B6J.nm3888*). To generate congenic *B6J.Rreb1^nm3888^* mice, we intercrossed NOD-*Rreb^nm3888/+^* and B6J mice, and we backcrossed mice carrying the *nm3888* mutation to B6J mice for seven generations. *B6J.nm3888*^−/−^ mice displayed the same onset of degeneration as NOD *nm3888*^−/−^ mice.

To generate transgenic *Tg*(*PCP2-Rreb1/3xV5*)*20/J* mice, we subcloned the coding sequence of *Rreb1* transcript *V7* cDNA with triple C-terminal V5 tags inserted before the stop codon into the BamHI site of the fourth exon of the L7/PCP2 minigene (*14*). We linearized the construct and injected this into the pronucleus of C57BL/6J zygotes. We identified founders by PCR using primers that recognize tandem repeats of the transgene (forward: 5′TCTGACCAAATACCACCACC3′; reverse: 5′CAGATACTGCATGCGTGGTC3′).

### Immunohistochemistry

For immunofluorescence with antibodies to alpha tubulin, beta III tubulin, acetylated alpha tubulin, polyglutamylated alpha tubulin, and tyrosinated alpha tubulin, we used four wild-type mice and five *nm3888^−/−^* mice. We performed all other immunohistochemistry and immunofluorescence experiments on three wild-type mice and three mice with the *nm3888* mutation. We transcardially perfused anesthetized mice with acetic acid/methanol for immunohistochemistry or immunofluorescence of calbindin-D28 (mouse, Sigma-Aldrich, C9848, 1:1000 or rabbit, Swant, cb38, 1:1000), P62 (guinea pig, American Research Products, 03-GP62-C, 1:300), or ubiquitin (mouse, Cell Signaling Technology, 3936, 1:350); 10% neutral-buffered formalin for beta III tubulin (mouse, Abcam, ab78078, 1:1000), alpha tubulin (mouse, Sigma-Aldrich, T6074, 1:1000), polyglutamylated alpha tubulin (mouse, Sigma-Aldrich, T9822, 1:500), tyrosinated alpha tubulin (mouse, Sigma-Aldrich, T9028, 1:500), and acetylated alpha tubulin (mouse, Sigma-Aldrich, T6793, 1:400); or 4% paraformaldehyde for V5 (mouse, Thermo Fisher Scientific, R960-25, 1:700), lamp1 (rat, University of Iowa, 1D4B, 1:500), and cathepsin-D (rat, R&D Systems, MAB1029, 1:300). We postfixed tissues overnight and subsequently embedded them in paraffin; for cryosections, we incubated samples in 30% sucrose in phosphate-buffered saline (PBS) for 2 days before embedding them in Tissue Freezing Media (Electron Microscopy Sciences, no. 72592-C). For immunohistochemistry, we deparaffinized 7-μm paraffin sections and rehydrated them before antibody staining. After we incubated sections with primary antibodies, we incubated them with goat anti-mouse:Biotin (Sigma-Aldrich, B7264, 1:100) and ExtrAvidan (Sigma-Aldrich, E2886, 1:50) before diaminobenzadine (Sigma-Aldrich, D4293-50SET) visualization. We counterstained slides with hematoxylin before cover slipping. For immunofluorescence, we performed antigen retrieval on sections fixed in 4% paraformaldehyde or 10% neutral-buffered formalin by microwaving deparaffinized slides at low power for three cycles of 3 min in 0.01 M sodium citrate buffer (pH 6.0, 0.05% Tween-20) separated by 3-min intervals of rest. We diluted all secondaries (goat anti-rabbit, AF488, Invitrogen, A11008; goat anti-mouse, AF488, Invitrogen, A11029; goat anti-rat:AF555, Invitrogen, A21434; donkey anti-rat, AF488, Invitrogen, A21208; goat anti-rabbit, AF305, Invitrogen, A21068; goat anti-guinea pig, AF488, Invitrogen, A11073; goat anti-mouse, AF555, Invitrogen, A21424) at 1:500 in 5% goat serum (Jackson ImmunoResearch, 005-000-121) and PBS-T (0.3% Triton X-100). We stained nuclei with 4′,6-diamidino-2-phenylindole (DAPI) and quenched autofluorescence with Sudan Black.

### Biocytin labeling

We anesthetized 3-week-old mice with ketamine/xylene mixture and perfused them with ice-cold sucrose cutting solution (210 mM sucrose, 3 mM KCl, 26 mM NaHCO_3_, 1.25 mM NaH_2_PO_4_, 10 mM glucose, MgSO_4_, 0.5 mM CaCl_2_, and 3 mM sodium ascorbate, pH 7.3 to 7.4, 300 to 310 mosmol/kg). We prepared six 300-μm-thick sagittal cerebellum sections using a vibratome (VT1200S, Leica) in ice-cold sucrose cutting solution. We recovered the slices in oxygenated artificial cerebrospinal fluid at 30°C for 30 min and then kept them at room temperature (25°C) at least an hour before use. In each section, we injected one Purkinje neuron in lobule IV with biocytin (2 mg/ml) in internal solution containing 145 mM K-gluconate, 5 mM NaCl, 10 mM Hepes, 1 mM MgCl_2_, 0.2 mM EGTA, 2 mM MgATP, and 0.1 mM Na_3_GTP [(pH 7.3) with KOH, 293 mOsm]. We next transferred the section to 4% paraformaldehyde for 1-hour incubation at room temperature. We blocked sections for 1 hour in 5% goat serum and then incubated them overnight in streptavidin, AF555 (1:500, Invitrogen, S32355). We washed slices three times for 10 min in PBS-T (1× PBS, 0.03% Triton X-100) before cover slipping with Fluoromount (Southern Biotech, 0100-01). We used three wild-type and three *nm3888^−/−^* mice.

### In situ hybridization

We used an RNAScope probe for *Rreb1* (ACDBio, 542641-C2) for in situ hybridization on two wild-type and two *nm3888^−/−^* mice following the manufacturer’s protocol. Briefly, we transcardially perfused mice with 10% neutral-buffered formalin and processed and embedded brains for paraffin sectioning. We baked 7-μm sections at 60°C for 1 hour before deparaffinization. We treated sections with hydrogen peroxide (ACDBio, 322281) before antigen retrieval in target retrieval buffer (ACDBio, 322000) and treatment with protease plus (ACDBio, 322281). We incubated sections with the probe for 30 min and then washed them in 1× wash buffer (ACDBio, no. 310091). We stored slides in 5× SSC overnight before a series of amplification steps and incubation with Cy3 (PerkinElmer, FP1170, 1:1500). For immunofluorescence after in situ hybridization, we incubated either calbindin D-28 (rabbit, Swant, cb38, 1:1000) or tyrosine hydroxylase (mouse, Leica, NCL-L-TH, 1:250) on slides overnight, then incubated them with secondary antibody. We stained nuclei with DAPI and slides and stored them in the dark at 4°C before imaging.

### Imaging

We generated images for calbindin D-28 immunohistochemistry using an Olympus VS200 SlideScanner. We took in situ images (tiled) and tubulin and aggregate immunofluorescence images using a Zeiss Axiovert 200. We took images for V5 and calbindin immunofluorescence of *Tg*(*PCP2-Rreb1/3xV5*)*20/J* on a Leica SP5 confocal microscope. We imaged dye-filled neurons and images used for quantification of lamp1, cathepsin-D, and LC3 using a Nikon Ti-2 Eclipse and CSU W1 SORA confocal with a variable sized stack custom to each section and 0.3-μm z stepsize.

### RNA extraction

We euthanized three wild-type and three *nm3888^−/−^* mice, dissected out organs and flash froze them in liquid nitrogen for storage at −80°C. We homogenized tissues in 1 ml of TRIzol (Life Technologies, 15596018) using a polytron homogenizer and isolated RNA as per the manufacturer’s protocol. We determined concentration and A260/A280 of isolated RNA by Nanodrop.

### Reverse transcription and PCR

We performed cDNA synthesis on deoxyribonuclease-treated total RNA from three wild-type and three *nm3888^−/−^* mice using oligo(dT) primers and the SuperScript III First-Strand Synthesis System (Invitrogen, 18080051). We performed quantitative RT-PCR using SYBR Green Supermix (Bio-Rad, 1708880). We performed each quantitative RT-PCR reaction with 40 ng of cerebellar cDNA. For tissue panel and developmental time course of *Rreb1* expression, we used the following primers: Total *Rreb1*, forward: 5′GTCACATGCTGGTGCACTCT3′, reverse: 5′CGTGACTCAGCTTCCTTTTG3′; *Rreb1 V7*, forward: 5′CTGTGGGTGCCTGAGAAAAT3′, reverse: 5′GGGGACAGTTGTAGGAAGAC3′, ETF1 as a control, forward: 5′GGAACGTGGAGATCTGGAAG3′, reverse: 5′GCCACTCGTGAAATCTGGT3′. For RT-qPCR of genes in the critical region, we used the following primers: *Cage1*, forward: 5′TTCGAGCAGCTTGACTTGA3′, reverse: 5′TGTGACTTCTTCCTGGTGAC3′; *Dsp*, forward: 5′GAGAAATTCCAAAAGCAGGCT3′; reverse: 5′CCTGAACAACTTGAGTGCAC3′; *F13a1*, forward: 5′TGGGGACTTCAAAGACATCAA3′, reverse: 5′AGGTCCATCTCAGCTTTGTC3′; *Fars2*, forward: 5′GCCTTTTCTGGAGTGAGGAT3′; reverse: 5′GTGTAGTTCTCAGAGGGCAG3′; *Ly86*, forward: 5′AGTGTTCCAAGCAGATCCAA3′; reverse: 5′TTGCCATCAGAGTTATGTCCA3′; *Riok1*, forward: 5′AGGAAAATGGTGAGGACGTG3′, reverse: 5′CTGATTGGTTCTGGACATGGT3′; *Ssr1*, forward: 5′CTTCATCCCTGCAGAGCC3′, reverse: 5′CCATCTAACCCGTCCTCTCT3′; *Rreb1*, forward: 5′CTGTGGGTGCCTGAGAAAAT3′, reverse: 5′GGGGACAGTTGTAGGAAGAC3′; *Gapdh* control, forward: 5′CATTGTCATACCAGGAAATG3′, reverse: 5′GGAGAAACCTGCCAAGTATG3′. For analysis, expression levels of each gene measured was normalized to a loading control using the 2^−∆∆CT^ method (*47*). For RT-PCR of chimeric transcripts, we used the following primers: V7-ERV3 primers, forward: 5′CTTCGTGTGCCTCTCTTCCT3′; reverse: 5′GAGCCCACGGTTAAGAGACT3′; X4-ERV3 primers, forward: 5′GGGCATGCATTTGGTCCTAG3′; reverse: 5′GAGCCCACGGTTAAGAGACT3′. For RT-qPCR of *Rreb1* transcripts at and over 9.0 kb, we used the following primers: *X2*, forward: 5′CGCGGTGTACTTCTGAAACT3′; reverse: 5′CCTCAAAGCCACCACTTCTG3′; *X4*, forward: 5′GGGCATGCATTTGGTCCTAG3′; reverse: 5′CCTCAAAGCCACCACTTCTG3′; *X3*, forward: 5′GGGCCTGTTTAGCTATGGTG3′; reverse: 5′CCTCAAAGCCACCACTTCTG3′; *V7*, forward: 5′GGACTATCATTTGGGGCAGAA3′; reverse: 5′AGGGTTTTCTCCATGCAAGG3′.

### Northern blot analysis

We pooled total RNA from three wild-type and three *nm3888^−/−^* mice and selected mRNA by oligo(dT) cellulose, and 5 μg was electrophoresed on a 1% formaldehyde agarose gel. We transferred samples to a nylon membrane (Amersham, RPN303B) and ultraviolet–cross-linked this membrane. We generated *Rreb1* probes to the eighth coding exon using PCR (forward primer, 5͊′CACAGACACGTTGACCACC3′; reverse primer, 5′GCACATGAGGTCACACACAG3′) or to the fourth noncoding exon in *V7* (forward primer, 5′AGAGGAAAGCCCTTGACACA3′; reverse primer, 5′CTGTGGGTGCCTGAGAAAAT3′) to detect all transcripts and *V7*, respectively. We radiolabeled probes with α-^32^P deoxycytidine triphosphate and performed hybridization overnight at 42°C. We carried out membrane wash steps at 65°C at increasing concentrations of SDS in 2× SSC buffer. We repeated this experiment twice with two sets of pooled mice.

### RiboTag RNA extraction and library construction

We isolated cerebella from three Rpl22^fl/+^; PCP2-Cre^Tg/+^ and four Rpl22^fl/+^; PCP2-Cre^Tg/+^; *nm3888*^−/−^ mice at P21 and homogenized them using a dounce homogenizer in 1.5 ml of lysis buffer [1% NP-40, 100 mM KCl, 50 mM tris (pH 7.4), 12 mM MgCl_2_, cycloheximide (0.1 mg/ml), protease inhibitor cocktail (Sigma-Aldrich, 11836170001), heparin (1 mg/ml), and RNAseOUT (5 μl/ml; Thermo Fisher Scientific, 10777019)]. We then isolated ribosomes as previously described (*16*). Briefly, we incubated lysates containing tagged ribosomes for 4 hours at 4°C with 5 μg of rat anti-HA antibody (Roche, 11867423001) after which we added 400 μl of protein G–coupled Dynabeads (Thermo Fisher Scientific, 10004D) to the lysate and incubated these samples at 4°C overnight. The following day, we washed ribosome-bound beads three times with high salt buffer [0.3 M KCl, 1% NP-40, 50 mM tris (pH 7.4), 12 mM MgCl_2_, cycloheximide (0.1 mg/ml), and 0.5 mM dithiothreitol] and isolated mRNA using buffer RLT and spin columns (Qiagen RNEasy Mini Kit, 74104). We eluted RNA in 30 μl of H_2_O and evaluated the quality and quantity using high-sensitivity RNA ScreenTape (Agilent, 5067-5576), an Agilent tapestation analyzer (Agilent, G2992AA), and a Qubit 2.0 fluorometer (Life Technologies). We generated three libraries (using one mouse per library) for each genotype using the Kapa Stranded mRNA-seq Kit (KAPA, KK8400) in accordance with the manufacturer’s instructions, and we obtained 100-nt paired-end reads using an Illumina NovaSeq 6000.

### ChIP and ChIP-seq library construction

We used cerebella from two independent biological replicates. We froze cerebella from *B6J.Tg*(*PCP2-V7-3V5*) mice at P21 in liquid nitrogen. We minced tissue in 1% formaldehyde-PBS and incubated samples for 10 min, rotating, at room temperature. We added glycine at a final concentration of 0.125 M to terminate cross-linking and incubated the samples an additional 10 min before washing them three times in PBS. After the final wash, we resuspended tissue in 600 μl of ChIP lysis buffer [50 mM tris-HCl (pH 7.5), 0.150 M NaCl, 1 mM EDTA, 1% Igepal CA-630 (Sigma-Aldrich, I8896), 0.25% sodium deoxycholate, 0.10% SDS, and protease inhibitor cocktail (Roche, 11836170001)], and homogenized them with a plastic pestle and incubated them on ice for 10 min. We performed ChIP-seq as previously described (*48*). Briefly, we sonicated lysates for 10-s on, 30-s off, for 12 cycles at 20% amplitude with 2-min rest on ice, then 10 cycles at 30% amplitude with 2-min rest on ice, followed by 12 cycles at 30% amplitude. We ran 1 μl of each sample on the Tape Station using high sensitivity D1000 screen tape (Agilent, 5067–5584) to test sonication efficacy. We set aside 5-μl aliquots of each sample as input, and we added 50 μl of V5 antibody conjugated to magnetic beads (MBL International, M167-11) to the remaining lysate, which was incubated overnight at 4°C. After three washes with 200 μl of wash buffer I [20 mM tris-HCl (pH 7.5), 150 mM NaCl, 0.10% SDS, 1% Triton X-100, 2 mM EDTA, and 1× protease inhibitors], three washes with 200 μl of wash buffer II [250 mM LiCl, 1% Triton X-100, 0.70% sodium deoxycholate, 10 mM tris-HCl (pH 7.5), 1 mM EDTA, and 1× protease inhibitors], and two washes in 180 μl of TET buffer [10 mM tris-HCl (pH 7.5), 1 mM EDTA, 0.20% Tween 20, and 1× protease inhibitors], we resuspended bead-bound samples in 80 μl of elution buffer [10 mM tris-HCl (pH 8.0), 0.50% SDS, 5 mM EDTA, and 280 mM NaCl] and reverse cross-linked with 1 μl of proteinase K (20 mg/ml) for 1 hour at 55°C followed by 1 hour at 65°C. We performed library preparation for ChIP samples on beads as previously described (*48*) using the NEB DNA Ultra II Kit (NEB, E7645S). We used adapters from KAPA (KAPA, KR1317). We ran libraries on a NovaSeq 6000, which generated 75-nt single-end reads.

### Quantification and statistical analyses

#### Quantification of Purkinje cell numbers

To quantify Purkinje cell numbers, we used three mice for each time point and genotype. For each mouse, we collected two sections 7 μm thick and a minimum of 50 μm apart, stained for calbindin-D28 (mouse, Sigma-Aldrich, C9848), and counterstained with hematoxylin. We quantified Purkinje cells from each section and independently plotted these on the bar graph in Fig. 1. Statistical analyses are indicated in the legend for Fig. 1.

#### RT-qPCR analysis

For quantitative RT-PCR experiments, we evaluated expression in cerebella from three wild-type mice and three *nm3888^−/−^* mice. We normalized expression levels of the genes of interest to *Etf1* or *Gapdh* using the 2^−∆∆CT^ method (*47*).

#### Quantification of immunofluorescence intensity

We used one section that was 7 μm thick from each of four wild-type and five *nm3888^−/−^* mice. We deparaffinated and stained sections together. We used five neurons from each section to quantify immunofluorescence intensity. We opened images in ImageJ and drew an ellipse around the cell soma of a given Purkinje cell, measured the integrated density, and plotted this in the bar graph in Fig. 5. Statistical analyses are indicated in the legend for Fig. 5.

#### Quantification of dendritic branching

To quantify the number of dendritic branch points in biocytin-labeled Purkinje cells, we used the plugin Simple Neurite Tracer in ImageJ to trace dendritic arbors of each cell in three-dimensional space. We used three wild-type and three *nm3888^−/−^* mice for this experiment, and we traced between five and six neurons for each animal. Statistical analyses are indicated in the legend for Fig. 5.

#### Sholl analysis

We used the Simple Neurite Tracer plugin for ImageJ to perform a Sholl analysis. We used a radius of 20 μm and generated a polynomial trendline using the “Best Fitting Degree” determined by the plugin algorithm. Statistical analysis is indicated in the legend for Fig. 5.

#### Quantification of LC3, lamp1, and cathepsin-D puncta

For lamp1, LC3, and cathepsin-D puncta quantification, we analyzed a minimum of 30 Purkinje cells in cerebellar lobule IV and lobule IX per section and analyzed one section from each of three wild-type and three *nm3888^−/−^* mice. For quantification, we used the ImageJ plugin puncta analyzer with a rolling ball radius set to 50 and minimum puncta size set to four pixels. For each cell, we manually adjusted the threshold for puncta to detect individual puncta. Statistical analyses are indicated in the legend for Fig. 6.

#### Quantification of P62 and P62 + ubiquitin-positive puncta

For inclusion quantification, we quantified the total number of P62-positive Purkinje cells (as marked by calbindin D-28 positivity), in total cerebella for three 7-μm sections spaced 100 μm apart per mouse. We performed analyses for three *nm3888^−/−^* mice at each time point and three 6-week-old wild-type mice. Statistical analyses are indicated in the legend for Fig. 6.

#### Analysis of sequencing data

For RNA-seq, we deduplicated reads and trimmed them with fastp (*49*) before alignment to the mm10 genome with Bowtie2 (*50*). We used featurecounts (*51*) to calculate read counts for each gene in the mm10 genome, used DESeq2 (*52*) for differential expression analyses, and used batch as a covariant. We used ShinyGO (*53*) for molecular pathway enrichment and input significantly up-regulated and significantly down-regulated genes separately.

For ChIP-seq, we trimmed reads with fastp (*49*) to remove adapter sequences before alignment to the mm10 genome with Bowtie2 (*50*). We used Sambamba (*54*) to filter out multimappers and deduplicate reads and used MACS3 (*55*) to perform peak calling using the following parameters: -g 1.87e9, -q 0.05. We merged samples using bedtools where only overlapping peaks were merged. For gene ontology enrichment, we used ShinyGO (*53*). We used Homer (*56*) for de novo and known motif enrichment analysis with default parameters.

## Supplementary Material

20240110-1

# Supplementary material for: RREB1 regulates neuronal proteostasis and the microtubule network
**Source:** Sci Adv. 2024 Jan 10;10(2):eadh3929. doi: 10.1126/sciadv.adh3929
**Supplement:** 20240110-1

## MOLECULAR BIOLOGY

## RREB1 regulates neuronal proteostasis and the microtubule network

Emily N. Griffin<sup>1</sup>, Thomas Jucius<sup>1</sup>, Su-Eon Sim<sup>1</sup>, Belinda S. Harris<sup>2</sup>, Sven Heinz<sup>3</sup>, Susan L. Ackerman<sup>1\*</sup>

Transcription factors play vital roles in neuron development; however, little is known about the role of these proteins in maintaining neuronal homeostasis. Here, we show that the transcription factor RREB1 (Ras-responsive element-binding protein 1) is essential for neuron survival in the mammalian brain. A spontaneous mouse mutation causing loss of a nervous system-enriched *Rreb1* transcript is associated with progressive loss of cerebellar Purkinje cells and ataxia. Analysis of chromatin immunoprecipitation and sequencing, along with RNA sequencing data revealed dysregulation of RREB1 targets associated with the microtubule cytoskeleton. In agreement with the known role of microtubules in dendritic development, dendritic complexity was disrupted in *Rreb1*-deficient neurons. Analysis of sequencing data also suggested that RREB1 plays a role in the endomembrane system. Mutant Purkinje cells had fewer numbers of autophagosomes and lysosomes and contained P62- and ubiquitin-positive inclusions. Together, these studies demonstrate that RREB1 functions to maintain the microtubule network and proteostasis in mammalian neurons.

## INTRODUCTION

Although great diversity in cell specificity, molecular disruptions, and behavioral alterations exists among neurodegenerative disorders, protein inclusions are a unifying pathological hallmark associated with many of these diseases (1). The process of regulating proteins in the cell, or proteostasis, is maintained via two protein degradation mechanisms: autophagy and proteasome-mediated degradation. Defects in either autophagy or proteasome function have been associated with the formation of protein inclusions. Inclusion formation and subsequent cell death in sporadic forms of neurodegenerative diseases may be linked directly to dysfunction in proteostasis.

The role of transcription factors has long been examined in the context of cellular differentiation and multicellular organism growth and development; however, recent studies have extended the role of these proteins in regulation of cellular homeostasis in terminally differentiated cells. A few studies have highlighted transcription factors that function in neuron homeostasis and, more specifically, neuronal proteostasis. For example, the transcription factor EB (TFEB) (so named for its recognition and binding to E-box motifs) belongs to the family of microphthalmia/transcription factor E (*Mit/TFE*) genes, has been shown to control expression of genes involved in autophagosome formation and lysosome biogenesis, and has reduced expression in many neurodegenerative diseases (2–4). Another *Mit/TFE* transcription factor, transcription factor binding to immunoglobulin heavy constant mu enhancer 3, is reduced in neuronal nuclei of patients with Parkinson's disease and has recently been shown to positively regulate autophagy (5). Although these studies have illuminated a likely role for transcription factors in maintaining proteostasis in a pathological context, causal mutations in genes encoding these transcription factors have rarely been identified.

Our study demonstrates that hypomorphic loss of the transcription factor RREB1 is associated with the formation of protein inclusions in cerebellar Purkinje cells and subsequent neurodegeneration. Chromatin immunoprecipitation and sequencing (ChIP-seq) and RNA sequencing (RNA-seq) experiments suggest that RREB1 positively regulates the endomembrane system. We also find that RREB1 positively regulates many genes associated with the microtubule cytoskeletal network. Disruption of these genes is associated with changes to the microtubule network as well as impaired dendritic branching. Together, our data demonstrate a unique role for RREB1 in neuron homeostasis.

## RESULTS

***Rreb1* V7 deficiency is associated with Purkinje cell loss**

The new mutant 3888 (*nm3888*) mutation arose spontaneously in nonobese diabetic (NOD).129P2(Cg)-*Il10*<sup>tm1Cgn</sup>/DvsJ mice and was backcrossed to NOD mice to remove the *Il10* mutation. Mice homozygous for the *nm3888* mutation had mild ataxia and tremors beginning at 4 weeks of age (movies S1 and S2). Immunohistochemistry for calbindin D-28, a calcium-binding protein expressed in Purkinje cells, revealed Purkinje cell degeneration beginning at 4 weeks of age (Fig. 1A). Death of these neurons progressed rostrally to caudally with approximately 90% survival at 1 month of age, 35% at 6 months of age, and 16% at 12 months of age (Fig. 1B). Purkinje cells in mice heterozygous for this mutation also degenerated, but cell death had a later onset beginning at 6 months of age, and death of these neurons progressed more slowly with cell survival at 77% at 3 months of age and 72% at 12 months of age. Cleaved caspase 3 was detected in dying neurons but not wild-type neurons, indicating that these cells were undergoing apoptosis (Fig. 1C).

Genome scans, using polymorphic microsatellite markers on F2 *nm3888*<sup>−/−</sup> mice generated from crosses of NOD/ShiLtJ-*nm3888*<sup>−/−</sup> and CAST/Ei mice, revealed the *nm3888* mutation was on Chromosome 13. Analysis of additional F2 mice demonstrated that the *nm3888* mutation resided in a 2-megabase (Mb) region between *D13Mit18* and *rs291434* on Chromosome 13, a region containing eight protein-coding genes (Fig. 2A). To examine the expression levels of protein-coding

Copyright © 2024 The Authors, some rights reserved; exclusive licensee American Association for the Advancement of Science. No claim to original U.S. Government Works. Distributed under a Creative Commons Attribution License 4.0 (CC BY).

<sup>1</sup>Howard Hughes Medical Institute, Department of Cellular and Molecular Medicine, Department of Neurobiology, University of California, San Diego, La Jolla, CA 92093, USA. <sup>2</sup>The Jackson Laboratory, Bar Harbor, ME 04609, USA. <sup>3</sup>Department of Medicine, University of California, San Diego, La Jolla, CA 92093, USA.

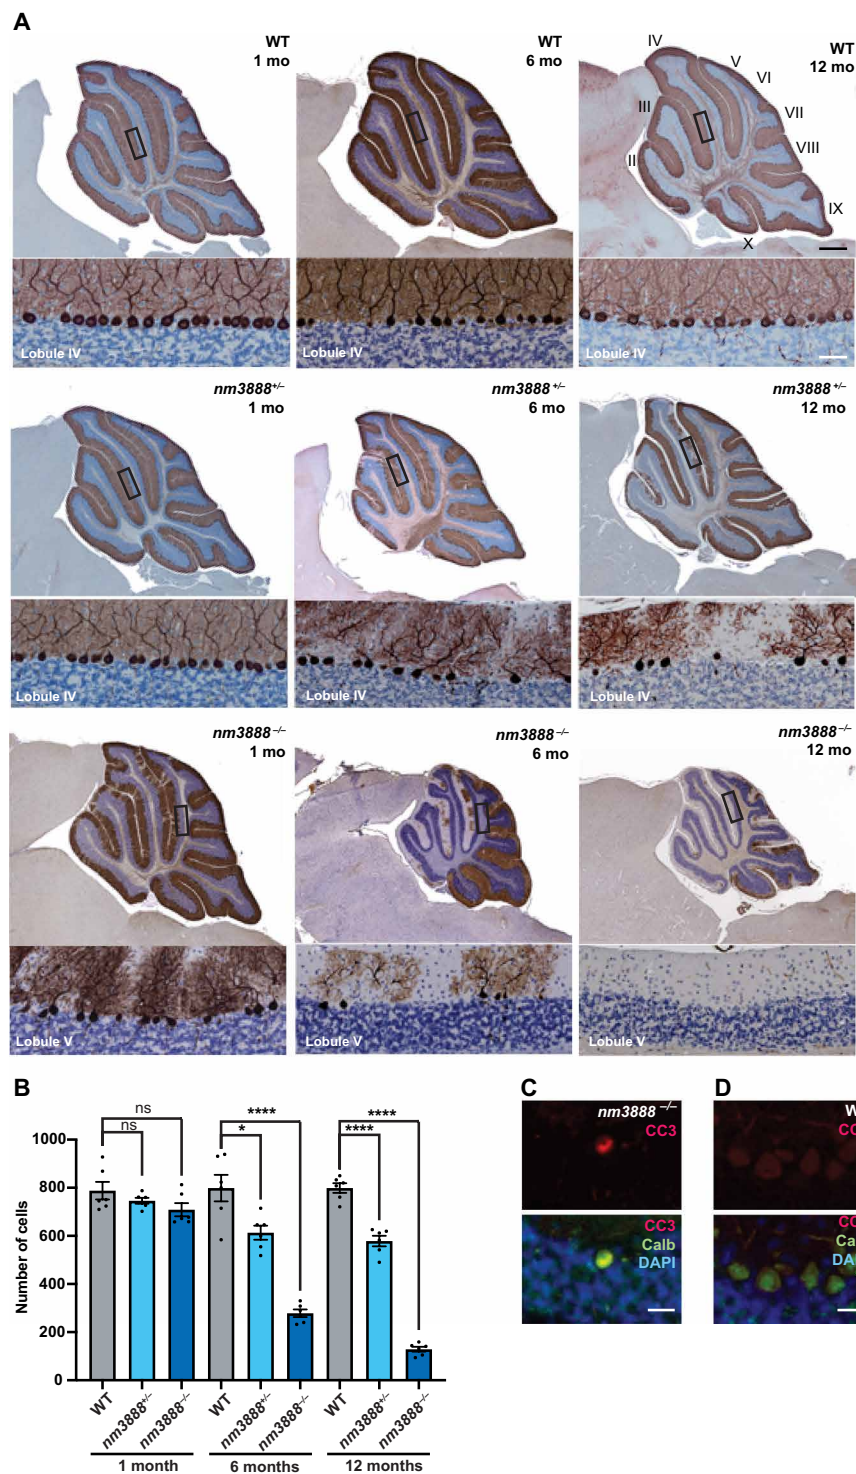

**Fig. 1. Purkinje cell degeneration occurs in *nm3888* mutant mice.** (A) Calbindin D-28 immunohistochemistry and hematoxylin staining of sagittal sections of cerebella from *nm3888*<sup>-/-</sup>, *nm3888*<sup>+/-</sup>, and wild-type (WT) mice at ages indicated. High-magnification images of boxed regions are shown below. (B) Average number of Purkinje cells per section for mice at indicated time points; SEM indicated. (C and D) Cleaved caspase 3 (CC3) immunostaining and merged CC3 and immunofluorescence with DAPI counterstain in the cerebellum of 5-week-old *nm3888*<sup>-/-</sup> (C) and WT (D) mice. Scale bars, 500 and 50  $\mu$ m (low magnification and high magnification, respectively) (A) and 20  $\mu$ m [(C) and (D)]. Multiple *t* tests were performed (B). \*\*\*\**P*  $\leq$  0.0001, \**P*  $\leq$  0.05.

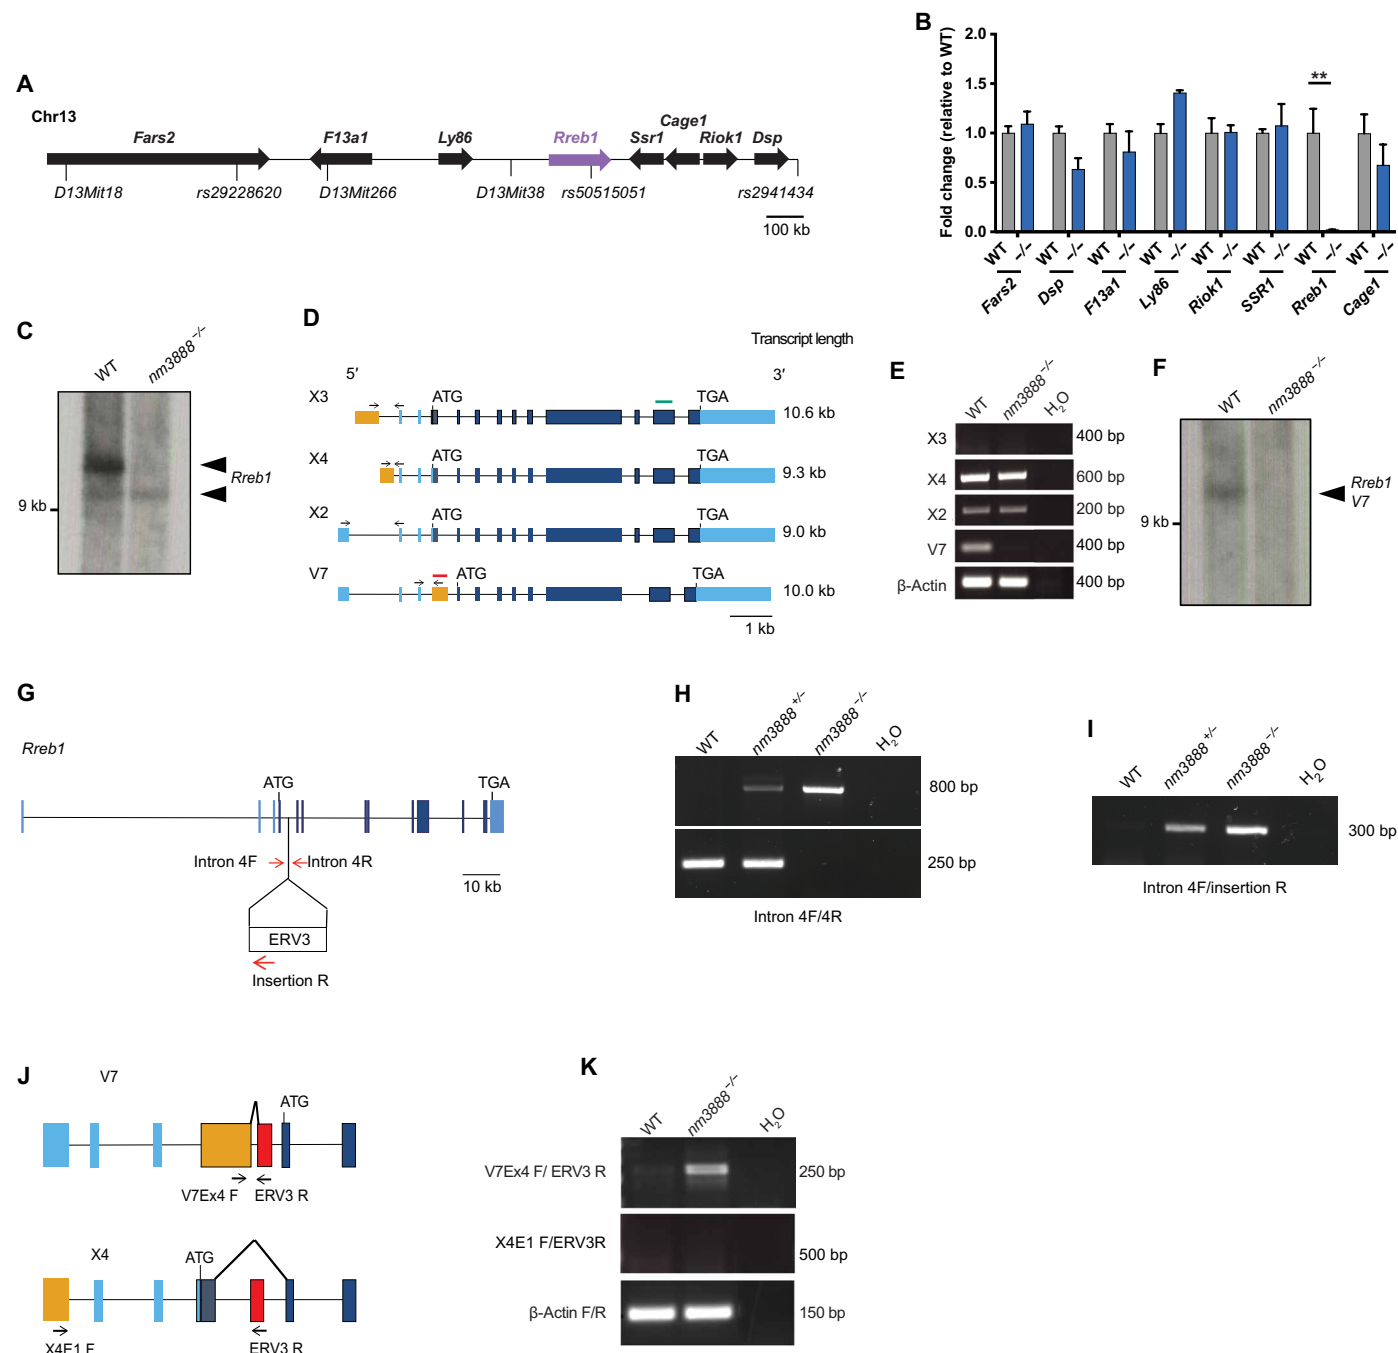

**Fig. 2. The *nm3888* mutation results in loss of *Rreb1*.** (A) Schematic of the *nm3888* critical region including protein-coding genes and polymorphisms used for genetic mapping. (B) RT-qPCR analysis of protein-coding genes in the critical region from wild-type (WT) and *nm3888*<sup>-/-</sup> (-/-) cerebella. Mean and SEM are graphed. Only *Rreb1* expression was significantly different between genotypes,  $^{**}P \leq 0.001$  (multiple *t* tests with Benjamini and Hochberg correction). (C) Northern blot analysis of total *Rreb1* from WT and *nm3888*<sup>-/-</sup> cerebella. (D) Schematics of *Rreb1* transcripts that are 9 kb or greater in length. Coding exons are indicated in dark blue, noncoding exons are in light blue, and transcript-specific exons are in orange. Arrows indicate primers used to amplify transcripts shown in (E). Northern probes used for total *Rreb1* and *Rreb1* V7 are indicated by a green line and red line, respectively. (E) RT-PCR of *Rreb1* transcripts shown in (D) from WT and *nm3888*<sup>-/-</sup> cerebella. (F) Northern blot analysis of *Rreb1* V7 from WT and *nm3888*<sup>-/-</sup> cerebella. (G) Schematic of *Rreb1* with coding exons in dark blue and noncoding exons in light blue. Arrows indicate primers used to amplify around and within the *nm3888* insertion. Introns not drawn to scale. (H and I) PCR analysis of genomic DNA from WT, *nm3888*<sup>+/-</sup>, and *nm3888*<sup>-/-</sup> mice with primers in *Rreb1* intron 4 (primer pair Intron 4F/Intron 4R). (J) Schematic showing splicing of *Rreb1* V7 and *Rreb1* X4 into *nm3888* insertion (red) along with primers used for RT-PCR (arrows). (K) RT-PCR for chimeric transcripts containing *Rreb1* and the *nm3888* insertion, performed with cerebellar cDNA from 3-week-old WT and *nm3888*<sup>-/-</sup> mice. Primers used are indicated on the left.

genes in the critical region, we performed quantitative reverse transcriptase polymerase chain reaction (RT-qPCR) using wild-type and *nm3888*<sup>-/-</sup> cerebellar cDNA from 3-week-old mice. While we did not observe significant differences in expression of seven of these genes, the expression of a zinc finger transcription factor, *Rreb1*, was decreased 34-fold in mutant cerebella (Fig. 2B). Northern blot analysis for total *Rreb1* demonstrated a loss of the predominant transcript (>9 kb) in *nm3888*<sup>-/-</sup> brains (Fig. 2C). We performed RT-PCR with primers specific to the four transcripts of *Rreb1* (National Center for Biotechnology Information, <https://ncbi.nlm.nih.gov/gene/68750>) that were 9.0 kb or greater: XM\_006516750.2 (X2), XM\_006516752.2 (X3), XM\_006516753.3 (X4), and OP867049 (variant 7, hereafter referred to as V7). X2, X3, and X4 each have different 5' untranslated regions (5'UTRs) but contain the same coding sequence that produces a protein with 16 zinc fingers. V7 has a unique 5'UTR, a later ATG start site, and splices around the eighth coding exon found in X2, X3, and X4, producing a protein with 14 zinc fingers (Fig. 2D). We did not detect X3 in wild-type cerebella, and X2 and X4 were expressed at comparable levels to wild-type in the mutant cerebellum (Fig. 2E). However, expression of V7 was markedly lower in the *nm3888*<sup>-/-</sup> cerebellum relative to wild-type cerebellum. Northern blot analysis using a probe specific to V7 demonstrated that it corresponded to the predominant *Rreb1* transcript in the wild-type cerebellum and confirmed its loss in the mutant cerebellum (Fig. 2F).

We examined *Rreb1* in *nm3888*<sup>-/-</sup> mice to identify the molecular changes that resulted in decreased expression. We sequenced all exons and identified no mutations. However, upon sequencing *Rreb1* introns, we found a 573-bp insertion of an ERV3 retrotransposon element in intron 4 (Fig. 2, G to I), which cosegregated with the degeneration seen in *nm3888* heterozygotes and homozygotes. Given the specific impact of the *nm3888* mutation on expression of V7, we hypothesized that disruption of this transcript was due to aberrant splicing from exon 4, which is uniquely found in the V7 transcript, into the retrotransposon (Fig. 2J). PCR using cerebellar cDNA from *nm3888*<sup>-/-</sup> mice and primers corresponding to exon 4 of V7 and the retrotransposon element generated an appropriately sized amplicon (Fig. 2K). Sequencing confirmed that this amplicon was a V7 exon 4/retrotransposon fusion product. We were unable to amplify an X4/retrotransposon fusion product when we used primers corresponding to the unique exon in X4, suggesting that the retrotransposon does not disrupt expression of the X4 transcript. Together, our genetic mapping data, identification of the retrotransposon insertion, and altered expression of *Rreb1* strongly suggest that loss of *Rreb1* is causal for the Purkinje cell degeneration seen in *nm3888* mutant mice.

### Expression of *Rreb1* V7 is nervous system specific and temporally regulated

To evaluate whether additional tissues require *Rreb1* V7, we performed RT-qPCR to assess expression of *Rreb1* V7 in wild-type tissues throughout the body. Although we broadly detected total *Rreb1* using primer pairs that amplify all transcripts of *Rreb1*, *Rreb1* V7 was highly enriched in the brain, spinal cord, and eye (Fig. 3A). To determine which cell types express *Rreb1* in the brain, we performed in situ hybridization with a 3'UTR probe that was complementary to all *Rreb1* transcripts. We detected *Rreb1* in mitral cells of the olfactory bulb, multiple thalamic nuclei, and the retrosplenial area within the cortex (Fig. 3B). In addition, *Rreb1* was highly expressed in Purkinje cells (Fig. 3C), dopaminergic neurons in the substantia nigra pars compacta (Fig. 3D), granule cells of the dentate gyrus of the hippocampus

(Fig. 3E), and deep cerebellar nuclei (Fig. 3F). We did not detect *Rreb1* in the *nm3888*<sup>-/-</sup> brain (Fig. 3G), confirming that V7 is the predominant transcript expressed in the brain.

To determine whether the temporal expression of the V7 transcript correlates with the onset of Purkinje cell degeneration, we performed RT-qPCR on wild-type embryos. Although total *Rreb1* was expressed in the developing brain of embryonic day 13.5 (E13.5) embryos, we did not detect V7 at this time but found that it was expressed at low levels in E18.5 cerebellum (Fig. 3H). Expression levels of both total *Rreb1* and the V7 transcript were constant in the cerebellum from E18.5 through postnatal day 7 (P7). Between P7 and P14, a period of ongoing cerebellar development, cerebellar levels of V7 significantly increased. However, the levels of total *Rreb1* did not increase during this time, suggesting that down-regulation of other *Rreb1* isoforms occurs during cerebellar development. Together, these data indicate that both the temporal and spatial expression of the *Rreb1* V7 transcript correlate with the postembryonic and nervous system-specific defects found in *Rreb1* V7-deficient mice.

### RREB1 regulates the endomembrane system and microtubule network in Purkinje cells

RREB1 directly binds DNA and recruits cofactors that alter histone modifications to potentiate or repress transcription of target genes. Studies of *Rreb1* have generally centered on its role in tumorigenesis, where an increase in copy number and expression of *Rreb1* has been linked to the formation of multiple cancers (6–11). In addition, total loss of *Rreb1* impairs cell migration during early embryogenesis, resulting in embryonic lethality (12, 13). To determine a role for RREB1 in Purkinje cells, we sought to identify Purkinje cell-specific targets of *Rreb1* via ChIP-seq. To identify targets of *Rreb1* V7, we generated transgenic mice expressing V7 with three V5 epitope tags at the C terminus (Fig. 4A). Expression of this transgene was driven by the Purkinje cell-specific promoter, Purkinje cell protein 2 (PCP2) and PCP2 exon 4, which, when placed after the stop codon of a transgene, increases Purkinje cell-specific expression (14). Immunofluorescence performed on cerebellar sections from transgenic mice using an antibody to the V5 epitope tag confirmed that the transgene was exclusively expressed in Purkinje cells, and RREB1-V5 localized to the nucleus (fig. S1A).

We performed ChIP-seq in cerebellar lysates from transgenic mice using an antibody against V5. Analysis of these data revealed 3037 peaks, a third of which occurred in introns, another third in intergenic regions, and a third at known promoter regions/transcriptional start sites (Fig. 4B and data S1, ChIP\_seq). We assigned 1932 genes to peaks based on proximity, and we identified a strong enrichment of RREB1 binding in protein-coding genes (85%) (Fig. 4C). We performed ChIP-qPCR on three target genes to validate RREB1 binding (fig. S1B). De novo motif analyses demonstrated a significant enrichment ( $P = 10^{-925}$ ) for a Purkinje cell RREB1 binding motif that is highly similar to the binding motif of a known RREB1 cofactor, NEUROD1 (match score = 0.98) (15). This de novo motif was enriched in 24% of RREB1 ChIP peaks versus 2.5% of background peaks (fig. S1C). To elucidate cellular processes directly regulated by RREB1, we performed cellular component enrichment analysis on all RREB1 putative target genes. This analysis revealed a significant enrichment for genes associated with the microtubule network, somatodendritic compartment, and the endomembrane system, along with several neurotypical compartments such as the axon and synapse (Fig. 4D and data S1, ChIP\_Cell\_Comp). Of the top 10 most significantly enriched cellular components, we

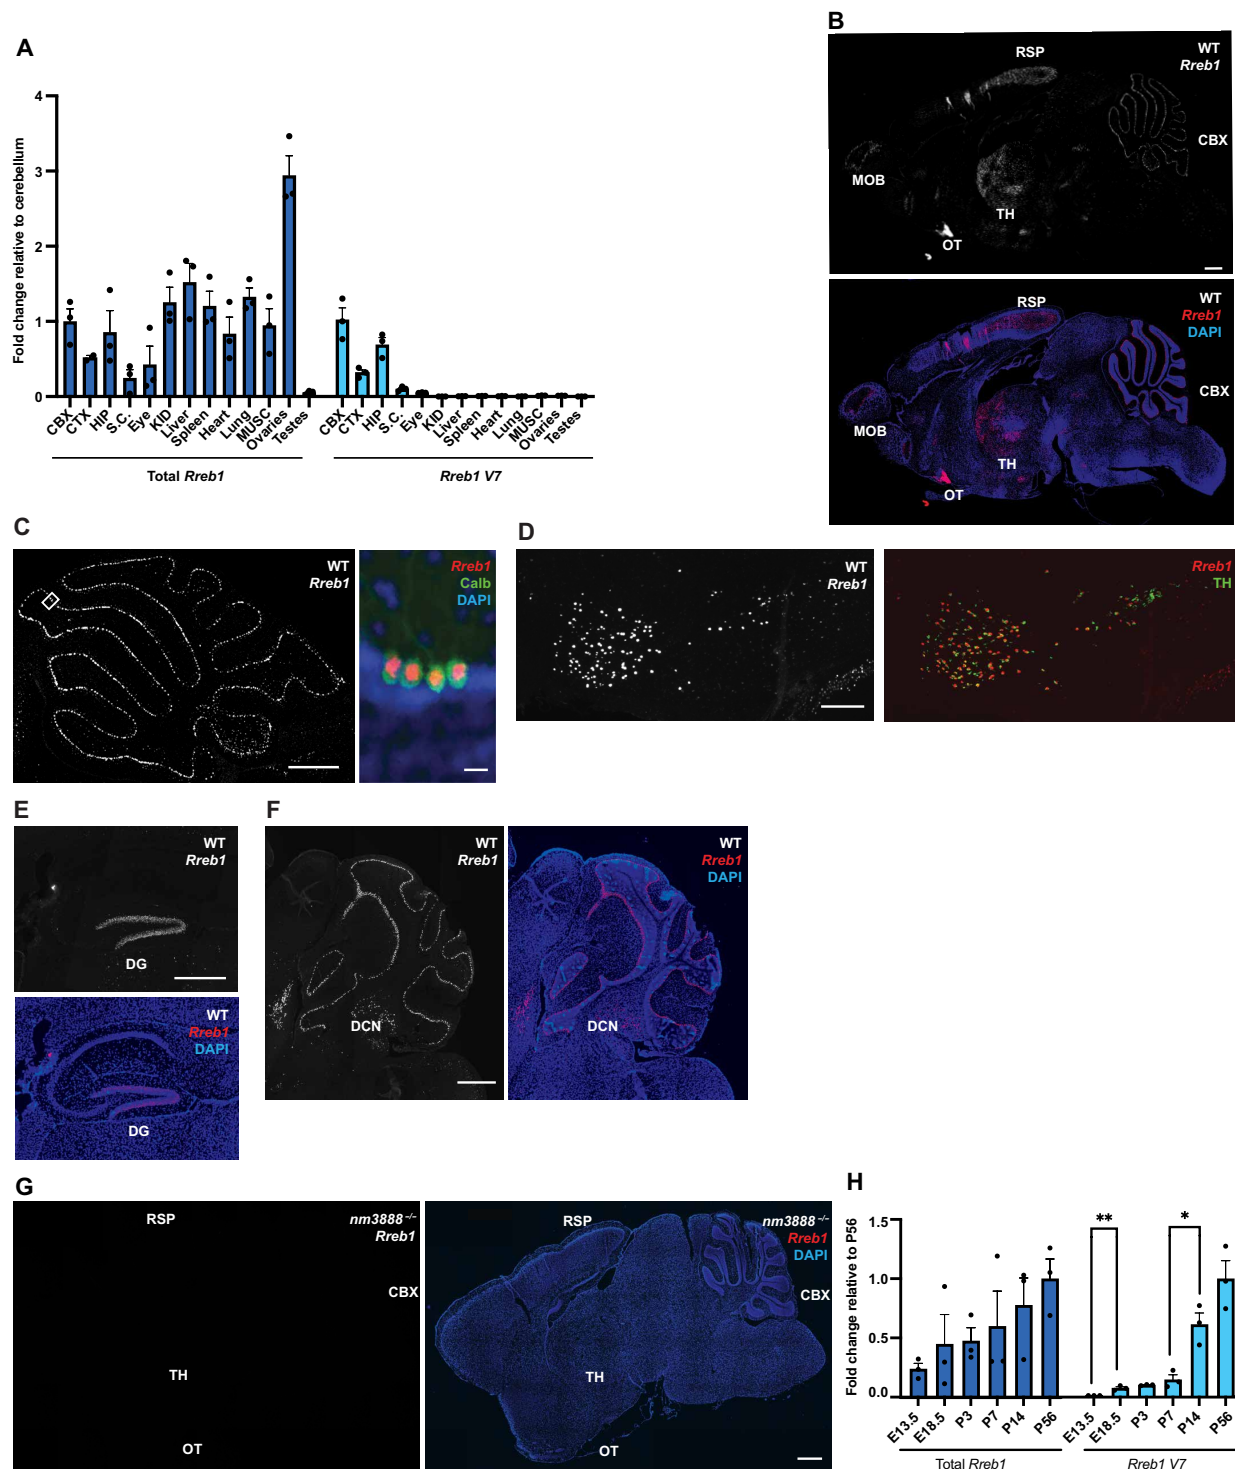

**Fig. 3. *Rreb1* variant 7 (V7) is a spatially and temporally regulated transcript.** (A) RT-qPCR for total *Rreb1* and *Rreb1* V7 of 3 separate brain regions and 11 tissues from P56 wild-type (WT) mice. Expression is normalized to mean cerebellar (CBX) expression; mean and SEM are graphed. Abbreviations: cerebellum (CBX), cortex (CTX), hippocampus (HIP), spinal cord (S.C.), kidney (KID), and muscle (MUSC). (B) *Rreb1* in situ hybridization alone and with DAPI counterstain of WT brain. Abbreviations: olfactory bulb (MOB), olfactory tubercle (OT), thalamus (TH), retrosplenial area (RSP), and cerebellum (CBX). (C) Low magnification: *Rreb1* in situ hybridization of WT cerebellum; high magnification: *Rreb1* in situ hybridization with coimmunofluorescence for calbindin D-28 (Calb) and DAPI counterstain of WT cerebellum. (D) *Rreb1* in situ hybridization with coimmunofluorescence of tyrosine hydroxylase (TH) of the substantia nigra of WT brain. (E) *Rreb1* in situ hybridization and DAPI counterstain of dentate gyrus (DG) of WT brain. (F) *Rreb1* in situ hybridization and DAPI counterstain of deep cerebellar nuclei (DCN) of WT brain. (G) *Rreb1* in situ hybridization alone, and with DAPI counterstain, of *nm3888*<sup>-/-</sup> brain. (H) RT-qPCR for total *Rreb1* and *Rreb1* V7 at pre- and postnatal time points of WT brain (E13.5) and cerebellum (E18.5 to P56). Average expression relative to mean expression at P56 is graphed with SEM indicated by error bars. Multiple t tests were used. \*\* $P \leq 0.01$ , \* $P \leq 0.05$ . Scale bars, 500  $\mu$ m [(B), (C) (low magnification), (D), (F), and (G)], 10  $\mu$ m [(C), high magnification], and 200  $\mu$ m (E). All in situ hybridization was performed on brains from P21 mice.

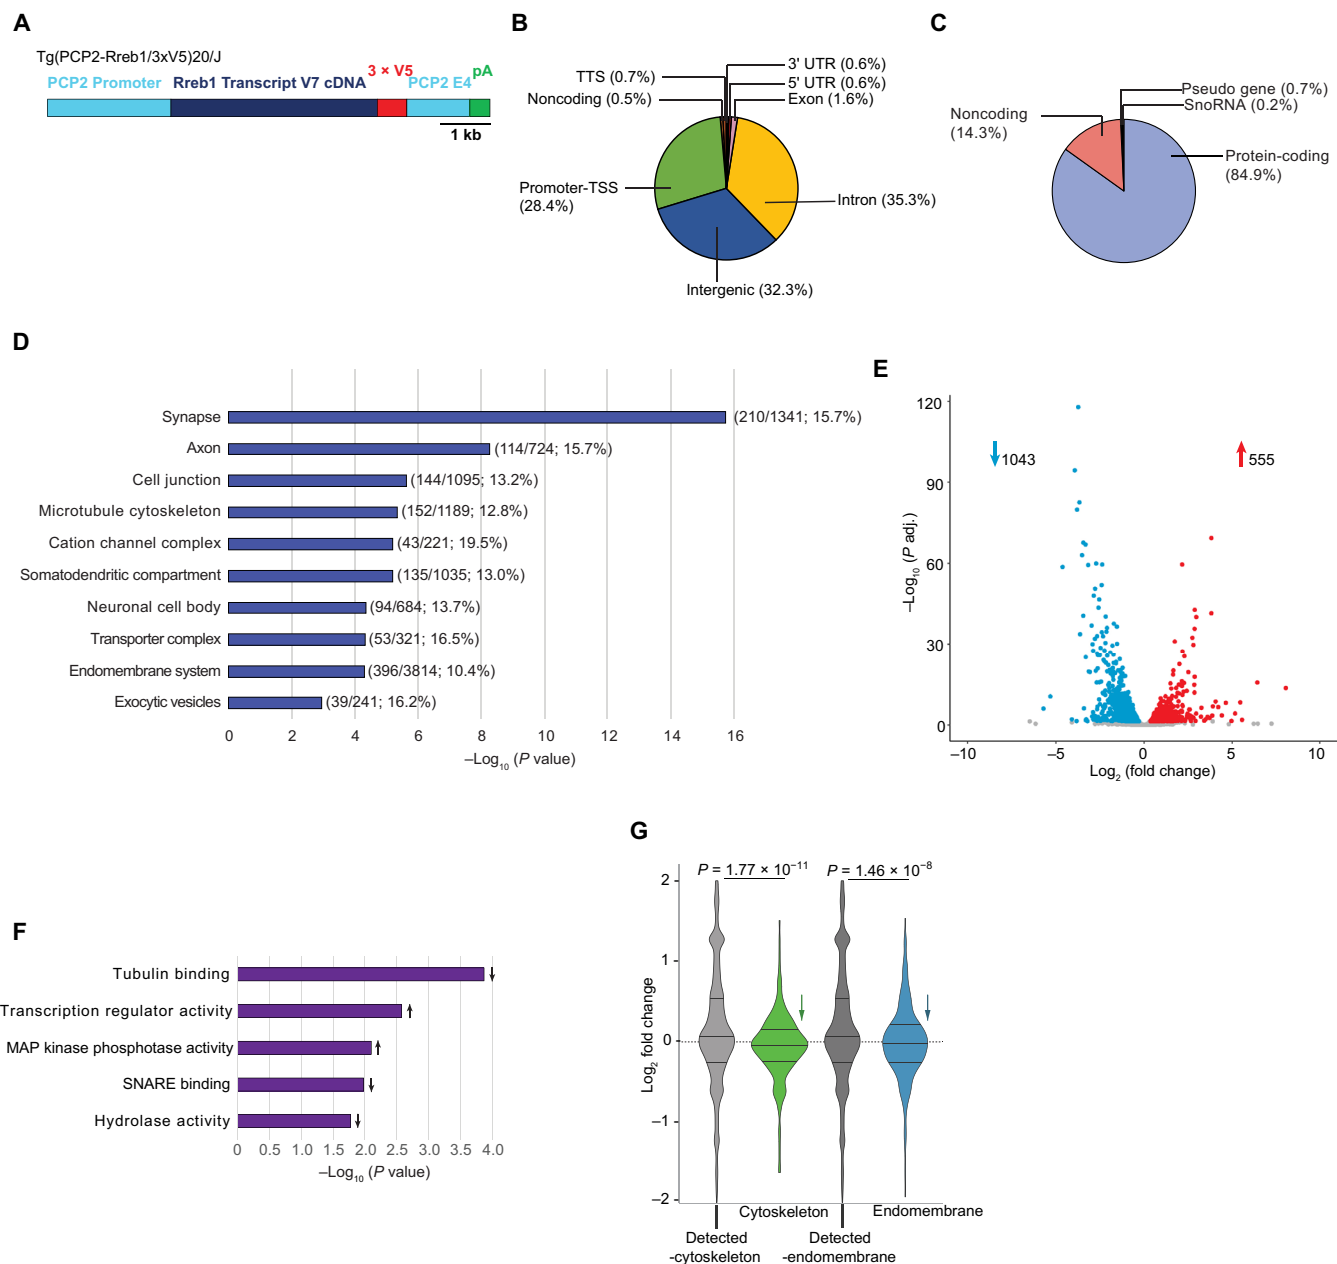

**Fig. 4. RREB1 regulates genes associated with the endomembrane system and cytoskeletal network.** (A) Schematic representation of *Rreb1* variant 7 (V7) cDNA transgene: PCP2 promoter and fourth exon (light blue), *Rreb1* V7 cDNA (dark blue), three V5 epitope tags (red), and polyA signal (green). (B) Breakdown of types of genomic regions containing peaks defined by MACS3 and annotated by HOMER. Transcriptional termination sequence (TTS). (C) Breakdown of types of genes associated with MACS3 peaks; gene types annotated by HOMER. (D) Cellular component enrichment of putative ChIP targets performed using ShinyGO, plotted by FDR with fraction of ChIP targets/number of genes in category, and percent enrichment [(number of ChIP targets/number of genes in category)  $\times$  100%]. (E) Volcano plot of gene expression in *nm3888*<sup>-/-</sup> Purkinje cells relative to wild-type neurons. Up-regulated genes are in red, down-regulated genes are in blue, and genes with a *P* adj  $\geq$  0.05 are in gray. Numbers of genes up-regulated and down-regulated are indicated. (F) Molecular pathway enrichment for significantly differentially expressed genes performed with ShinyGO Molecular Pathway Enrichment; arrows indicate directionality of pathway. (G) Violin plot showing differential expression of all cytoskeleton system putative targets (green) compared to all other detected genes (light gray) and differential expression of all endomembrane system putative targets (blue) compared to all other detected genes (dark gray). We determined *P* values by Wilcoxon rank sum tests.

found the largest number of RREB1 putative targets (396) belonging to the endomembrane system, which encompassed other cellular components, including the synapse and exocytic vesicles.

To determine direct and indirect downstream targets of RREB1 in Purkinje cells, we performed RNA-seq from wild-type and *nm3888*<sup>-/-</sup> Purkinje cells using RiboTag mice (16). The hemagglutinin (HA)-tagged

ribosomal protein RPL22 was expressed in Purkinje cells using PCP2- CRE, and we immunoprecipitated epitope-tagged ribosomes from *Rpl22*<sup>fl/+</sup>: PCP2-Cre mice either homozygous for the *nm3888* mutation or wild type at this locus. We enriched nascent transcripts for polyA<sup>+</sup> RNA and generated cDNA libraries for sequencing. RNA-seq analysis revealed 1598 differentially expressed genes with approximately

one-third of these genes up-regulated and two-thirds down-regulated in *nm3888*<sup>-/-</sup> Purkinje cells (Fig. 4E and data S1, RNA\_seq\_DE). We performed RT-qPCR on three differentially expressed genes to validate expression changes in the *nm3888* mutant (fig. S1D). Molecular pathway analysis of differentially expressed genes revealed a strong enrichment of genes that encode tubulin-binding proteins as well as transcription regulator activity, mitogen-activated protein kinase phosphatase activity, soluble N-ethylmaleimide-sensitive factor attachment protein receptor binding, and hydrolase activity (Fig. 4F and data S1, GO\_Mol\_Path\_Upreg and GO\_Mol\_Path\_Downreg). We identified 170 of the differentially expressed genes as RREB1 targets by our ChIP-seq data (fig. S1E and data S1, ChIPseq\_RNAseq\_Overlap).

We next looked at expression of all putative targets (identified by ChIP-seq) belonging to the endomembrane system and microtubule cytoskeletal network, as both pathways were enriched in our ChIP- and RNA-seq analyses. This analysis revealed that these genes were largely down-regulated in *nm3888*<sup>-/-</sup> Purkinje cells relative to wild-type cells (Fig. 4G), suggesting that RREB1 plays a role in positively regulating genes associated with both systems.

### Loss of RREB1 alters the microtubule network and dendritic branching

Tubulin-binding proteins govern microtubule dynamics through acetylation, polyglutamylation, tyrosination, and removal of these groups. Loss of tubulin-binding proteins has been associated with alterations in posttranslational modifications of tubulin and subsequent neurodegeneration (17). To determine whether the dysregulation of genes encoding tubulin-binding proteins in *nm3888*<sup>-/-</sup> Purkinje cells led to alterations in posttranslational modification of tubulin and tubulin networks, we performed immunofluorescence with antibodies to tubulin and modified tubulin. We observed a reduction in the intensity of immunofluorescence in *nm3888*<sup>-/-</sup> Purkinje cells relative to wild-type cells using antibodies to beta III tubulin, acetylated alpha tubulin, and polyglutamylated alpha tubulin in the anterior or mid region of the cerebellum (lobules II and IV) (Fig. 5, A to F). We did not observe a change in Purkinje soma immunofluorescence intensity between genotypes for alpha tubulin and tyrosinated alpha tubulin in this region (fig. S2, A to D). In caudal regions of the cerebellum (lobule IX), we also saw a decrease in beta III tubulin (fig. S2, E and F). However, in contrast to the rostral region of the cerebellum, we saw increased immunofluorescence intensity for alpha tubulin in caudal cerebellum of *nm3888*<sup>-/-</sup> mice (fig. S2, G and H). Additional differences between the caudal cerebellum of wild-type and *nm3888*<sup>-/-</sup> mice include an increase in acetylated alpha tubulin (fig. S2, I and J), no altered fluorescence intensity for polyglutamylated alpha tubulin (fig. S2, K and L), and an increase in tyrosinated alpha tubulin (fig. S2, M and N). These data suggest that there are likely different pathways regulating the microtubule network between rostral and caudal regions of the cerebellum.

Immunofluorescence for tyrosinated alpha tubulin in lobule IV revealed alterations in dendritic branching of *nm3888*<sup>-/-</sup> Purkinje cells. Dendritic arborization of neurons is known to be highly regulated by microtubule-associated proteins, loss of which results in a reduction of dendritic complexity and disorganized arborization (18, 19). To further investigate branching of Purkinje cell dendrites in this region of the cerebellum, we performed cell labeling by injecting lobule IV Purkinje cell soma with biocytin and visualized this with Alexa Fluor 555-streptavidin (Fig. 5, G and I). We traced dendritic branches from z-stacks of confocal images of Purkinje cells and performed Sholl analyses on the traces (Fig. 5, H and J). We observed a clear reduction in both the branching

complexity and the total number of branch points in the dendritic arbors of *nm3888*<sup>-/-</sup> Purkinje cells (Fig. 5, K and L).

### Loss of RREB1 is associated with alterations in the autophagic system and proteostasis

RNA-seq analysis showed that 59 of 396 RREB1 endomembrane system targets identified by ChIP-seq were significantly differentially expressed in *nm3888*<sup>-/-</sup> Purkinje cells. Analysis of these genes based on molecular function revealed that 25% of these genes have roles in autophagy (data S1, Endo\_Targets).

Autophagy is integral to neuron homeostasis, and loss of genes essential for autophagy has been shown to result in the accumulation of protein inclusions, a hallmark of many neurodegenerative diseases. Given this and our sequencing data, we examined whether the cellular machinery essential for autophagy was compromised in *nm3888*<sup>-/-</sup> Purkinje cells at 3 weeks of age, before the onset of degeneration. We first examined autophagosomes that engulf cargo bound by the degradation signaling proteins P62 and ubiquitin. As autophagosomes form, microtubule-associated protein 1A/1B-light chain 3 (LC3), a lipidated protein that integrates into the autophagosome membrane, can be visualized as puncta (20). To visualize autophagosomes, we crossed *nm3888*<sup>-/-</sup> mice to mice containing an LC3 transgene conjugated to fluorophores (*CAG-RFP-EGFP-LC3*<sup>Tg</sup>). We counted LC3-positive puncta in Purkinje cells of *nm3888*<sup>-/-</sup>; *CAG-RFP-EGFP-LC3*<sup>Tg</sup> and *CAG-RFP-EGFP-LC3*<sup>Tg</sup> mice, and we observed a reduction in the number of LC3 puncta in *nm3888*<sup>-/-</sup> Purkinje cells (Fig. 6, A and C), suggesting a reduction in the number of autophagosomes.

Autophagosomes fuse with lysosomes forming autolysosomes in which the sequestered cell material is degraded. To determine whether *Rreb1* mutants show altered lysosome numbers in Purkinje cells, we performed immunofluorescence on 3-week-old wild-type and *nm3888*<sup>-/-</sup> cerebella for lysosomal-associated membrane protein 1 (lamp1), a glycoprotein localized to both late endosomes and lysosomes, and cathepsin-D, a protease localized exclusively to lysosomes (21). The number of puncta for both proteins was reduced in *nm3888*<sup>-/-</sup> Purkinje cells, indicating that, like autophagosomes, fewer lysosomes exist in these mutant Purkinje cells (Fig. 6, A to C). To determine whether loss of *Rreb1* affected lysosome and autophagosome numbers in the caudal region of the *nm3888*<sup>-/-</sup> cerebellum where Purkinje cells do not degenerate, we examined lysosome and autophagosomes in lobule IX of 3-week-old mutant and wild-type cerebellum. We observed a significant reduction in the number of lamp1 puncta; however, there was no reduction in LC3 or cathepsin-D puncta in lobule IX of the *nm3888*<sup>-/-</sup> cerebellum (Fig. 6, B and D).

Proteostatic disruption in Purkinje cells has been shown to result in the accumulation of protein inclusions (22–24). Such inclusions that have failed to be degraded by autophagy or the proteasome contain an accumulation of degradation signaling proteins. These include ubiquitin, which labels proteins for degradation by both autophagy and the proteasome, and ubiquitin-binding protein (P62), an autophagy-specific signaling protein. To identify whether *nm3888*<sup>-/-</sup> Purkinje cells develop protein inclusions, we performed immunofluorescence for P62 and ubiquitin. We observed P62-positive and ubiquitin-positive puncta and puncta positive for both proteins in *nm3888*<sup>-/-</sup> Purkinje cells from mice that were 3 to 6 weeks of age (Fig. 6, E to H). Neither *nm3888*<sup>-/-</sup> nor wild-type Purkinje cells from lobule IX displayed P62-positive or ubiquitin-positive puncta between 3 and 6 weeks of age. Together, these findings suggest heterogeneity in the regulation of proteostasis among Purkinje cells.

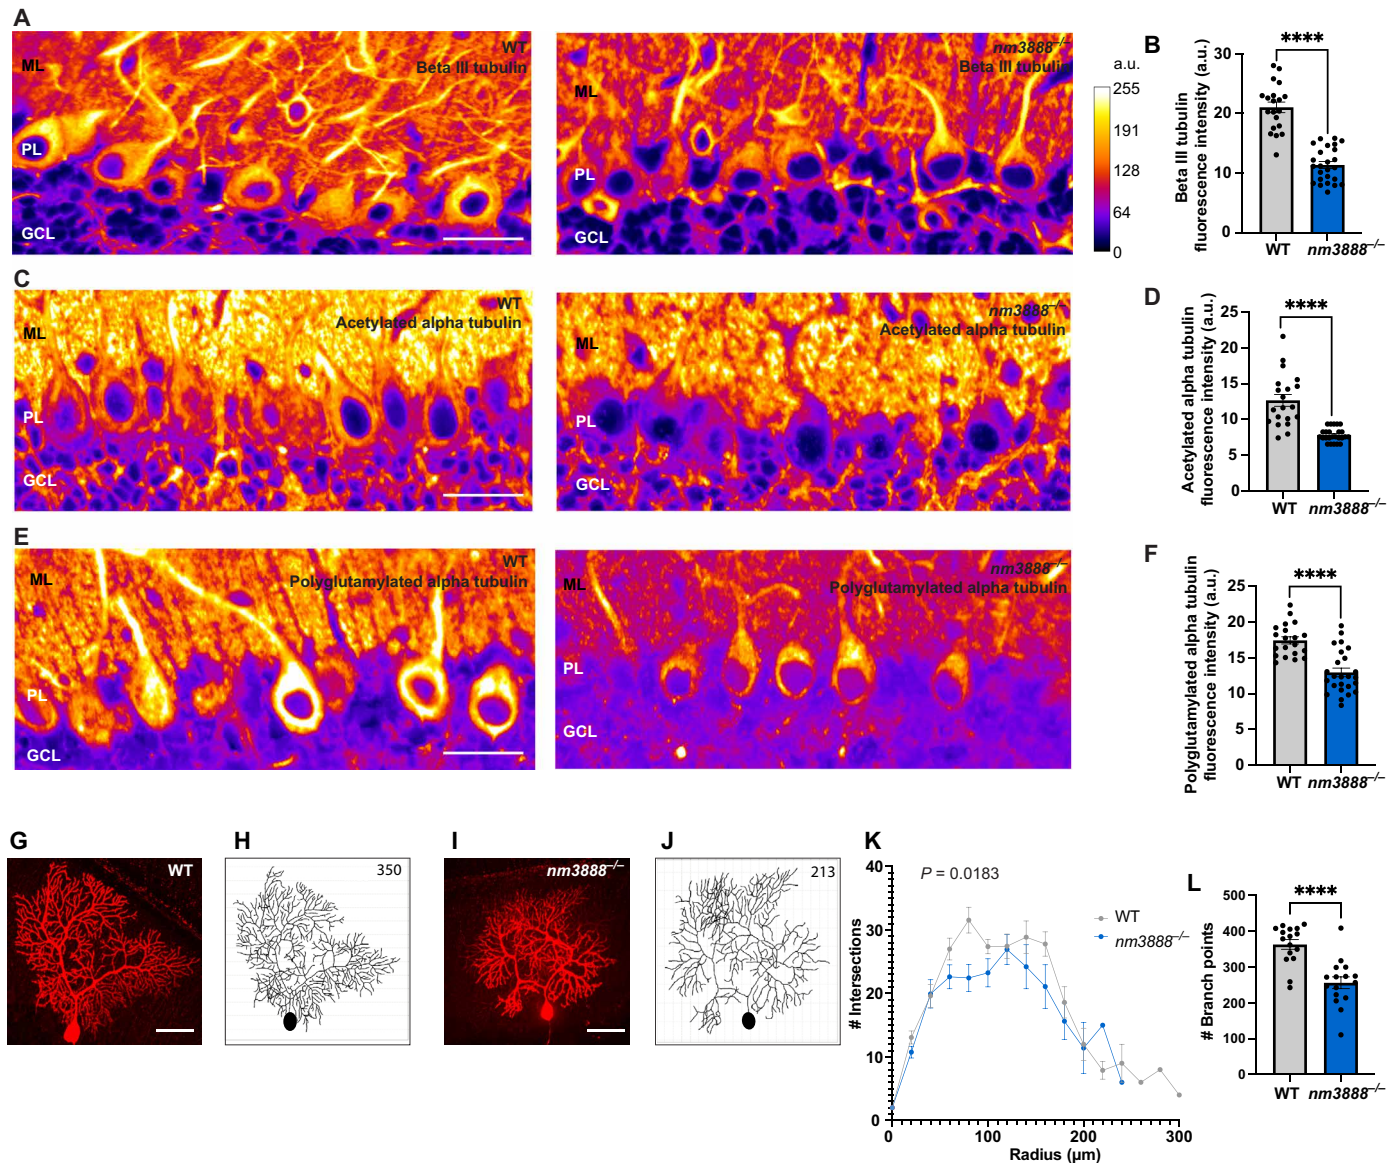

**Fig. 5. Loss of *Rreb1* affects the tubulin network and reduces dendritic branching of Purkinje cells.** (A) Immunofluorescence for beta III tubulin in lobule IV and (B) average cell soma fluorescence intensity (a.u., arbitrary units) with SEM represented by error bars. (C) Immunofluorescence for acetylated alpha tubulin in lobule II and (D) average cell soma fluorescence intensity with SEM represented by error bars. (E) Immunofluorescence for polyglutamylated alpha tubulin in lobule II and (F) average cell soma fluorescence intensity with SEM represented by error bars. [(A), (C), and (E)] Molecular layer (ML), Purkinje cell layer (PL), and granule cell layer (GL) are indicated. Images are pseudocolored on the basis of intensity; an 8-bit LUT scale ranging from 0 to 255 was used. [(B), (D), and (F)] Multiple *t* tests were performed \*\*\*\**P* ≤ 0.0001. [(A) to (F)] We used 3-week-old mice for images and quantification. (G) Maximal intensity projection and (H) dendritic branch tracing of biocytin-labeled Purkinje cells from a wild-type (WT) Purkinje cell. (I) Maximal intensity projection and (J) dendritic branch tracing of biocytin-labeled dendrites from an *nm3888*<sup>-/-</sup> Purkinje cell. [(H) and (J)] Total branch points for each cell are indicated in the top right corner of tracing. (K) Sholl analysis for wild-type and *nm3888*<sup>-/-</sup> Purkinje cells from lobule IV in 3-week-old mice. A two-way analysis of variance (ANOVA) was performed, which showed a significant effect for genotype; *P* value is indicated on the graph. (L) Graph of average number of branch points for traced dendrites from wild-type and *nm3888*<sup>-/-</sup> Purkinje cells; SEM is indicated. \*\*\*\**P* ≤ 0.0001 (unpaired *t* test). Scale bars, 25 μm [(A), (C), and (E)] and 50 μm [(G) and (I)].

## DISCUSSION

We have demonstrated that loss of V7, an *Rreb1* transcript highly expressed in the nervous system, is associated with Purkinje cell degeneration in mice. In addition, we have identified Purkinje cell targets of the zinc finger transcription factor RREB1 and shown that targets of the microtubule network and endomembrane system are positively regulated by RREB1. Loss of *Rreb1* affects proteins associated with the

microtubule network, lowering levels of beta III tubulin, acetylated alpha tubulin, and polyglutamylated alpha tubulin. Within the endomembrane system, we observe reduced numbers of autophagosomes and lysosomes as well as the formation of protein inclusions, and apoptosis. Many studies have shown a role for microtubules in autophagy, particularly during the formation of autophagosomes, where microtubule-associated proteins, such as the RREB1 target

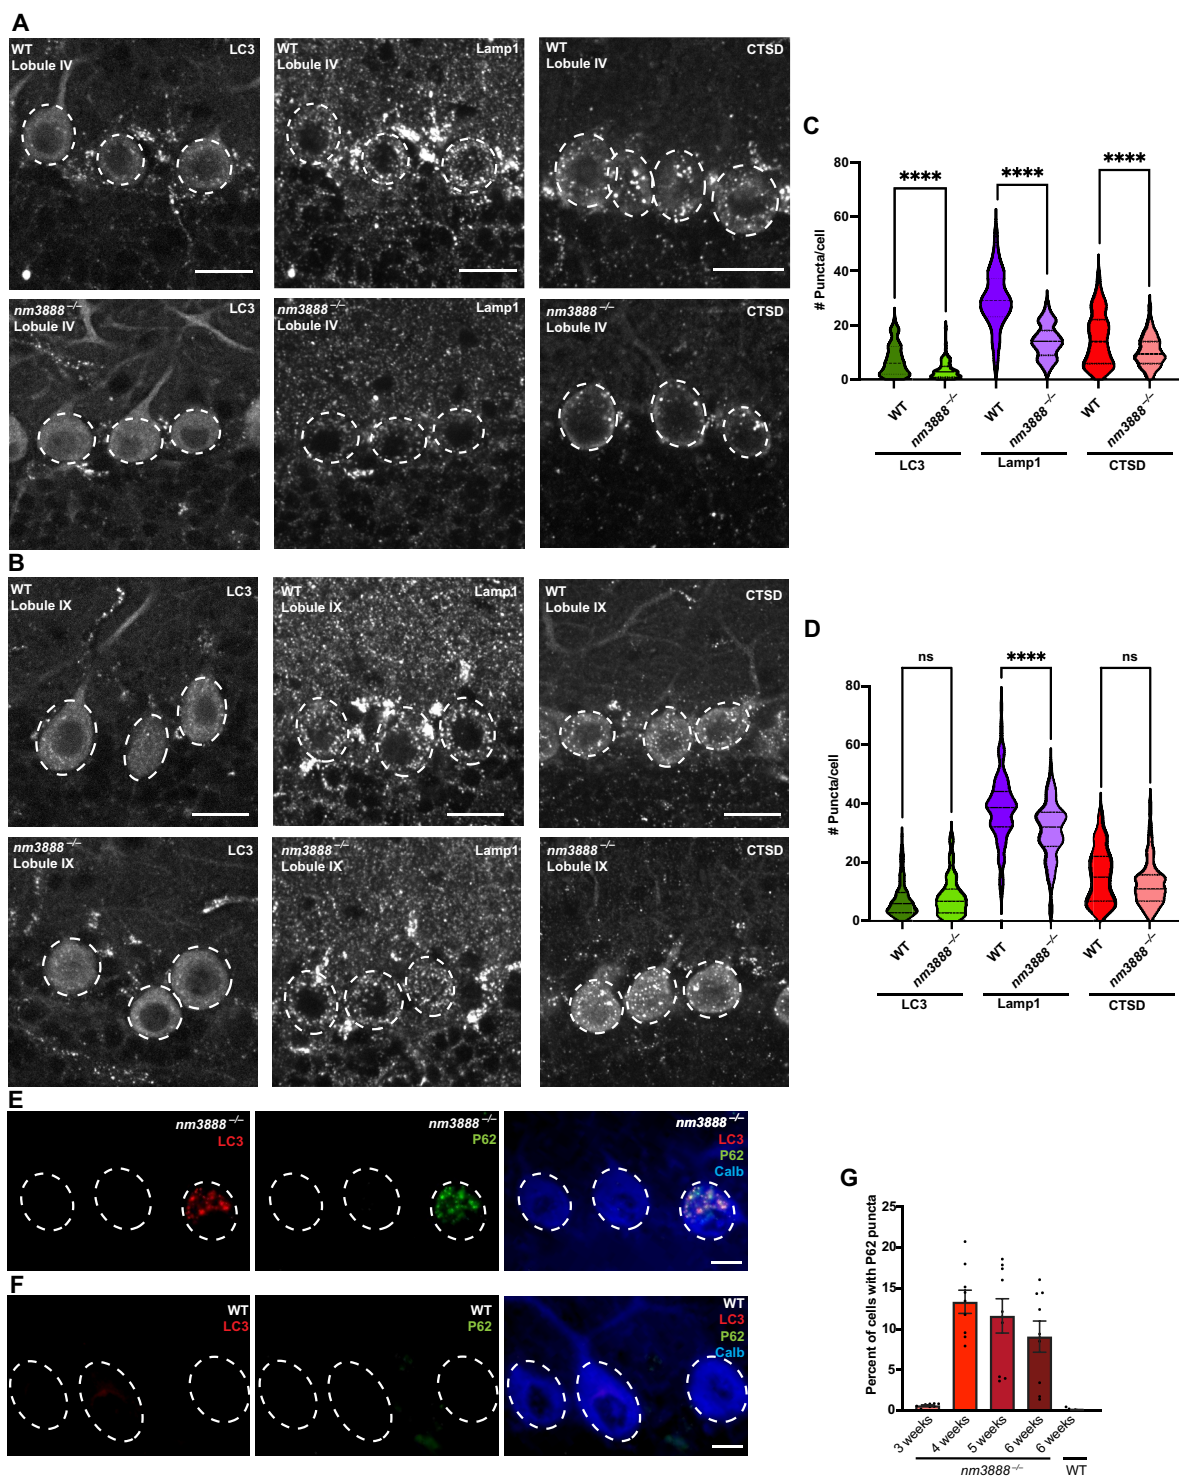

**Fig. 6. Loss of *Rreb1* reduces autophagosome and lysosome abundance and impairs proteostasis.** (A and B) LC3 (RFP-LC3 fluorescence) and immunofluorescence for lamp1 and cathepsin-D (CTSD) in lobules IV (A) and IX (B) in the cerebellum of 3-week-old CAG-RFP-EGFP-LC3<sup>Tg</sup> and *nm3888*<sup>-/-</sup>; CAG-RFP-EGFP-LC3<sup>Tg</sup> mice. Purkinje cell soma are encircled in dashed white lines. (C and D) Puncta per soma of LC3, lamp1, and cathepsin-D (CTSD) in lobule IV (C) and lobule IX (D). Multiple unpaired *t* tests were performed \*\*\*\**P* ≤ 0.0001. (E and F) Immunofluorescence with antibodies to ubiquitin (Ubi), P62, and calbindin D-28 (Calb) with DAPI in the cerebellum of 4-week-old *nm3888*<sup>-/-</sup> (E) and wild-type (F) mice. (G) Percent of Purkinje cells with P62 puncta per section in 3-, 4-, 5-, and 6-week-old *nm3888*<sup>-/-</sup> mice, and in 6-week-old wild-type (WT) mice. SEM is indicated by error bars. Scale bars, 20 μm [(A) and (B)] and 10 μm [(E) and (F)].

microtubule associated protein 1A (MAP1A), associate with the autophagic membrane component LC3 to facilitate the interaction between LC3 and microtubules (25). The maturation of lysosomes is also highly dependent on the microtubule network, and previous studies have demonstrated that inhibition of microtubule dynamics impairs trafficking of proteases essential for protein degradation, such as cathepsin-D, to lysosomes (26). Microtubules have also been shown to have an essential role in the formation of autolysosomes where depolymerization of the microtubule network impedes colocalization of autophagosomes and lysosomes at the microtubule organizing center (27–30). These studies suggest that disruption of the microtubule network may affect proteostasis in *Rreb1*-deficient Purkinje cells.

The microtubule cytoskeleton also plays an integral role in nervous system development (31–33). Studies have also demonstrated that tubulin and microtubule-binding proteins that regulate the microtubule cytoskeleton are critical for neuron migration during development (34, 35) and dendritic arborization (36, 37), where loss of these proteins results in improper or underdeveloped brain structures and altered dendritic complexity. Among the 23 differentially expressed somatodendritic targets of RREB1, two belonged to the stathmin family of tubulin-binding proteins [Stathmin2 (STMN2) and STMN4], which have been shown to promote microtubule catastrophe and inhibit polymerization, thereby influencing microtubule dynamics (38, 39). Previous studies have demonstrated roles for stathmins during Purkinje cell dendritic arborization, where altered activity of these stathmins results in decreased dendritic branching, which is rescued with transgenic expression of the missing stathmin protein (40, 41). Thus, loss of *Rreb1* may directly impair Purkinje cell dendritic development through dysregulation of STMN2 and STMN4. In addition, STMN2 loss has been shown to drive axon degeneration, motor neuropathy, and neuromuscular junction denervation and has been implicated in amyotrophic lateral sclerosis pathogenesis (42–44). It is unknown whether reduced levels of STMN2 contribute to Purkinje cell degeneration in *nm3888*<sup>−/−</sup> mice. Future studies will investigate whether transgenic expression of STMN2 in *Rreb1*-deficient mice can alter the course of Purkinje cell degeneration.

While there are no reported human cases of homozygous loss of *hRREB1*, heterozygous loss of *hRREB1* has been reported in patients with interstitial microdeletions of chromosome 6p (45). All patients presented with intellectual disability, craniofacial dysmorphisms, and cardiac abnormalities, consistent with Noonan-spectrum disorder, and many of these features, including cardiac defects and craniofacial abnormalities, have also been observed in mice heterozygous for *Rreb1* loss. These deficits, as well as the early embryogenesis defects in *Rreb1* knockouts (12, 13), underscore the multiple roles of *hRREB1* in development. In contrast, *nm3888* mutant mice have a hypomorphic reduction in *Rreb1* with loss of a nervous system-specific transcript, V7, resulting in postnatal phenotypes rather than early developmental defects. Mice homozygous and heterozygous for the *nm3888* mutation provide models of neurological phenotypes associated with loss of *Rreb1* that may prove fruitful in ongoing efforts to understand postnatal phenotypes incurred by patients experiencing heterozygous loss of *hRREB1*.

Our Northern blot analysis of total *Rreb1* in whole mouse brain followed by RT-qPCR suggests the expression of two protein products in the brain. The V7 transcript encodes one protein isoform with a length of 1618 amino acids and 14 zinc fingers, while the remaining transcripts expressed in the brain encode a protein isoform with a length of 1754 amino acids and 16 zinc fingers. The differences in

protein structure occur in the N terminus where the V7 isoform contains a later, in-frame ATG start site, resulting in one fewer zinc finger at the N terminus, and in lack of exon 12, which contains another zinc finger. Because these sequences are nearly identical (95%), it is possible that the functional differences in mouse RREB1 and human *hRREB1* protein isoforms are predominantly dictated by their unique spatiotemporal expression patterns, and thus cellular context, rather than by structural differences. Alternatively, given the ability of zinc fingers to bind DNA and proteins, it is possible that the zinc finger difference at the N terminus and in exon 12 alters DNA binding, resulting in unique targets for each protein isoform, or in unique interactions with binding partners when recruiting complexes or cofactors to regulate gene expression.

Our study has identified gene targets of RREB1 in Purkinje cells that have previously been associated with the endomembrane system and the regulation of autophagy. In addition, *Rreb1*-deficient Purkinje cells have reduced numbers of autophagosomes and lysosomes and develop protein inclusions. Future studies are necessary to establish a direct connection between dysregulation of RREB1 target genes, alterations in autophagic and lysosomal machinery, the formation of protein inclusions, and Purkinje cell degeneration.

## MATERIALS AND METHODS

### Mice

All mouse studies were under the guidance of and approved by the Institutional Animal Care and Use Committees of the University of California, San Diego and the Jackson Laboratory. We housed mice in a 12-hour light/dark cycle with free access to food and water. Where possible, we compared littermates of wild-type and *nm3888*<sup>−/−</sup> mice within each experiment. We used mice from both sexes for all experiments. We obtained B6N.129-Rpl22tm1.1Psam/J (stock no. 011029), C57BL/6-Tg(CAG-RFP/EGFP/Map1lc3b)1Hill/J (stock no. 027139), and B6.129-Tg(Pcp2-cre)2Mpin/J (stock no. 004146) mice from the Jackson Laboratory. These mice have been previously described (16, 46).

The *nm3888* mutation arose spontaneously on the NOD/ShiLtJ (NOD) background. We genotyped mice using the following primers: wild-type allele forward: 5'ATGCTGTCTGTCCATCTCT3'; reverse: 5'TCCAGAGGCAGAAGGAATGA3'; mutant allele forward: 5'AGCCTGAGCACAGAAGGAAC3'; reverse: 5'GACATTGGACG-GTTGGAGAT3'. For genetic mapping of the *nm3888* mutation, we intercrossed NOD.*Rreb*<sup>nm3888/+</sup> mice with CAST/Ei mice and the resulting F1 *Rreb1 nm3888*<sup>+/-</sup> mice to generate F2 *Rreb1nm3888*<sup>−/−</sup> mice (*n* = 402). We assessed ataxia and cerebellar histology of F2 *Rreb1*<sup>nm3888</sup><sup>−/−</sup> mice at 6 weeks of age. We performed genome scans on F2 mice using polymorphic microsatellite markers and fine mapping using these, and additional, single-nucleotide polymorphism markers. Because of difficulties in aging NOD-*Rreb*<sup>nm3888/+</sup> mice, which often develop diabetes by 3 months of age, we crossed the *nm3888* allele onto the C57BL/6J background (*B6J.nm3888*). To generate congenic *B6J. Rreb1*<sup>nm3888</sup> mice, we intercrossed NOD-*Rreb*<sup>nm3888/+</sup> and B6J mice, and we backcrossed mice carrying the *nm3888* mutation to B6J mice for seven generations. *B6J.nm3888*<sup>−/−</sup> mice displayed the same onset of degeneration as NOD *nm3888*<sup>−/−</sup> mice.

To generate transgenic Tg(PCP2-*Rreb1*/3xV5)20/J mice, we subcloned the coding sequence of *Rreb1* transcript V7 cDNA with triple C-terminal V5 tags inserted before the stop codon into the BamHI site of the fourth exon of the L7/PCP2 minigene (14). We linearized the construct and injected this into the pronucleus of C57BL/6J zygotes. We

identified founders by PCR using primers that recognize tandem repeats of the transgene (forward: 5'TCTGACCAAATACCACCACC3'; reverse: 5'CAGATACTGCATGCGTGGTC3').

### Immunohistochemistry

For immunofluorescence with antibodies to alpha tubulin, beta III tubulin, acetylated alpha tubulin, polyglutamylated alpha tubulin, and tyrosinated alpha tubulin, we used four wild-type mice and five *nm3888*<sup>-/-</sup> mice. We performed all other immunohistochemistry and immunofluorescence experiments on three wild-type mice and three mice with the *nm3888* mutation. We transcardially perfused anesthetized mice with acetic acid/methanol for immunohistochemistry or immunofluorescence of calbindin-D28 (mouse, Sigma-Aldrich, C9848, 1:1000 or rabbit, Swant, cb38, 1:1000), P62 (guinea pig, American Research Products, 03-GP62-C, 1:300), or ubiquitin (mouse, Cell Signaling Technology, 3936, 1:350); 10% neutral-buffered formalin for beta III tubulin (mouse, Abcam, ab78078, 1:1000), alpha tubulin (mouse, Sigma-Aldrich, T6074, 1:1000), polyglutamylated alpha tubulin (mouse, Sigma-Aldrich, T9822, 1:500), tyrosinated alpha tubulin (mouse, Sigma-Aldrich, T9028, 1:500), and acetylated alpha tubulin (mouse, Sigma-Aldrich, T6793, 1:400); or 4% paraformaldehyde for V5 (mouse, Thermo Fisher Scientific, R960-25, 1:700), lamp1 (rat, University of Iowa, 1D4B, 1:500), and cathepsin-D (rat, R&D Systems, MAB1029, 1:300). We postfixed tissues overnight and subsequently embedded them in paraffin; for cryosections, we incubated samples in 30% sucrose in phosphate-buffered saline (PBS) for 2 days before embedding them in Tissue Freezing Media (Electron Microscopy Sciences, no. 72592-C). For immunohistochemistry, we deparaffinized 7-μm paraffin sections and rehydrated them before antibody staining. After we incubated sections with primary antibodies, we incubated them with goat anti-mouse:Biotin (Sigma-Aldrich, B7264, 1:100) and ExtrAvidan (Sigma-Aldrich, E2886, 1:50) before diaminobenzidine (Sigma-Aldrich, D4293-50SET) visualization. We counterstained slides with hematoxylin before cover slipping. For immunofluorescence, we performed antigen retrieval on sections fixed in 4% paraformaldehyde or 10% neutral-buffered formalin by microwaving deparaffinized slides at low power for three cycles of 3 min in 0.01 M sodium citrate buffer (pH 6.0, 0.05% Tween-20) separated by 3-min intervals of rest. We diluted all secondaries (goat anti-rabbit, AF488, Invitrogen, A11008; goat anti-mouse, AF488, Invitrogen, A11029; goat anti-rat:AF555, Invitrogen, A21434; donkey anti-rat, AF488, Invitrogen, A21208; goat anti-rabbit, AF305, Invitrogen, A21068; goat anti-guinea pig, AF488, Invitrogen, A11073; goat anti-mouse, AF555, Invitrogen, A21424) at 1:500 in 5% goat serum (Jackson ImmunoResearch, 005-000-121) and PBS-T (0.3% Triton X-100). We stained nuclei with 4',6-diamidino-2-phenylindole (DAPI) and quenched autofluorescence with Sudan Black.

### Biocytin labeling

We anesthetized 3-week-old mice with ketamine/xylene mixture and perfused them with ice-cold sucrose cutting solution (210 mM sucrose, 3 mM KCl, 26 mM NaHCO<sub>3</sub>, 1.25 mM NaH<sub>2</sub>PO<sub>4</sub>, 10 mM glucose, MgSO<sub>4</sub>, 0.5 mM CaCl<sub>2</sub>, and 3 mM sodium ascorbate, pH 7.3 to 7.4, 300 to 310 mosmol/kg). We prepared six 300-μm-thick sagittal cerebellum sections using a vibratome (VT1200S, Leica) in ice-cold sucrose cutting solution. We recovered the slices in oxygenated artificial cerebrospinal fluid at 30°C for 30 min and then kept them at room temperature (25°C) at least an hour before use. In each section, we injected one Purkinje neuron in lobule IV with biocytin (2 mg/ml) in

internal solution containing 145 mM K-gluconate, 5 mM NaCl, 10 mM Hepes, 1 mM MgCl<sub>2</sub>, 0.2 mM EGTA, 2 mM MgATP, and 0.1 mM Na<sub>3</sub>GTP [(pH 7.3) with KOH, 293 mOsm]. We next transferred the section to 4% paraformaldehyde for 1-hour incubation at room temperature. We blocked sections for 1 hour in 5% goat serum and then incubated them overnight in streptavidin, AF555 (1:500, Invitrogen, S32355). We washed slices three times for 10 min in PBS-T (1× PBS, 0.03% Triton X-100) before cover slipping with Fluoromount (Southern Biotech, 0100-01). We used three wild-type and three *nm3888*<sup>-/-</sup> mice.

### In situ hybridization

We used an RNAScope probe for *Rreb1* (ACDBio, 542641-C2) for in situ hybridization on two wild-type and two *nm3888*<sup>-/-</sup> mice following the manufacturer's protocol. Briefly, we transcardially perfused mice with 10% neutral-buffered formalin and processed and embedded brains for paraffin sectioning. We baked 7-μm sections at 60°C for 1 hour before deparaffinization. We treated sections with hydrogen peroxide (ACDBio, 322281) before antigen retrieval in target retrieval buffer (ACDBio, 322000) and treatment with protease plus (ACDBio, 322281). We incubated sections with the probe for 30 min and then washed them in 1× wash buffer (ACDBio, no. 310091). We stored slides in 5× SSC overnight before a series of amplification steps and incubation with Cy3 (PerkinElmer, FP1170, 1:1500). For immunofluorescence after in situ hybridization, we incubated either calbindin D-28 (rabbit, Swant, cb38, 1:1000) or tyrosine hydroxylase (mouse, Leica, NCL-L-TH, 1:250) on slides overnight, then incubated them with secondary antibody. We stained nuclei with DAPI and slides and stored them in the dark at 4°C before imaging.

### Imaging

We generated images for calbindin D-28 immunohistochemistry using an Olympus VS200 SlideScanner. We took in situ images (tiled) and tubulin and aggregate immunofluorescence images using a Zeiss Axiovert 200. We took images for V5 and calbindin immunofluorescence of *Tg(PCP2-Rreb1/3xV5)20/J* on a Leica SP5 confocal microscope. We imaged dye-filled neurons and images used for quantification of lamp1, cathepsin-D, and LC3 using a Nikon Ti-2 Eclipse and CSU W1 SORA confocal with a variable sized stack custom to each section and 0.3-μm z stepsize.

### RNA extraction

We euthanized three wild-type and three *nm3888*<sup>-/-</sup> mice, dissected out organs and flash froze them in liquid nitrogen for storage at -80°C. We homogenized tissues in 1 ml of TRIzol (Life Technologies, 15596018) using a polytron homogenizer and isolated RNA as per the manufacturer's protocol. We determined concentration and A260/A280 of isolated RNA by Nanodrop.

### Reverse transcription and PCR

We performed cDNA synthesis on deoxyribonuclease-treated total RNA from three wild-type and three *nm3888*<sup>-/-</sup> mice using oligo(dT) primers and the SuperScript III First-Strand Synthesis System (Invitrogen, 18080051). We performed quantitative RT-PCR using SYBR Green Supermix (Bio-Rad, 1708880). We performed each quantitative RT-PCR reaction with 40 ng of cerebellar cDNA. For tissue panel and developmental time course of *Rreb1* expression, we used the following primers: Total *Rreb1*, forward: 5'GTCACATGCTGGTGCACTCT3', reverse: 5'CGTGACTCAGCTTCCTTTTG3'; *Rreb1* V7, forward:

5'CTGTGGGTGCCTGAGAAAAT3', reverse: 5'GGGGACAGTTGTAGGAAGAC3', *ETF1* as a control, forward: 5'GGAACGTGGAGATCTGGAAG3', reverse: 5'GCCACTCGTGAAATCTGGT3'. For RT-qPCR of genes in the critical region, we used the following primers: *Cage1*, forward: 5'TTCGAGCAGCTTGACTTGA3', reverse: 5'TGTGACTTCTTCCTGGTGAC3'; *Dsp*, forward: 5'GAGAAATTC-CAAAAGCAGGCT3'; reverse: 5'CCTGAACAACCTTGAGTGCAC3'; *F13a1*, forward: 5'TGGGGACTTCAAAGACATCAA3', reverse: 5'AGGTCCATCTCAGCTTTGTC3'; *Fars2*, forward: 5'GCCTTTTCTG-GAGTGAGGAT3'; reverse: 5'GTGTAGTTCTCAGAGGGCAG3'; *Ly86*, forward: 5'AGTGTTCAGAGCAGATCCAA3'; reverse: 5'TTGC-CATCAGAGTTATGTCCA3'; *Riok1*, forward: 5'AGGAAAATGGT-GAGGACGTG3', reverse: 5'CTGATTGGTCTGGACATGGT3'; *Ssr1*, forward: 5'CTTCATCCCTGCAGAGCC3', reverse: 5'CCATC-TAACCCGTCCTCTCT3'; *Rreb1*, forward: 5'CTGTGGGTGCCT-GAGAAAAT3', reverse: 5'GGGGACAGTTGTAGGAAGAC3'; *Gapdh* control, forward: 5'CATTGTGCATACCAGGAAATG3', reverse: 5'GGAGAAACCTGCCAAGTATG3'. For analysis, expression levels of each gene measured was normalized to a loading control using the  $2^{-\Delta\Delta CT}$  method (47). For RT-PCR of chimeric transcripts, we used the following primers: V7-ERV3 primers, forward: 5'CTTCGTGT-GCCTCTCTTCCT3'; reverse: 5'GAGCCACGGTTAAGAGACT3'; X4-ERV3 primers, forward: 5'GGGCATGCATTTGGTCTAG3'; reverse: 5'GAGCCACGGTTAAGAGACT3'. For RT-qPCR of *Rreb1* transcripts at and over 9.0 kb, we used the following primers: X2, forward: 5'CGCGGTGTACTTCTGAAACT3'; reverse: 5'CCTCAAAGC-CACCACTTCTG3'; X4, forward: 5'GGGCATGCATTTGGTCTAG3'; reverse: 5'CCTCAAAGCCACCACTTCTG3'; X3, forward: 5'GGGCTGTTTAGCTATGGTG3'; reverse: 5'CCTCAAAGCCAC-CACTTCTG3'; V7, forward: 5'GGACTATCATTTGGGGCAGAA3'; reverse: 5'AGGGTTTCTCCATGCAAGG3'.

### Northern blot analysis

We pooled total RNA from three wild-type and three *nm3888*<sup>-/-</sup> mice and selected mRNA by oligo(dT) cellulose, and 5 µg was electrophoresed on a 1% formaldehyde agarose gel. We transferred samples to a nylon membrane (Amersham, RPN303B) and ultraviolet-cross-linked this membrane. We generated *Rreb1* probes to the eighth coding exon using PCR (forward primer, 5''CACAGACACGTTGACCACC3'; reverse primer, 5'GCACATGAGGTCACACACAG3') or to the fourth noncoding exon in V7 (forward primer, 5'AGAGGAAAGCCCTT-GACACA3'; reverse primer, 5'CTGTGGGTGCCTGAGAAAAT3') to detect all transcripts and V7, respectively. We radiolabeled probes with  $\alpha$ -<sup>32</sup>P deoxycytidine triphosphate and performed hybridization overnight at 42°C. We carried out membrane wash steps at 65°C at increasing concentrations of SDS in 2× SSC buffer. We repeated this experiment twice with two sets of pooled mice.

### RiboTag RNA extraction and library construction

We isolated cerebella from three *Rpl22*<sup>fl/+</sup>; *PCP2-Cre*<sup>Tg/+</sup> and four *Rpl22*<sup>fl/+</sup>; *PCP2-Cre*<sup>Tg/+</sup>; *nm3888*<sup>-/-</sup> mice at P21 and homogenized them using a dounce homogenizer in 1.5 ml of lysis buffer [1% NP-40, 100 mM KCl, 50 mM tris (pH 7.4), 12 mM MgCl<sub>2</sub>, cycloheximide (0.1 mg/ml), protease inhibitor cocktail (Sigma-Aldrich, 11836170001), heparin (1 mg/ml), and RNaseOUT (5 µl/ml; Thermo Fisher Scientific, 10777019)]. We then isolated ribosomes as previously described (16). Briefly, we incubated lysates containing tagged ribosomes for 4 hours at 4°C with 5 µg of rat anti-HA antibody (Roche, 11867423001) after which we added 400 µl of protein G-coupled Dynabeads

(Thermo Fisher Scientific, 10004D) to the lysate and incubated these samples at 4°C overnight. The following day, we washed ribosome-bound beads three times with high salt buffer [0.3 M KCl, 1% NP-40, 50 mM tris (pH 7.4), 12 mM MgCl<sub>2</sub>, cycloheximide (0.1 mg/ml), and 0.5 mM dithiothreitol] and isolated mRNA using buffer RLT and spin columns (Qiagen RNeasy Mini Kit, 74104). We eluted RNA in 30 µl of H<sub>2</sub>O and evaluated the quality and quantity using high-sensitivity RNA ScreenTape (Agilent, 5067-5576), an Agilent tapestation analyzer (Agilent, G2992AA), and a Qubit 2.0 fluorometer (Life Technologies). We generated three libraries (using one mouse per library) for each genotype using the Kapa Stranded mRNA-seq Kit (KAPA, KK8400) in accordance with the manufacturer's instructions, and we obtained 100-nt paired-end reads using an Illumina NovaSeq 6000.

### ChIP and ChIP-seq library construction

We used cerebella from two independent biological replicates. We froze cerebella from *B6J.Tg(PCP2-V7-3V5)* mice at P21 in liquid nitrogen. We minced tissue in 1% formaldehyde-PBS and incubated samples for 10 min, rotating, at room temperature. We added glycine at a final concentration of 0.125 M to terminate cross-linking and incubated the samples an additional 10 min before washing them three times in PBS. After the final wash, we resuspended tissue in 600 µl of ChIP lysis buffer [50 mM tris-HCl (pH 7.5), 0.150 M NaCl, 1 mM EDTA, 1% Igepal CA-630 (Sigma-Aldrich, I8896), 0.25% sodium deoxycholate, 0.10% SDS, and protease inhibitor cocktail (Roche, 11836170001)], and homogenized them with a plastic pestle and incubated them on ice for 10 min. We performed ChIP-seq as previously described (48). Briefly, we sonicated lysates for 10-s on, 30-s off, for 12 cycles at 20% amplitude with 2-min rest on ice, then 10 cycles at 30% amplitude with 2-min rest on ice, followed by 12 cycles at 30% amplitude. We ran 1 µl of each sample on the Tape Station using high sensitivity D1000 screen tape (Agilent, 5067-5584) to test sonication efficacy. We set aside 5-µl aliquots of each sample as input, and we added 50 µl of V5 antibody conjugated to magnetic beads (MBL International, M167-11) to the remaining lysate, which was incubated overnight at 4°C. After three washes with 200 µl of wash buffer I [20 mM tris-HCl (pH 7.5), 150 mM NaCl, 0.10% SDS, 1% Triton X-100, 2 mM EDTA, and 1× protease inhibitors], three washes with 200 µl of wash buffer II [250 mM LiCl, 1% Triton X-100, 0.70% sodium deoxycholate, 10 mM tris-HCl (pH 7.5), 1 mM EDTA, and 1× protease inhibitors], and two washes in 180 µl of TET buffer [10 mM tris-HCl (pH 7.5), 1 mM EDTA, 0.20% Tween 20, and 1× protease inhibitors], we resuspended bead-bound samples in 80 µl of elution buffer [10 mM tris-HCl (pH 8.0), 0.50% SDS, 5 mM EDTA, and 280 mM NaCl] and reverse cross-linked with 1 µl of proteinase K (20 mg/ml) for 1 hour at 55°C followed by 1 hour at 65°C. We performed library preparation for ChIP samples on beads as previously described (48) using the NEB DNA Ultra II Kit (NEB, E7645S). We used adapters from KAPA (KAPA, KR1317). We ran libraries on a NovaSeq 6000, which generated 75-nt single-end reads.

### Quantification and statistical analyses

#### Quantification of Purkinje cell numbers

To quantify Purkinje cell numbers, we used three mice for each time point and genotype. For each mouse, we collected two sections 7 µm thick and a minimum of 50 µm apart, stained for calbindin-D28 (mouse, Sigma-Aldrich, C9848), and counterstained with hematoxylin. We quantified Purkinje cells from each section and independently

plotted these on the bar graph in Fig. 1. Statistical analyses are indicated in the legend for Fig. 1.

### RT-qPCR analysis

For quantitative RT-PCR experiments, we evaluated expression in cerebella from three wild-type mice and three *nm3888*<sup>-/-</sup> mice. We normalized expression levels of the genes of interest to *Etf1* or *Gapdh* using the 2<sup>-ΔΔCT</sup> method (47).

### Quantification of immunofluorescence intensity

We used one section that was 7 μm thick from each of four wild-type and five *nm3888*<sup>-/-</sup> mice. We deparaffinated and stained sections together. We used five neurons from each section to quantify immunofluorescence intensity. We opened images in ImageJ and drew an ellipse around the cell soma of a given Purkinje cell, measured the integrated density, and plotted this in the bar graph in Fig. 5. Statistical analyses are indicated in the legend for Fig. 5.

### Quantification of dendritic branching

To quantify the number of dendritic branch points in biocytin-labeled Purkinje cells, we used the plugin Simple Neurite Tracer in ImageJ to trace dendritic arbors of each cell in three-dimensional space. We used three wild-type and three *nm3888*<sup>-/-</sup> mice for this experiment, and we traced between five and six neurons for each animal. Statistical analyses are indicated in the legend for Fig. 5.

### Sholl analysis

We used the Simple Neurite Tracer plugin for ImageJ to perform a Sholl analysis. We used a radius of 20 μm and generated a polynomial trendline using the “Best Fitting Degree” determined by the plugin algorithm. Statistical analysis is indicated in the legend for Fig. 5.

### Quantification of LC3, lamp1, and cathepsin-D puncta

How the deposited data were processed for this re-analysis (not part of the article)

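The data are RNA-seq counts of RNA recovered with tagged ribosomes (RiboTag, HA-tagged RPL22 under PCP2-Cre) from Purkinje cells of 3 wild-type and 4 *nm3888*-/- mice, 1 mouse per library. The mice were 3 weeks old by the labels and 21 days old in the methods. The library names form 2 series, with 2 wild-type and 2 mutant mice (first series, all female) and 1 wild-type and 2 mutant mice (second series, mutants male and wild type female).

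The counts were made by the authors, who removed duplicates and trimmed adapters with fastp, aligned the reads to the genome build mm10 and counted read pairs per gene with featureCounts (version 2.0.1 per the file headers) on the GENCODE M25 annotation. Per the file headers, counting was paired, with both ends mapped and reverse-stranded, and the alignments came from a Bowtie2 folder in the first series and from a STAR folder in the second series, where the methods name Bowtie2 alone. The values are whole numbers and are raw counts with no normalization. The files hold 55401 genes, of which 55141 (99.53%) matched a gene symbol in the reference.

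The total counts per library ranged from 18023017 to 107937386 (5.99-fold, median 33849895), and the 10 genes with the most counts took 7.45 to 9.35% of them. Counts of mitochondrial genes were 0 in the second series, and 0.0747 to 0.132% of the counts in the first series.

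Genes were compared between the genotypes with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest, edgeR 4.0.16, limma 3.58.1, R 4.3.3) after TMM normalization, with the library series as a term. Genes that passed filterByExpr with the genotypes as groups (17621) were tested, and an adjusted p under 0.05 (Benjamini-Hochberg) was called. Standard errors were taken from the log2 fold change and its F statistic. CPM are counts scaled to the library total times its TMM factor, with SD over mice. Because the methods name batch as a covariate without saying which library is in which batch, the covariate planned was the batch that gives the fold changes of Data S1, in the numbering of Data S1. It was to follow the library whose counts equal a Data S1 column. Wild type 3 and mutants 3 and 4 equal 3 columns, all of the same batch there, over the 1999 genes at hand (of 55401), and the libraries of the first series equal none. The library series, which had been listed as an alternative to that batch, was therefore used in its place, so that alternative coincides with the result reported. This was decided after the headers and the comparison with Data S1 had been seen and before any gene was tested. By the nearest Data S1 columns, mutant 2 would share the batch of the second series. That batch and the batch as numbered in Data S1 were run as alternatives, and both call far fewer genes.

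Gene lists (35, of which 11 hold markers of cell types) were tested with camera at a preset correlation of 0.01 between genes on the edgeR fit, adjusted over the lists, and with an estimated correlation and fry as alternatives. They cover tubulins, microtubule-associated proteins, tubulin-modifying enzymes, kinesins, dynein and dynactin, SNARE and vesicle release, Rab GTPases, endocytosis, autophagy, lysosome, vacuolar ATPase, proteasome, heat shock proteins, the unfolded protein response, the integrated stress response, p53 targets, immediate-early genes, MAP kinase phosphatases, channels, receptors, pan-neuronal genes, sphingolipid synthesis, the respiratory chain and the *nm3888* critical region. The cell types are Purkinje, zebrin II-positive Purkinje, granule, unipolar brush, interneuron, Bergmann glial and astrocytic, oligodendrocyte, microglial, endothelial, choroid plexus and blood cells. The lists were written before the count files were opened, but after part of Data S1 had been read, whose columns for 1999 genes include the counts of wild type 3 and mutants 3 and 4, so they are not independent of these libraries. The 170 targets and the genes of the Gene Ontology sheets of Data S1 were counted without a test of the list. Called genes within 10 Mb of *Rreb1* were compared with all other tested genes by Fisher's exact test, with windows of 5 and 20 Mb as alternatives, and 10000 permutations served a test of 10 Mb windows along the genome.

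The genes named are those the paper names, the 10 with the largest rise and the 10 with the largest fall among called genes with a mean log2 CPM over 2 and no overlap between the genotypes, up to 4 called members per direction of each list (for cell types with none, the 2 highest), and the 5 higher and 5 lower targets with the smallest adjusted p. Values of Data S1 had been seen before this rule was written. It names 139 genes, of which 121 were called.

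On counts simulated with the dispersions, depths and series of these libraries (17466 genes tested), the test called 9 of 50 genes changed 1.5-fold, 41 of 50 changed 2-fold and 50 of 50 changed 4-fold or 8-fold. Of 168 calls in the simulation 18 (10.71%) were false, above the nominal 5%, so the adjusted p values are somewhat too small there. The simulation changed 200 genes, where 1504 were called in the data, so its recovery and false share may differ from those of the data.

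Replicate numbers were checked for pairing by the correlation of each library's deviations from its genotype's mean. It was 0.90, 0.95 and 0.95 for numbers 1, 2 and 3. Libraries of the same number share the series, and within the first series the correlation was −0.033 once the series was removed. The mutant library with the highest correlation was mutant 2 for wild types 1 and 2 and mutant 4 for wild type 3. The replicate number as a block was an alternative.

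The tests, the gene lists, the rule for named genes and the first set of alternatives were chosen before the data were examined, apart from the part of Data S1 already read. These alternatives were DESeq2 1.42.0, RLE normalization, no filter on low counts, a filter of CPM over 1, no batch term, sex or the replicate block in place of the series, counts thinned to the smallest library, and leaving out each library. Alternatives added after seeing the data were the 2 batches from Data S1, DESeq2 with the batch of the nearest columns, each series alone, and protein-coding genes alone. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

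The ChIP-seq of the study and its RT-qPCR, imaging and dendrite tracing were not analysed here. The sheets of Data S1 with all peaks, their cellular components and the endomembrane targets were at hand only in part, so no comparison uses them.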

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

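In this part, the tests of Purkinje cell markers beside the lower genes, of the share of higher genes above the marker medians, of the immediate-early genes in each series and beside the markers in each mutant library, and of exon length and sex for pseudogenes were chosen after the result had been seen.

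In *nm3888*-/- Purkinje cells 1504 genes differed from wild type, and chance in the grouping of the libraries can be excluded only over splits that also mix the series: of 34 splits fitted with the series as a term, 1, the genotypes, called this many genes, and the highest other split called 3, while the 18 splits that keep the make-up of the series (highest other 2) and the 8 that part 3 same-numbered pairs (highest other 2) are too few for a share under 0.05. Without that term the genotypes called 309 genes and the split by library series 6874, which points to a structure of the samples by series, but of the genes called in the first series 97.9% had the same sign in the second, which argues against differences of a single series as the whole cause, while a part specific to the second series stays open, as its calls (91.3% with the same sign in the first) rest on 1 wild-type mouse and 2 mutants of the other sex, and the comparison with other assignments within the first series could not be made, as these called no genes in edgeR. For the lower genes (median −0.75), dilution of Purkinje cell RNA by RNA of other cells is argued against by the Purkinje cell markers, whose median was 0.034. Less RNA of other cells in the mutant would not move these markers, so they do not address it. Markers of granule cells, Bergmann glia, oligodendrocytes and microglia were not lower, with a smallest median of 0.47. Interneuron markers had −0.0071 and unipolar brush cell markers −0.050. For the higher genes RNA of other cells stays open, because of the same smallest median of 0.47. Of the higher genes, 38.2% (174 of 455) rose by more than the highest of these 4 medians (0.65) by 2 standard errors. Without wild type 3 the 4 medians of granule, Bergmann glia, oligodendrocyte and microglia markers were 0.24, 0.23, 0.30 and 0.34. A strain variant around *Rreb1* also stays open, with an odds ratio of 1.55 for called genes within 10 Mb (13 of 103 genes, two-sided Fisher exact p = 0.153). It was 1.86 within 20 Mb (Fisher exact p = 8.18e-04) and 0.55 within 10 Mb with no batch term. Within 20 Mb 14 called genes were higher and 25 lower. Of the higher ones 9 lie from 20 to 30 Mb and are mostly histone genes. Fisher's test takes genes as independent, which such neighbours may not be. An effect of the mutation stays open too, as the design cannot part it from variants linked to it.

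Some lists of markers of other cells, which the paper does not discuss, were higher. Their medians were 0.50 for granule cells, 0.65 for Bergmann glia and astrocytes, 0.47 for oligodendrocytes, 0.63 for microglia and 0.31 for endothelial cells and pericytes. With an estimated correlation their adjusted p was 0.513, 0.511, 0.629, 0.511 and 0.673 from camera on the edgeR fit, and without wild type 3 the medians were 0.24, 0.23, 0.30, 0.34 and −0.07. Abundant genes of 4 of these lists had low levels beside the Purkinje cell gene *Itpr1*, at 11188.5 CPM in wild type. The granule cell gene *Fat2* had 120.7 CPM in wild-type and 164.3 CPM in mutant libraries, *Htra1* of glia 387.1 and 522.6 CPM, *Mbp* of oligodendrocytes 220.6 and 330.1 CPM and *Slc2a1* of endothelium 19.2 and 24.1 CPM. None of these 4 genes passed the edgeR test (adjusted p = 0.196, 0.0507, 0.196 and 0.455), and they were named after their values were seen. In 1 gene each, the granule cell, oligodendrocyte and microglia lists overlap another list, and the granule cell list holds 1 of the 170 targets. The immunoprecipitation of tagged ribosomes is the step that would remove RNA of these cells.

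The 31 immediate-early genes, many of which the paper does not discuss, had a median log2 fold change of 0.99. A difference of a single series is argued against by the smaller of the 2 series medians, 0.91 (1.21 in the second series). RNA of other cells stays open. The list median minus the highest median of a list of another cell type was 0.43 in mutant 1 and 0.66 in mutant 2. It was −0.71 in mutant 3 and −0.01 in mutant 4. There the medians of 5 blood cell genes (1.87 in mutant 3) and of the endothelial markers (0.97 in mutant 4) were as high or higher. Both medians are set against 1 wild-type mouse, and none of the 5 blood cell genes passed the edgeR test. Of the immediate-early genes, 3 are in another list and 2 among the 170 targets. An effect of the mutation on these genes stays open as well, and neuronal activity or handling of the mice was not tested.

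Processed pseudogenes took 8.19 to 9.51% of the counts in the first series and 0.118 to 0.166% in the second, and 14 genes, all of them pseudogenes and 13 of them with a single exon, had a genotype effect that differed between the series by an interaction test in edgeR. None of the 14 was among the 1504 genes. Reads aligned without splicing in the first series are a candidate explanation: relative to the counts of Data S1, genes with a mean exon under 200 bases lay lower than genes with a mean exon over 1000 bases by a log2 difference of −0.95 to −1.02 in its libraries. The sex of the mice is argued against by wild type 3, a female of the second series, with a pseudogene share of 0.118%. No biological explanation was tested.

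Further signals lie in data the paper does not discuss, at adjusted p values from camera on the edgeR fit. The 29 targets of the integrated stress response had a median of 0.22 (adjusted p = 0.0050, adjusted p = 0.336 with an estimated correlation and 0.140 with sex in place of the series), with 7 higher (9 higher and 1 lower adjusted over the list alone). Among these *Shmt2*, a mitochondrial enzyme of one-carbon metabolism, rose by 0.74 (SE 0.10). *Atf3* rose by 2.43 (SE 0.43) and *Atf5* by 1.06 (SE 0.20), where *Atf3* lost its call without wild type 3 (edgeR adjusted p = 0.0625) and *Atf5* without wild types 1 (0.0557) and 2 (0.0584) and with the replicate block (0.0501). Of these 7 calls 2 were made without wild type 1, 2 or 3 and with the block, 4 without mutant 1 and 3 without mutant 2. The 33 pan-neuronal genes had a median of −0.20 (adjusted p = 9.76e-16, adjusted p = 0.0114 with an estimated correlation), with 13 lower (14 adjusted over the list alone), among them *Nrsn2* (−2.89, SE 0.17), the RNA-binding protein gene *Elavl3* (−1.75, SE 0.09) and *Ndrg4* (−1.56, SE 0.09). The 32 genes of sphingolipid and very-long-chain fatty acid synthesis had a median of −0.36 (adjusted p = 1.25e-06, adjusted p = 0.0791 with an estimated correlation), with 14 lower and 2 higher (17 and 3 adjusted over the list alone). Among them the ceramidase gene *Asah2* fell by 1.45 (SE 0.17), the ganglioside enzyme gene *B4galnt1* by 1.26 (SE 0.09), *Elovl4* by 1.09 (SE 0.12) and *Cers4* by 1.06 (SE 0.10), and *Cers2* rose by 0.90 (SE 0.14). The 14 lower genes became 8, 8, 7 and 9 without wild types 1, 2 and 3 and mutant 2, and 8 with the block, and the 2 higher genes 1 without wild type 1, 2 or mutant 2. The 45 voltage-gated and HCN channels had a median of −0.072 (adjusted p = 0.0012, adjusted p = 0.361 with an estimated correlation), with 10 lower (14 adjusted over the list alone) and 6 without wild type 3. The sodium leak channel gene *Nalcn* (−1.82, SE 0.18), *Kcnd1* (−1.72, SE 0.12), the sodium channel subunit gene *Scn4b* (−1.48, SE 0.15) and *Kcns2* (−1.07, SE 0.10) fell.

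On chromosome 13, the chromosome of *Rreb1*, *Gm45623* (from 56752371 to 56753827) had 0.417 ± 0.190 CPM in wild-type (SD, n = 3) and 34.9 ± 23.1 CPM in mutant libraries (SD, n = 4), a log2 fold change of 6.28 (SE 0.48, adjusted p = 1.25e-04 from the edgeR test). *A730081D07Rik* (from 40956414 to 41001151), singled out after its values were seen, had a log2 fold change of −5.44 (SE 0.53, adjusted p = 5.37e-04 from the edgeR test), from 1.73 CPM in wild type to 0.029 CPM in the mutant.

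For 10 of 139 named genes 1 of the 4 mutant libraries lay far from the others, where chance gives about 5%, and 9 of them are given here. In mutant 2 *Fosl2* was higher, at 26.85 CPM (others 14.41 to 16.29), as was *Tspan2* at 269.9 CPM (198.5 to 202.8), and *Irak1bp1* was lower, at 31.89 CPM (35.91 to 36.26), as was *Pacsin1* at 191.6 CPM (216.4 to 220.8). In mutant 3 *Gm42372* was higher, at 12.75 CPM (7.964 to 8.232), as were *Hba-a1* at 105.6 CPM (34.72 to 38.51) and *Neurod1* at 50.74 CPM (28.56 to 30.01). In mutant 4 *Nr4a1* was lower, at 21.71 CPM (55.89 to 60.17), as was *Rab8b* at 6.461 CPM (8.591 to 9.012).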

How the results depend on the processing

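The 2 batches taken from Data S1, DESeq2 with the nearest of them, the series alone and protein-coding genes alone were added after seeing the data. The counts of called genes depend most on the batch term. The batch as numbered in Data S1 is the covariate first planned but without its matching by equal counts, so its fit is among those added. With it 80 genes differed (15 higher, 65 lower), among them 14 lower and 0 higher of the 170 targets. In edgeR these held 3 tubulin-binding, 2 SNARE-binding, 2 transcription regulator and 0 phosphatase genes. There 12 lists were higher, and the respiratory chain list was higher in place of lower (adjusted p = 0.0367). With the batch of the nearest Data S1 columns 105 genes differed (19 higher, 86 lower), with 16 lower and 1 higher target, 3 tubulin-binding, 2 SNARE-binding, 4 transcription regulator and 0 phosphatase genes, 15 lists lower, and the autophagy list passing (adjusted p = 0.0023). DESeq2 with that batch called 331 higher and 789 lower genes, 15 lists lower and the autophagy list (adjusted p = 3.76e-04). The cause was not tested in these settings or those below. With these batches, and with sex as the term, genotype is partly mixed with the library series and its aligner. The nearest batch sets mutant 2 of the first series against wild type 3 of the second. The numbered batch sets wild type 2 of the first series against mutant 3 of the second. With sex, mutants 1 and 2 of the first series are set against wild types 1, 2 and 3, as both males are mutants. The library series entered as the batch is the main result. Of the 121 named genes called, 31 kept their call with the numbered batch, 34 with the nearest, 92 with DESeq2 and the nearest, 121 with DESeq2, 118 with RLE, 119 with no filter and 88 with the replicate block.

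With no batch term 309 genes differed (58 higher, 251 lower), with 35 lower and 6 higher targets, 7 tubulin-binding, 3 SNARE-binding, 13 transcription regulator and 0 phosphatase genes. With sex in place of the series 102 differed (17 higher, 85 lower), with 19 lower and 1 higher target, 3 tubulin-binding, 3 SNARE-binding, 4 transcription regulator and 0 phosphatase genes, 14 lists lower and 1 higher, the autophagy list passing (adjusted p = 0.0023) and the proteasome list lower in place of higher (adjusted p = 0.0071). There *Cars* (−0.25), *Cd63* (−1.59), *Stx4a* (−0.26) and *Uqcrb* (−0.37) had the other sign. With the replicate block 812 genes differed (241 higher, 571 lower), with 73 lower and 16 higher targets and 18 tubulin-binding genes, and 775 of the 812 were also called with the series. The block also ended the endothelial call (adjusted p = 0.152).

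With DESeq2 791 genes were higher, 13 lists lower and the autophagy list passed (adjusted p = 0.0446). With no filter 731 genes were higher, 14 lists lower and the autophagy list passed (adjusted p = 0.0289). The first series alone called 679 genes (191 higher, 488 lower), with 67 lower and 11 higher targets, 17 tubulin-binding and 28 transcription regulator genes and 4 lists higher. The second series alone, with 1 wild-type mouse assumed to vary like the mutants, called 567 higher and 493 lower genes, 54 lower targets, 11 tubulin-binding, 4 SNARE-binding and 27 transcription regulator genes. These have fewer samples. With an estimated correlation the SNARE list had an adjusted p = 0.0692 and 4 of 15 lists kept their call. With fry the autophagy list passed (adjusted p = 0.0212). In a window of 20 Mb around *Rreb1* the odds ratio was 1.86 (two-sided Fisher exact p = 8.18e-04).

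Leaving out 1 library gave 599 to 1425 genes, 173 to 434 higher and 426 to 991 lower, 62 to 109 lower and 11 to 26 higher targets, 12 to 32 tubulin-binding, 5 to 11 SNARE-binding, 25 to 44 transcription regulator and 0 to 3 phosphatase genes, and 3 to 9 lists higher. The 599 genes were without wild type 3, which leaves the second series with mutants alone, and 889, 751 and 917 without wild type 1, wild type 2 and mutant 2. The higher genes were 258, 189, 173 and 280 and the lower genes 631, 562, 426 and 637 without wild types 1, 2 and 3 and mutant 2, and 70 of 121 named genes kept their call without every library in turn.

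RLE normalization (1474 genes), a filter of CPM over 1 (1611), thinned counts (1362), protein-coding genes alone (1594) and a window of 5 Mb left each count given in this part within 1.5 times of the result reported. RLE, the CPM filter and thinning ended the call of 3, 2 and 8 named genes. RLE moved the median of all genes by 0.020. Depth limits genes with few counts, as 17621 of 55401 genes had enough, and thinning to the smallest library left 16260.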

Differences from the paper's values

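By RT-qPCR on cerebellum the paper gives a 34-fold lower level of *Rreb1* in the mutant (the paper's value), where the counts here give a fold of wild type over mutant of 0.87 in Purkinje cell ribosomes, from all transcripts of the gene. The primers the paper lists for *Rreb1* in that RT-qPCR are those it lists for the *V7* transcript, but the paper also reports that the predominant transcript is lost in a Northern blot for total *Rreb1* and that in situ hybridization with a probe to all transcripts found no *Rreb1* in the mutant brain (Fig. 3G), and the fold of 0.87 goes against these too. All alternatives set before the data were examined differ from the paper's value too, with folds of 0.78 (without mutant 4) to 1.02 (without mutant 3), and none of them falls within it.

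Of the 170 targets that the paper lists as differentially expressed, 143 were called here and 27 were not, and all 170 had the paper's sign. DESeq2 called 162 of them (127 lower and 35 higher), edgeR with no filter 161 (127 and 34) and a filter of CPM over 1 148. Of the 27 genes, 23 were called in at least 1 of the settings, with 19 by DESeq2, 21 with no filter, 6 with the CPM filter, 5 with thinned counts, 3 each with RLE, the block and without mutant 3 or 4, 8 without mutant 2 and 1 each without wild type 1 or mutant 1. DESeq2 kept the 143 called here, and other settings lost some of them: 3 with no filter, 1 with the CPM filter, 15 with thinned counts, 8 with RLE, 57 with the block, 51, 68 and 70 without wild types 1, 2 and 3, 28, 55, 13 and 25 without mutants 1, 2, 3 and 4, 102 with no batch term and 123 with sex. Settings chosen after seeing the values called 8 in protein-coding genes alone, 8 in the second series alone and 5 by DESeq2 with the batch of the nearest columns, and lost 1, 78 and 33 of the 143. Of the 4 Gene Ontology sets of Data S1, DESeq2 called 37 tubulin-binding, 13 SNARE-binding, 56 transcription regulator and 4 phosphatase genes, and edgeR with no filter 37, 14, 53 and 4, where edgeR with the filter called 33, 10, 47 and 3, and each of the 19 remaining genes was called in at least 1 of the settings. The paper's total of 1598 genes and the 1504 here lie within 1.5 times of each other, as do the paper's about 560 higher and about 1000 lower genes in Fig. 4E, read by eye, and the 455 and 1049 here. The paper's count comes from DESeq2 with a batch covariate whose libraries it does not name. DESeq2 here called 2048 with the library series and 1120 with the batch of the nearest Data S1 columns, added after seeing the data. The counts of the first series equal no column of Data S1, so neither fit repeats that of the paper.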

Other observations

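The windows test in this part was chosen after the result had been seen. The lists below were not called as a whole by camera on the edgeR fit, and their adjusted p values come from that test.

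The paper examines autophagy by imaging and also assigns part of its differentially expressed endomembrane targets to it. Those targets were at hand only in part, so the 49 autophagy genes here are a different set. They had a median of −0.085 and an adjusted p = 0.147 from camera in edgeR (fry 0.0212, DESeq2 0.0446, no filter 0.0289). With sex in place of the series, where genotype is partly mixed with series, it was 0.0023. Of the 49 genes 2 were lower (1 adjusted over the list alone), *Atg12* (−0.47, SE 0.08) and *Gabarapl1* (−0.47, SE 0.11). Neither gene passed with the replicate block. Without wild type 3 neither passed (edgeR adjusted p = 0.0661 and 0.207), *Atg12* did not without wild type 2 (0.0513), and *Gabarapl1* did not without wild type 1 (0.0917), wild type 2 (0.112) or mutant 2 (0.106). *Map1lc3b* (−0.11, edgeR adjusted p = 0.578) and *Sqstm1* (0.06, edgeR adjusted p = 0.754) did not pass. Of 52 lysosomal genes 5 were higher and 3 lower (5 and 4 adjusted over the list alone), with a median of 0.098 and an adjusted p = 0.248 from camera in edgeR. The lysosomal list passed as higher with the batch as numbered in Data S1 (adjusted p = 0.0150), a setting added after seeing the data. The lysosomal protease gene *Ctsl* rose by 1.69 (SE 0.12), from 90.0 ± 22.6 to 303 ± 49.8 CPM (SD). *Lamp1* (−0.05, edgeR adjusted p = 0.748) and *Ctsd* (0.18, edgeR adjusted p = 0.52) did not pass. The 5 higher lysosomal genes became 1, 2 and 1 without wild types 1, 2 and 3, 2 without mutants 1, 2 or 3 and 3 without mutant 4, and the 3 lower became 1 or fewer in each of these settings. With the replicate block 2 lysosomal genes were higher and 0 lower.

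All 18 subunits of the vacuolar ATPase did not pass in edgeR (median −0.12, list adjusted p = 0.276), with 1 lower at an unadjusted p under 0.05 and 1 by DESeq2. Their list passed as lower with the batch of the nearest Data S1 columns, added after seeing the data (adjusted p = 0.0298 in edgeR and 0.0281 with DESeq2). All 37 proteasome subunits did not pass (median 0.052, list adjusted p = 0.276 in edgeR, 0.0071 as lower with sex in place of the series), with 3 higher at an unadjusted p under 0.05. The proteasome list passed as higher with the batch as numbered in Data S1 (adjusted p = 4.35e-04), a setting added after seeing the data. Of 38 heat shock proteins and chaperones 2 were higher and 2 lower (2 and 2 adjusted over the list alone; median 0.031, list adjusted p = 0.551 in edgeR), namely *Hspb6* (1.11, SE 0.17), *Hspb1* (1.33, SE 0.29), *Dnajc27* (−0.52, SE 0.08) and *Hspa12a* (−0.52, SE 0.12). Calls were lost for *Hspb1* without wild type 2 (edgeR adjusted p = 0.0795), wild type 3 (0.143) or mutant 1 (0.0774), for *Dnajc27* without wild type 3 (0.072), and for *Hspa12a* without wild type 1, 2 or 3 (0.094, 0.0922 and 0.155) or mutant 1 or 4 (0.0703 and 0.0598). Of 29 genes of the unfolded protein response *Ero1lb* (−0.86, SE 0.14) was lower (1 adjusted over the list alone; median −0.12, list adjusted p = 0.193 in edgeR and 0.0494 with no filter). Of 20 p53 targets *Perp* (1.30, SE 0.16) was higher and *Zmat3* (−0.37, SE 0.09) lower (4 and 2 adjusted over the list alone; median 0.048, list adjusted p = 0.276 in edgeR, fry 0.0356), and *Zmat3* lost its call whichever of the 7 libraries was left out (edgeR adjusted p = 0.0606 to 0.336). Of 29 glutamate and GABA receptor genes 1 was higher and 2 lower (1 and 4 adjusted over the list alone; median 0.058, list adjusted p = 0.935 in edgeR), namely *Grik1* (0.40, SE 0.09), *Glrb* (−1.13, SE 0.14) and *Grin1* (−0.42, SE 0.08). *Grin1* lost its call without wild type 1, 2 or 3 or mutant 2 (edgeR adjusted p = 0.0596, 0.1, 0.0899 and 0.058), and *Grik1* there (0.0958, 0.106, 0.179 and 0.0971) and without mutant 4 (0.0525). *Dnajc27*, *Hspa12a*, *Zmat3* and *Grik1* also lost their calls with the replicate block. Of 51 genes of the respiratory chain *Uqcrb* (0.41, SE 0.09) was higher. It lost its call with the replicate block and without wild type 1, 2 or 3 or mutant 2 or 4 (edgeR adjusted p = 0.0893, 0.111, 0.139, 0.079 and 0.06). The list had a median of −0.13 (list adjusted p = 0.0774 in edgeR). It passed as lower with sex in place of the series (adjusted p = 3.27e-05), DESeq2 (0.018), no filter (0.0072), the replicate block (0.0309) and without wild type 1 (0.0141), mutant 1 (0.0096) or mutant 4 (0.0336). It also passed as lower in settings added after seeing the data, the batch of the nearest Data S1 columns (5.26e-04, 9.67e-04 by DESeq2) and the second series alone (1.89e-04), and as higher with the batch as numbered in Data S1 (0.0367).

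Of 7 markers of zebrin II-positive Purkinje cells *Hspb1* and *Sphk1* (0.58, SE 0.13) were higher (3 adjusted over the list alone; median 0.23, list adjusted p = 0.147 in edgeR), and the list passed with the block (adjusted p = 0.047), DESeq2 (0.0308) and without wild type 3 (0.035). *Sphk1* lost its call without wild type 1 or 2 or mutant 1, 2 or 4 (edgeR adjusted p = 0.0962, 0.103, 0.07, 0.0876 and 0.0561). Of 6 markers of unipolar brush cells *Calb2* (0.79, SE 0.16) was higher, but not with the replicate block or without wild type 3 (edgeR adjusted p = 0.091). Adjusted over the list alone, 2 were higher and 1 lower (median −0.050, list adjusted p = 0.740 in edgeR). Of 14 interneuron markers 2 were lower, among them *Slc32a1* (−1.25, SE 0.10), and 1 without wild type 3, with 1 higher and 3 lower adjusted over the list alone (median −0.0071, list adjusted p = 0.276 in edgeR). All 9 choroid plexus markers did not pass in edgeR (median 0.63, list adjusted p = 0.276), with 2 higher and 1 lower at an unadjusted p under 0.05 and 1 lower by DESeq2, and the list passed without mutant 2 (adjusted p = 0.0373). All 5 blood cell genes did not pass in edgeR (median 0.79, list adjusted p = 0.0746), with 3 higher at an unadjusted p under 0.05 and 2 by DESeq2, and the list passed with DESeq2 (adjusted p = 0.0048), no filter (0.0132), no batch term (0.0457), the block (0.0309) and without wild type 1 (0.0214), mutant 2 (0.0111) or mutant 4 (0.0385).

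All 7 tested genes of the *nm3888* critical region, among them *Cage1*, *Dsp*, *F13a1*, *Fars2*, *Riok1* and *Ssr1*, did not pass in edgeR, at an unadjusted p under 0.05 or by DESeq2 (median 0.20, list adjusted p = 0.740), and *Ly86*, with 2 to 18 counts per library, was not tested. *Neurod1* had a log2 fold change of 0.56 (edgeR adjusted p = 0.198).

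Along the genome, 3 of 279 windows of 10 Mb held more higher genes than 10000 permutations of the calls would give (permutation p = 5.0e-04 for the number of windows). They lie on chromosome 1 from 170 to 180 Mb (11 of 87 tested genes higher, permutation p = 0.0014), on chromosome 13 from 20 to 30 Mb (9 of 64, p = 0.0046, mostly histone genes) and on chromosome 3 from 90 to 100 Mb (14 of 151, permutation p = 0.0050). For lower genes there was 1 window (permutation p = 0.146 for the number of windows), on the X chromosome from 130 to 140 Mb (16 of 58, permutation p = 1e-04, the smallest the permutations can give), with *Tceal*, *Armcx* and *Gprasp* genes. No explanation was tested.

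The fold changes of 15093 genes tested in both series had a Spearman correlation of 0.545, and of 410 genes called in both series 409 had the same sign. On the X chromosome 66 genes were called.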
